# Formin 2 links neuropsychiatric phenotypes at young age to an increased risk for dementia

**DOI:** 10.15252/embj.201796821

**Published:** 2017-08-02

**Authors:** Roberto Carlos Agís‐Balboa, Paulo S Pinheiro, Nelson Rebola, Cemil Kerimoglu, Eva Benito, Michael Gertig, Sanaz Bahari‐Javan, Gaurav Jain, Susanne Burkhardt, Ivana Delalle, Alexander Jatzko, Markus Dettenhofer, Patricia A Zunszain, Andrea Schmitt, Peter Falkai, Julius C Pape, Elisabeth B Binder, Christophe Mulle, Andre Fischer, Farahnaz Sananbenesi

**Keywords:** aging, Alzheimer's disease, Formin 2, HDAC inhibitor, post‐traumatic stress disorder, Molecular Biology of Disease, Neuroscience

## Abstract

Age‐associated memory decline is due to variable combinations of genetic and environmental risk factors. How these risk factors interact to drive disease onset is currently unknown. Here we begin to elucidate the mechanisms by which post‐traumatic stress disorder (PTSD) at a young age contributes to an increased risk to develop dementia at old age. We show that the actin nucleator Formin 2 (*Fmn2)* is deregulated in PTSD and in Alzheimer's disease (AD) patients. Young mice lacking the *Fmn2* gene exhibit PTSD‐like phenotypes and corresponding impairments of synaptic plasticity, while the consolidation of new memories is unaffected. However, *Fmn2* mutant mice develop accelerated age‐associated memory decline that is further increased in the presence of additional risk factors and is mechanistically linked to a loss of transcriptional homeostasis. In conclusion, our data present a new approach to explore the connection between AD risk factors across life span and provide mechanistic insight to the processes by which neuropsychiatric diseases at a young age affect the risk for developing dementia.

## Introduction

Alzheimer's disease (AD) is the most common neurodegenerative disorder causing a huge emotional and economical burden to our societies. The vast majority of AD cases are sporadic and arise on the background of variable genetic and environmental risk factors. There is substantial evidence that pathological changes occur years before the onset of clinical symptoms (Bateman *et al*, 2012). To elucidate how the different risk factors contribute to disease onset is therefore of utmost importance. The starting point of this study is epidemiological data indicating that individuals suffering from neuropsychiatric diseases such post‐traumatic stress disorder (PTSD) at a young age have an increased risk of developing AD in old age (Yaffe *et al*, 2010; Burri *et al*, 2013; Weiner *et al*, 2013; Stilling *et al*, 2014a). PTSD develops in response to a traumatic event when normal psychological defense mechanisms fail. Individuals that suffer from PTSD are deficient in learning that a stimulus associated with an adverse event no longer presents a threat, a process that requires cognitive flexibility and extinction learning (Goswami *et al*, 2013). Memory extinction can be analyzed in rodents using the well‐established fear conditioning paradigm. This paradigm represents a specific form of learning that underlies the reduction of previously acquired fear memories (Myers & Davis, 2002; Lattal *et al*, 2006; Sananbenesi *et al*, 2007; Fischer & Tsai, 2008; Radulovic & Tronson, 2010). Although impaired fear extinction in rodents does not recapitulate the complex phenotypes observed in humans suffering from PTSD, it is suitable to study the mechanisms that underlie increased susceptibility to PTSD. Thus, we reasoned that a promising strategy to elucidate the molecular mechanisms that link PTSD at a young age to an increased risk for age‐associated memory decline and AD would be to screen for animal models that exhibit (i) impaired fear extinction at young age, while consolidation of new memories is still intact, but (ii) develop accelerated memory impairment in the presence of additional AD risk factors. By this, we identified the *Formin 2* (*Fmn2)* gene. FMN2 is best known for its role in regulating actin dynamics (Schuh, 2011) and was previously detected in a screen for genes that are deregulated in the aging mouse hippocampus (Peleg *et al*, 2010). In addition, FMN2 has been linked to synapse formation and deletion mutations of the *Fmn2* gene are associated with intellectual disability, pointing to a role for *Fmn2* in memory function in mice and humans (Peleg *et al*, 2010; Almuqbil *et al*, 2013; Law *et al*, 2014). Here we show that loss of *Fmn2* affects plasticity at the mossy fiber‐CA3 synapse and causes impaired fear extinction in young mice. We furthermore show that *Fmn2* expression is decreased in PTSD patients and in post‐mortem brain samples from AD patients. Loss of *Fmn2* accelerates age‐associated memory decline, which is further accelerated in the presence of amyloid pathology and is accompanied by deregulation of hippocampal gene expression. While the mechanisms that link reduced FMN2 levels to aberrant gene expression are likely to be multifactorial, we provide evidence that FMN2‐dependent synaptic actin dynamics signal via the ERK1/2 pathway to drive Elk1 and SP1‐dependent gene expression. Of note, memory impairment in all employed models is ameliorated after oral administration of the HDAC inhibitor Vorinostat. In sum, our data represent a new approach to explore the cross‐talk between AD risk factors across life span and provide evidence that loss of transcriptional plasticity is a key event down‐stream of AD risk factor exposure.

## Results

### Loss of FMN2 leads to impaired fear extinction in young mice

We started our analysis by employing animal models for age‐associated memory decline and tested whether extinction phenotypes precede the impairment of memory consolidation. We decided to test APPPS1‐21 and 5xFAD mice, two well‐established mouse models for amyloid deposition and age‐associated memory impairment that are linked to familiar Alzheimer's disease (Radde *et al*, 2006; Ohno *et al*, 2007; Govindarajan *et al*, 2013). In addition, we employed *Fmn2* knockout (*Fmn2* ^−/−^) mice. Although the role of FMN2 in the adult brain is not well understood, FMN2 has recently been linked to age‐related memory impairment in mice (Peleg *et al*, 2010) and is associated with cognitive dysfunction in humans (Almuqbil *et al*, 2013; Law *et al*, 2014). Mice from all experimental groups were subjected to contextual fear conditioning training at 3 month of age. Freezing behavior, indicative of associative memory consolidation, was similar in all mutant mice when compared to the corresponding control groups during a memory test performed 24 h later (Fig 1A). To test extinction of fear memory, animals were re‐exposed to the conditioning context on consecutive days in the absence of the foot shock, a procedure that induces extinction learning and leads to the reduction in the aversive freezing response (Sananbenesi *et al*, 2007; Tronson *et al*, 2012). Fear extinction was similar in APPPS1‐21 (Fig 1B) and 5xFAD mice (Fig 1C) when compared to the corresponding control groups. In contrast, fear extinction learning was impaired in *Fmn2* ^−/−^ mice (Fig 1D). Next we confirmed that all three lines of mutant mice exhibit impaired consolidation of new memories already at 8 months of age (Fig 1E), while wild‐type mice were impaired only at 16 months of age (Fig 1F). These data indicate that *Fmn2* ^−/−^ mice develop deficits in fear extinction that precede impairment of memory consolidation. However, the possibility remained that the employed fear conditioning protocol does not allow for the detection of very mild memory impairments. Therefore, we also subjected *Fmn2* ^−/−^ mice to a milder fear conditioning protocol (Kerimoglu *et al*, 2013). In line with our initial observation, *Fmn2* ^−/−^ mice did not exhibit memory impairment at 3 months of age (see Appendix Fig S1). In line with these data, 3‐month‐old *Fmn2* ^−/−^ mice were able to acquire spatial reference memory in the Morris water maze test similar to wild‐type mice (Fig EV1A and B). Reversal learning was, however, impaired (Fig EV1C and D), which supports the view that loss of *Fmn2* in young mice does not affect the consolidation of new memories but is required for changing responses to existing memories. Taking together, these data support the view that the analysis of FMN2 would be a good starting point to investigate the mechanisms by which neuropsychiatric diseases at young age contribute to an increased risk for age‐associative memory decline. Before continuing our analysis, however, we sought to provide further evidence for this hypothesis. To this end, we tested *Fmn2* expression in blood samples from PTSD patients via qPCR. We observed a significant reduction in *Fmn2* expression in PTSD patients when compared to age‐matched control individuals (Zieker *et al*, 2007; Fig 1G). Although care has to be taken when interpreting data obtained from blood in the context of brain diseases, there is increasing evidence that adverse life events can induce long‐lasting changes in the expression of specific genes and that such changes in gene expression are detected in various cell types such as cells obtained from blood or saliva (Smith *et al*, 2015). Thus, the analysis of gene expression, for example, in blood, is viewed as a suitable approach to identify biomarker and surrogate marker for brain diseases (Rao *et al*, 2013; Ciobanu *et al*, 2016; Schmitt *et al*, 2016). The fact that *Fmn2* levels are altered in blood samples from PTSD patients therefore indicates that exposure to PTSD‐inducing events may similarly altered *Fmn2* levels in the brain. Since we do not have access to suitable post‐mortem tissue from PTSD patients, this hypothesis remains to be tested. However, PTSD and other neuropsychiatric diseases have been linked to altered glucocorticoid signaling (Du & Pang, 2015; Kim *et al*, 2015). It is therefore interesting that *Fmn2* expression was decreased in human neuronal progenitor cells subjected to acute or chronic dexamethasone treatment, a synthetic glucocorticoid that can have detrimental effects on neuronal function and cognitive abilities (Crochemore *et al*, 2005; Tongjaroenbuangam *et al*, 2013; Feng *et al*, 2015; Lanshakov *et al*, 2016; Fig 1H). We also observed decreased *Fmn2* expression in post‐mortem human brain samples (hippocampus) from AD patients when compared to age‐matched control individuals (Fig 1I).

**Figure 1:**
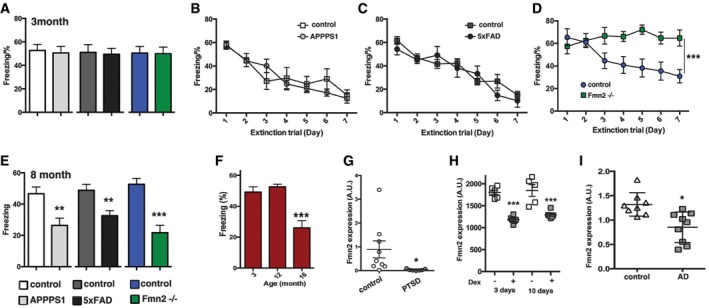
Impaired fear extinction precedes memory decline in *Fmn2* mutant mice Freezing behavior tested 24 h after training was similar in 3‐month‐old APPPS1‐21, 5xFAD, and *Fmn2* ^−/−^ mice when compared to corresponding control groups (*n* = 10/group).Fear extinction in 3‐month‐old APPPS1 mice is similar to a non‐transgenic control group (*n* = 9/group).Fear extinction in 3‐month‐old 5xFAD mice is similar to a non‐transgenic control group (*n* = 9/group).Extinction learning in the contextual fear conditioning paradigm is impaired in *Fmn2* ^−/−^ mice (*n* = 9/group; ***P <* *0.001, *F* = 21.77, two‐way RM ANOVA).Freezing behavior was tested 24 h after training in 8‐month‐old APPPS1‐21, 5xFAD, and *Fmn2* ^−/−^ mice. A significant impairment in associative memory was observed when comparing APPPS1 mice (*n* = 10) to a corresponding control group (*n* = 8; **P <* *0.01, *t*‐test), when comparing 5xFAD mice (*n* = 10) to a corresponding control group (*n* = 8; **P =* *0.01, *t*‐test), and when comparing *Fmn2* ^−/−^ mice (*n* = 10) to corresponding *Fmn2* ^+/+^ wild‐type mice (*n* = 10; ***P <* *0.0001, *t*‐test).Freezing was analyzed in 3‐ (*n* = 11), 12‐ (*n* = 9), and 16 (*n* = 8)‐month‐old male wild‐type mice. A significant impairment (***P < 0.0001, *t*‐test) was observed in 16‐month‐old animals when compared to either 3‐ or 12‐month‐old animals.
*Fmn2* expression measured in blood samples via qPCR was reduced in PTSD patients (*n* = 9) when compared to age‐matched controls (*n* = 7; *P =* *0.0361, *t*‐test).
*Fmn2* mRNA expression is decreased after dexamethasone treatments in human hippocampal progenitor cells (HPCs) during neuronal proliferation (3 days) and differentiation (10 days) (***P_adj_ < 3.27 × 10^−6^, one‐way ANOVA followed by Bonferroni correction).qPCR revealed that Fmn2 expression is decreased (*P =* *0.037, *t*‐test) in AD patients (*n* = 9) when compared to age‐matched controls (*n* = 8).Data information: Error bars indicated SEM.

**Figure EV1:**
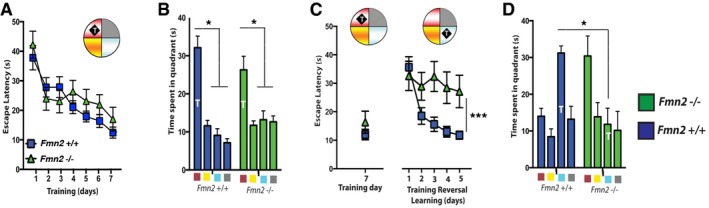
Hippocampal FMN2 is required for reversal learning in the water maze paradigm Mice were trained in the Morris water maze test. Three‐month‐old *Fmn2* ^−/−^ and wild‐type mice show similar escape latencies throughout training (*n* = 11/group).A probe test performed after 7 days of water maze training revealed no significant difference amongst groups. Both groups showed a significant preference for the target quadrant (*n* = 11/group; *P <* *0.05, *t*‐test). The color key below the *x*‐axis refers to the 4 quadrants used for the schematic water maze pool shown in panel (A).Left panel: Three‐month‐old mice were subjected to water maze training until they could reliably find the hidden platform on day 7 of training. Right panel: Afterward, mice were subjected to reversal learning. Escape latencies during reversal learning were severely impaired in *Fmn2* ^−/−^ mice when compared to the control group (control, *n* = 15, *Fmn2* ^−/−^, *n* = 13; ***P < 0.001, *F* = 5.377, two‐way RM ANOVA).A probe test was performed after 5 days of reversal training. While wild‐type mice showed a preference for the new target quadrant, target preference in *Fmn2* ^−/−^ mice was significantly impaired (control, *n* = 15, *Fmn2* ^−/−^, *n* = 13; *P <* *0.001 versus *Fmn2* ^+/+^ control group, *t*‐test).Data information: T, target quadrant. Error bars indicate SEM.

Encouraged by these observations, we decided to study the role of FMN2 in the adult brain in greater detail. *Fmn2* was highly expressed in mouse and human hippocampal neurons (Fig 2A). In line with these findings, robust FMN2 protein levels were observed in the mouse and human hippocampus (Fig 2B). The specificity of the FMN2 antibody employed for immunoblotting was confirmed using corresponding hippocampal tissue from *Fmn2* ^−/−^ mice as negative control (Fig 2C). Since we could not identify a suitable antibody to reliably detect FMN2 via immunostaining, we generated *Fmn2*‐EGFP knock‐in mice. These mice are healthy and show no obvious phenotype (see Appendix Fig S1B and C). The analysis of FMN2 protein localization in FMN2‐EGFP knock‐in mice confirmed high levels of FMN2 protein in the hippocampus and especially in the mossy fiber pathway (Fig 2D), suggesting that FMN2 can localize to the pre‐synaptic compartment. In line with this, we detected robust levels of FMN2 in hippocampal synaptosomes (Fig 2E). Furthermore, the pre‐synaptic marker protein synaptoporin co‐localized with FMN2 within the stratum lucidum of the hippocampal CA3 region (Fig 2E).

**Figure 2:**
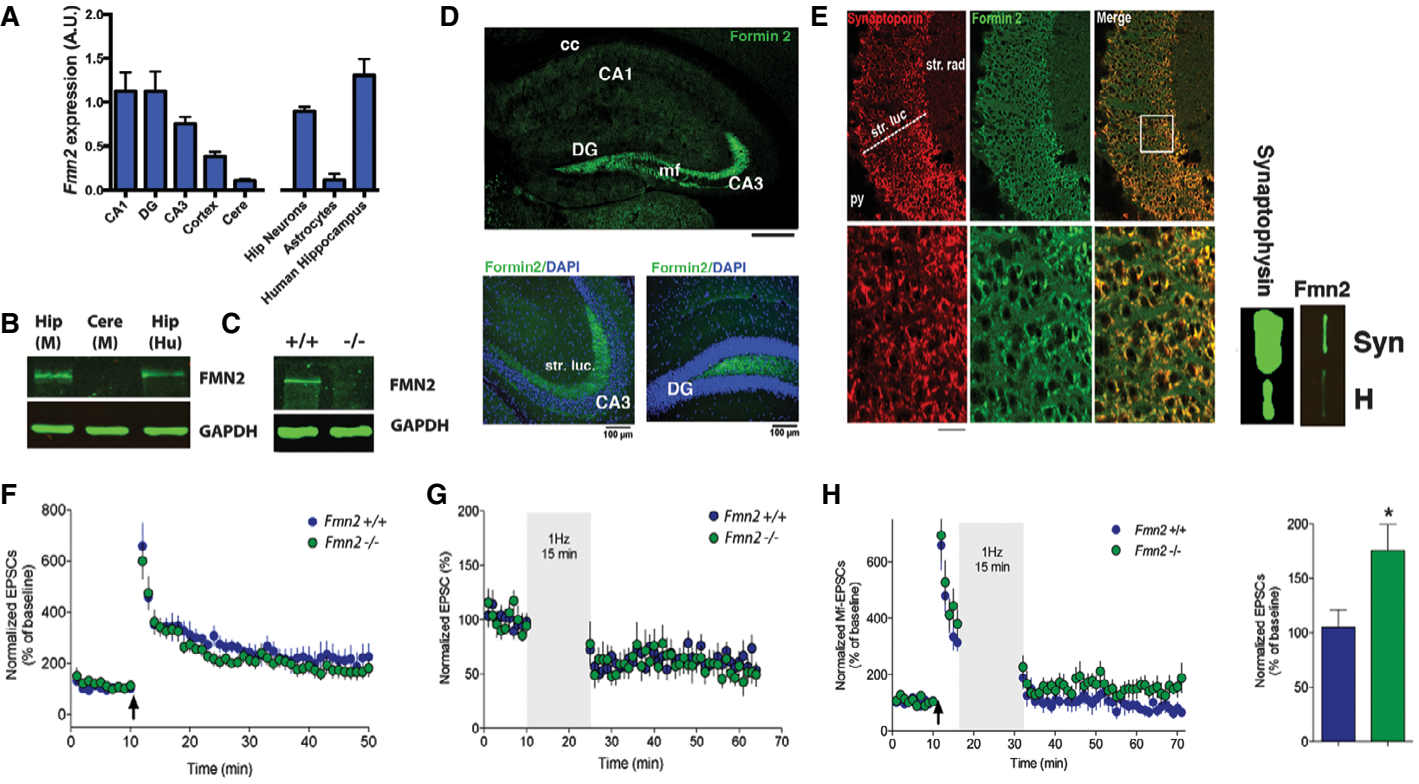
FMN2 is highly expressed in mossy fibers and is required for synaptic depotentiation *Fmn2* expression was analyzed via qPCR in brain regions from 3‐month‐old mice (left panel, *n* = 5) and in mouse primary hippocampal neurons, astrocytes (*n* = 5) and human post‐mortem hippocampus (right panel; *n* = 3/group).Representative immunoblot images showing FMN2 protein levels in the mouse hippocampus (Hip M), cerebellum (Cere M), and human hippocampus (Hip Hu).Representative immunoblot images showing FMN2 levels in the hippocampus of wild‐type and *Fmn2* ^−/−^ mice.Representative low (upper panel, scale bar 500 μm) and high magnification images (lower panels, scale bars 100 μm) showing FMN2 expression (green) in FMN‐EGFP knock‐in mice.Left panel: Representative images showing the co‐localization of FMN2 (green) and synaptoporin in the mossy fiber pathway in low and high magnification. Right panel: Immunoblot analysis of hippocampal synaptosomes (Syn) compared to cell homogenate (H) showing that FMN2 is present in the pre‐synaptic compartment. Synaptophysin was used to confirm enrichment of synaptosomes. Scale bar: 20 μm.LTP was similar in *Fmn2* ^−/−^ (*n* = 12) and wild‐type control mice (*n* = 8).The absolute level of LTD was similar amongst *Fmn2* ^−/−^ and wild‐type mice (*n* = 10).Depotentiation was significantly impaired in *Fmn2* ^−/−^ mice (*n* = 12) when compared to control (*n* = 11; *P <* *0.05, *t*‐test).Data information: For all experiments, parasagittal brain slices from 14‐ to 21‐day‐old mice were used. Cere, cerebellum; Hip, hippocampus, mf; mossy fiber, str. luc.; stratum lucidum, cc, corpus callosum. Error bars indicate SEM.

These data suggest that the susceptibility to develop PTSD‐like phenotypes observed in 3‐month‐old *Fmn2* ^−/−^ mice involves compromised plasticity at the hippocampal mossy fiber‐CA3 synapse. Thus, we analyzed the electrophysiological properties of mossy fiber synapses in *Fmn2* ^−/−^ mice at 3 months of age. We found that long‐term potentiation (LTP) and long‐term depression (LTD) were unaffected (Fig 2F and G). However, *Fmn2* ^−/−^ mice exhibited impaired depotentiation, a well‐established phenomenon by which mossy fiber‐CA3 LTP can be reversed using long trains of low‐frequency stimulation that has been discussed as a molecular correlate of extinction processes (Hong *et al*, 2009; Kim *et al*, 2009; Fig 2H).

Although gross brain morphology, motor coordination, explorative behavior, and basal anxiety were similar when comparing 3‐month‐old *Fmn2* ^−/−^ mice and control littermates (Fig EV2), our *Fmn2* ^−/−^ mice constitutively lack FMN2. Thus, the possibility remained that the observed fear extinction phenotype could in part be due to subtle development abnormalities and in addition may not be specific to hippocampal function. To test for this possibility, we employed an RNAi approach and found that RNAi‐mediated decrease in FMN2 in the hippocampus impairs fear extinction, but has no effect on the consolidation of new memories. To this end, we first confirmed that intra‐hippocampal injection of an siRNA against *Fmn2* reduces *Fmn2* mRNA and protein levels when compared to the scramble control group (Fig 3A–C). Next we subjected mice to contextual fear conditioning and injected siRNA or scrambled control RNA for 3 days (every 12 h) before animals were subjected to fear extinction (Fig 3D). Injections were continued during extinction trials 1‐3. Extinction was significantly impaired when comparing the siRNA versus the scramble control RNA‐injected mice (Fig 3E). When animals were allowed to rest for 6 days after extinction trial 4 and did not receive further injections, normal extinction behavior was observed when mice were subsequently subjected to further extinction training. These data indicate that siRNA‐mediated impairment of extinction is not due to unspecific effects of the injection procedure (Fig 3D and E). Finally, we show that siRNA‐mediated knockdown of *Fmn2* does not affect the acquisition of contextual fear memories (Fig 3F).

**Figure EV2:**
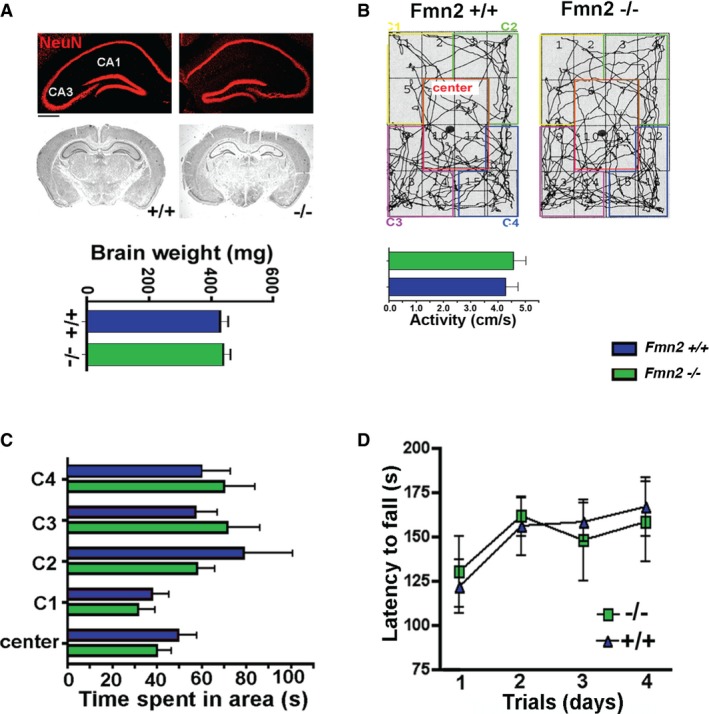
FMN2 is expendable for locomotor function and basal anxiety Upper panel: Representative images showing NeuN immunoreactivity in the hippocampus of 8‐month‐old *Fmn2* ^−/−^ and control mice. Scale bar: 200 μm. Middle panel: Silver staining showing that gross brain morphology is normal in 8‐month‐old *Fmn2* ^−/−^ mice. Lower panel: Brain weight is similar in 8‐month‐old *Fmn2* ^−/−^ and control mice (*n* = 5/group). CA1, hippocampal subregion CA1; CA3, hippocampal subregion CA3.
*Fmn2* ^−/−^ mice show normal explorative behavior as assayed in the open‐field test. Upper panel shows a representative image depicting the path in the open field. Lower panel shows the activity during the 5‐min open‐field exposure (*n* = 10/group).Basal anxiety as measured by the time spent in the four corners (C1–C4) versus the center of the open‐field arena. No significant difference was found amongst groups (*n* = 10/group).
*Fmn2* ^−/−^ mice show normal motor behavior in the rotarod test (*n* = 10/group).Data information: Error bars indicate SEM.

**Figure 3:**
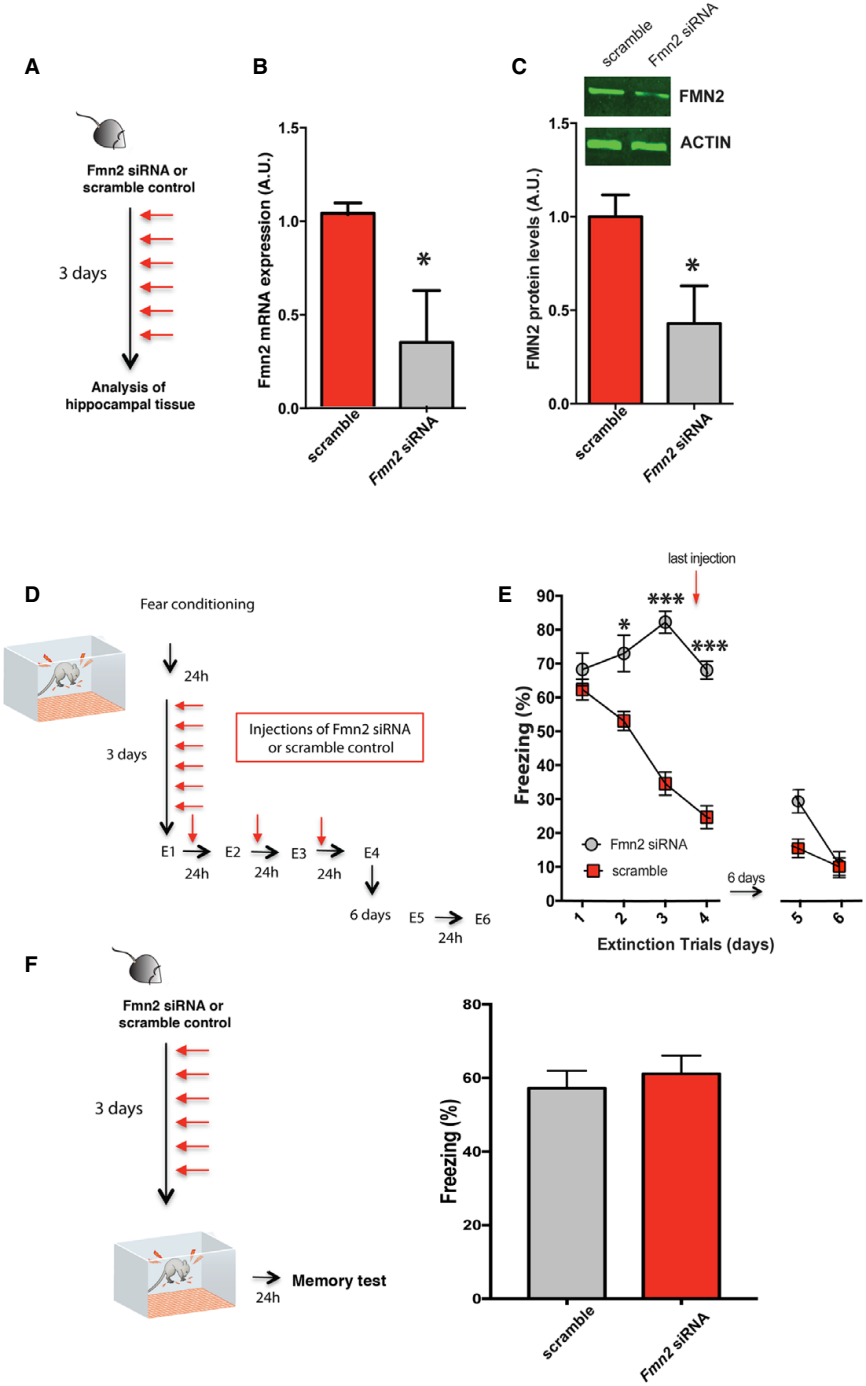
Hippocampal FMN2 is essential for extinction learning and cognitive flexibility Experimental design. Anti‐*Fmn2* or scrambled siRNA oligomers were injected via microcannulae into the hippocampus of 3‐month‐old wild‐type mice every 12 h for 3 days.
*Fmn2* mRNA levels were determined in the hippocampus of mice injected with either scrambled or *Fmn2* siRNA via qPCR (*n* = 4/group). *Fmn2* levels are reduced in mice injected with *Fmn2* siRNA when compared to the scrambled control group (*P <* *0.05, *t*‐test).Similarly, hippocampal FMN2 protein levels were decreased in mice injected with *Fmn2* siRNA when compared to the scramble control group (*P <* *0.05, *t*‐test, *n* = 4/group).Experimental design. Microcannulae were implanted into the hippocampus of wild‐type mice. All mice were subsequently subjected to contextual fear conditioning training. *Fmn2* siRNA or scrambled control RNA was injected into the dentate gyrus 24 h later and then every 12 h for 3 days. On subsequent days, mice were subjected to extinction trial (E)1, E2, E3, and E4 (panel B). The injection protocol was continued until E3.Fear extinction is significantly impaired (*P *<* *0.001, *F *=* *15.55; *P <* *0.05, ***P < 0.001 for *post hoc* analysis) in 3‐month‐old mice that received intra‐hippocampal injections of *Fmn2* siRNA when compared to the scrambled control group (*n* = 9/group). When siRNA injection was terminated, all mice exhibited normal extinction behavior.Left panel: Experimental design. Right panel: Injection of Fmn2 siRNA before fear conditioning training does not affect the acquisition of fear memories (*n* = 10/group).Data information: Error bars indicate SEM.

In conclusion, these data indicate that loss of FMN2 leads to impaired fear extinction which is accompanied by mild deficits in neuronal plasticity that mimic the behavioral alterations.

### Loss of FMN2 leads to accelerated age‐associated memory impairment

Next, we decided to explore the mechanisms by which FMN2‐mediated phenotypes at a young age increase risk for late life dementia. We first confirmed our observation that 8‐month‐old *Fmn2* ^−/−^ mice exhibit impaired memory formation (see Fig 1E) in an additional memory test, namely the hippocampus‐dependent Morris water maze paradigm. There was no difference in the escape latency when comparing 3‐ versus 8‐month *Fmn2* ^+/+^ mice (Fig 4A). However, 8‐month‐old *Fmn2* ^−/−^ mice were significantly impaired when compared to age‐matched wild‐type mice (Fig 4B). This finding was confirmed in a probe test performed after 10 days of training. While 3‐ and 8‐month‐old wild‐type mice showed a significant preference for the target quadrant, 8‐month‐old *Fmn2* ^−/−^ mice were significantly impaired (Fig 4B). These data confirm that loss of *Fmn2* accelerates age‐associative memory impairment. Next we decided to investigate the impact of FMN2 on cognitive decline in the presence of another risk factor for AD, namely amyloid deposition. To this end, we employed APPPS1‐21 mice. We observed that 3‐month‐old APPPS1‐21 mice subjected to the open‐field test and the contextual fear conditioning paradigm showed explorative (Fig 4C) and freezing behavior that was similar to wild‐type mice, suggesting that at 3 months of age APPPS1‐21 mice show no defect in associative memory formation (Fig 4D). Thus, we reasoned that the analysis in 3‐month‐old mice would enable us to detect synergistic effects on memory impairment in *Fmn2* ^−/−^ and APPPS1‐21 mice. To this end, we crossed *Fmn2* ^−/−^ mice with APPPS1‐21 (APP) mice and tested memory function in animals at 3 months of age. As expected, brain weight was not affected (see Appendix Fig S2). Moreover, explorative behavior in the open‐field test did not differ significantly amongst groups (Fig 4C). When subjected to the fear conditioning paradigm, neither 3‐month‐old *Fmn2* ^−/−^ nor APPPS1‐21 mice showed impaired freezing behavior in comparison with control littermates (Fig 4D). Freezing behavior was, however, significantly impaired in 3‐month‐old *Fmn2* ^−/−^_APPPS‐21 mice (Fig 4D). Next we assayed spatial memory in the Morris water maze paradigm. All groups were able to acquire spatial memory throughout the 8 days of training (Fig 4E). When subjected to the probe test, all groups except *Fmn2* ^−/−^_APPPS1‐21 mice showed a significant preference for the target quadrant (Fig 4F). In conclusion, these data show that reduced levels of FMN2 further accelerate memory decline in a mouse model for aging and in a model for amyloid deposition.

**Figure 4:**
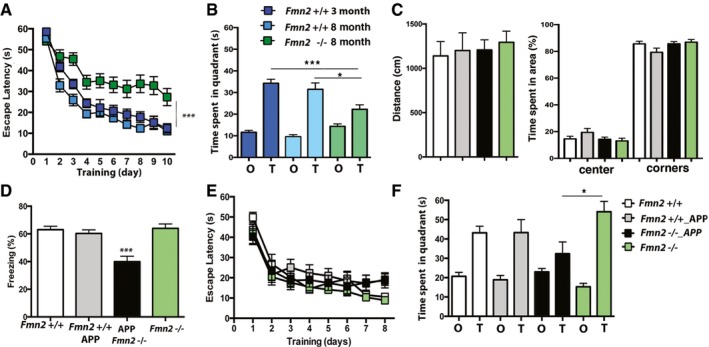
FMN2 is linked to age‐associated memory decline Escape latency in 3‐month‐old *Fmn2* ^+/+^ mice (*n* = 12) compared to 8‐month‐old *Fmn2* ^+/+^ (*n* = 20) and *Fmn2* ^−/−^ mice (*n* = 20). Escape latency is significantly impaired in 8‐month‐old *Fmn2* ^−/−^ mice (***P =* *0.001, *F *=* *24.1 versus age‐matched *Fmn2* ^+/+^, two‐way RM ANOVA).A probe test revealed that the time spent in the target quadrant significantly differed amongst groups (*P *=* *0.0004, *F *=* *9.4; one‐way ANOVA) and that 8‐month‐old *Fmn2* ^−/−^ mice (*n* = 20) spent significantly reduced time in the target quadrant when compared directly to age‐matched (*P =* *0.0143, *n* = 20, *post hoc* analysis) or 3‐month‐old *Fmn2* ^+/+^ mice (***P <* *0.0001, *n* = 12, *post hoc* analysis).Left panel: The total distance traveled during a 5‐min open‐field exposure did not differ significantly amongst groups (*n* = 8/group). Right panel: The time spent in the center versus the corners during a 5‐min open‐field exposure was similar amongst groups (*n* = 8/group).Contextual freezing in 3‐month‐old *Fmn2* ^+/+^ (*n* = 14), APPPS1‐21 (*n* = 13), APPPS1‐21_*Fmn2* ^−/−^ (*n* = 14), and *Fmn2* ^−/−^ mice (*n* = 14). Freezing behavior differed amongst groups (*P *=* *0.0005, *F *=* *6.947, one‐way ANOVA) and was significantly impaired in APPPS1‐21_*Fmn2* ^−/−^ mice when compared to the other groups (***P <* *0.0001, *post hoc* analysis).Escape latency in the water maze test in 3‐month‐old *Fmn2* ^+/+^ (*n* = 15), APPPS1‐21 (*n* = 15), APPPS1‐21_*Fmn2* ^−/−^ (*n* = 15), and *Fmn2* ^−/−^ mice (*n* = 15). Comparing the learning curves amongst all groups revealed no significant difference.During the probe test, there was a significant difference amongst groups in the time spent in the target quadrant (*P *=* *0.04, *F *=* *3.22, one‐way ANOVA). Except for APPPS1‐21_*Fmn2* ^−/−^ mice (*n* = 15), all groups showed a significant preference for the target quadrant (*P <* *0.05, *post hoc* analysis). A direct comparison between *Fmn2* ^−/−^ (*n* = 15) and APPPS1‐21_*Fmn2* ^−/−^ mice (*n* = 15) revealed a significant reduction in the latter group (*P =* *0.017).Data information: Error bars indicate SEM.

### Loss of FMN2 accelerates age‐ and amyloid‐induced deregulation of gene expression

We have previously hypothesized that the various AD risk factors eventually cause aberrant gene expression, thereby contributing to the loss of homeostasis and memory decline (Sananbenesi & Fischer, 2009; Fischer, 2014). 

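RNA-sequencing measures the abundance of transcripts as the number of sequencing reads that fall on each gene. RNA from the hippocampal dentate gyrus (DG) of Fmn2-/- mice, in which the Fmn2 gene is disrupted, and of wild-type (Fmn2+/+) control mice was sequenced at 3 months of age (5 Fmn2+/+ and 5 Fmn2-/- mice) and at 8 months of age (3 Fmn2+/+ and 5 Fmn2-/- mice). These are the group sizes that the legend of Fig 5 gives for its panels C and E. The authors prepared TruSeq mRNA libraries, aligned the reads to the mouse genome (mm10) with STAR and counted them on genes with HTSeq. The deposited values are these read counts, without normalization, for 48709 genes listed by Ensembl identifier, of which 48349 have an exon length and a GC content in the GENCODE M21 annotation of the same genome build. Reads that match more than one gene can be lost or shared out in such counting, so genes with near-identical copies have uncertain counts.
Between 19554931 and 34083622 reads per mouse were counted on genes in 3-month-old Fmn2+/+ mice (median 23137670) and between 26253666 and 42177775 in 3-month-old Fmn2-/- mice (median 32856438). At 8 months the 3 Fmn2+/+ libraries held 43921030, 6818809 and 8381078 reads, and the 5 Fmn2-/- libraries held between 9175551 and 11675280 (median 9943023). The deepest and the shallowest 8-month library thus both belong to the Fmn2+/+ group, and no Fmn2+/+ library lies within the range of the Fmn2-/- libraries. Lower depth mainly limits the detection of changes in weakly expressed genes. The counts of Fmn2-/- replicates 2 and 3 of 8 months differed by little more than the sampling noise (chi-square per degree of freedom 1.62 over 14441 genes, against 3.50 to 6.40 for the other pairs of that group). They are labelled as separate replicates and were counted as 2 mice, and a fit with both summed as 1 sample was added after seeing the data. All 5 Fmn2+/+ mice and 1 Fmn2-/- mouse of 3 months were sequenced on lane 5 and the other 4 Fmn2-/- mice on lane 6. At 8 months Fmn2+/+ replicate 1 was sequenced on lane 6 and all other mice on lane 7. Lane and genotype can therefore hardly be separated at 3 months.
The Fmn2 gene (ENSMUSG00000028354) lies on chromosome 1 of mm10 from 174501825 to 174822729 and is protein-coding. Its count over the whole gene, normalized for library size by edgeR's TMM method within the comparison and given as CPM, was 98.6 ± 6.82 (SD, n = 5) in 3-month-old Fmn2+/+ mice and 23.7 ± 2.34 (SD, n = 5) in Fmn2-/- mice of that age, with all Fmn2+/+ mice at 89.7 or above and the Fmn2-/- mice between 21.3 and 26.3. At 8 months it was 90.3 ± 15.3 (SD, n = 3) in Fmn2+/+ mice and 24.2 ± 2.69 (SD, n = 5) in Fmn2-/- mice, with all Fmn2+/+ mice at 76.9 or above and the Fmn2-/- mice between 21.6 and 28.2. The groups do not overlap at either age. The log2 fold change of Fmn2 was -2.06 at 3 months (standard error 0.074, adjusted p = 2.41e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.89 at 8 months (standard error 0.11, adjusted p = 3.91e-06 from the same test).
Each comparison used edgeR's quasi-likelihood test on the counts of the mice compared, with TMM normalization and without genes of low count. Genes were called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.25, the thresholds in the legend of Fig 5. The paper used DESeq2, which was run as an alternative. The sample labels give the mice replicate numbers, of which 1, 2, 4 and 5 occur in both groups at 3 months and 1, 2 and 3 at 8 months. The deviations of same-numbered mice from their group means correlated across genes with a mean r of 0.0263 at 3 months, against -0.00506 for mice with different numbers, and with -0.0507 at 8 months, against 0.0132. Fits with the replicate number as a block used only the mice whose number occurs in both groups and left out the others. Same-numbered mice hardly shared their deviations, so fewer genes in these smaller fits cannot be put down to a pairing. With the replicate number as a block, the log2 fold change of Fmn2 was -2.02 at 3 months and -1.92 at 8 months.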

To test whether this hypothesis could help to explain how loss of *Fmn2* at young age contributes to age‐associative memory decline, we employed the hippocampal DG region for RNA‐sequencing. First we compared gene expression levels in 3‐month‐old *Fmn2* ^−/−^ mice and age‐matched control littermates. In addition to the *Fmn2* gene, we detected only 26 differentially expressed sequences (Fig 5A; Dataset EV1). Nevertheless, GO‐term and functional pathway analysis identified “oxidative phosphorylation”—and especially subunits of the NADH dehydrogenase and ATPase—to be increased (Fig 5B and C). 

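Of 16630 genes tested at 3 months, 5 were differentially expressed between Fmn2-/- and Fmn2+/+ mice, 4 of them up-regulated and 1, Fmn2 itself, down-regulated. At an unadjusted p under 0.05 there were 1750 genes. The largest changes besides Fmn2 were in Catspere1 and Catspere2, neighbouring genes on chromosome 1. Catspere1 (ENSMUSG00000102483, from 177808550 to 177962233, annotated as an unprocessed pseudogene) had 6.27 ± 0.844 normalized counts (CPM) (SD, n = 5) in Fmn2-/- mice and 0.0125 ± 0.0171 (SD, n = 5) in Fmn2+/+ mice, a log2 fold change of 8.30 (standard error 0.31, adjusted p = 2.41e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Catspere2 (ENSMUSG00000091476, from 177983423 to 178172704, protein-coding) had 11.2 ± 2.15 (SD, n = 5) and 2.57 ± 0.473 (SD, n = 5), a log2 fold change of 2.12 (standard error 0.16, adjusted p = 8.14e-05 from edgeR's test). As members of 1 gene family these 2 genes can share reads, so the split between them is uncertain. The protein-coding gene ENSMUSG00000049760 on chromosome 17 rose by 0.38 on the log2 scale (standard error 0.055, adjusted p = 0.0488 from the same test), and Ndufa3, a subunit of the NADH dehydrogenase, by 0.33 (standard error 0.047, adjusted p = 0.0488).
The setting that moved this number most was DESeq2 in place of edgeR, which gave 91 differentially expressed genes (74 up, 17 down). A fit with the replicate number as a block, on the mice whose number occurs in both groups, left 2 genes. With each mouse left out in turn there were between 3 and 49. All 27 genes that the paper lists for this comparison in Dataset EV1 were tested, and all 27 had the paper's direction. Of these, 3 passed the thresholds with edgeR and 26 with DESeq2.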

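The nuclear-encoded subunits of the 5 respiratory chain and ATP synthase complexes, chosen by gene symbol, served as the oxidative phosphorylation set. At 3 months 82 of them were tested, and 75 were higher and 7 lower in Fmn2-/- than in Fmn2+/+ mice, with a mean log2 fold change of 0.16 (p = 0.00290, limma's camera test on all tested genes, with the correlation between the set's genes estimated from the data, two-sided). With each mouse left out in turn the mean stayed between 0.14 and 0.17. With a correction for gene length and GC content in each sample it was 0.10 (p = 0.0140, camera), with the replicate number as a block 0.15 (p = 0.0274), and with the block and the correction together 0.084 (p = 0.0878). With the sequencing lane as a covariate, where the genotype effect rests on the 1 Fmn2-/- mouse on lane 5, it was 0.11 (p = 0.0855).
Among single genes, all 6 named in Fig 5C were higher in every Fmn2-/- mouse than in every Fmn2+/+ mouse. The NADH dehydrogenase subunit Ndufa3 had 69.7 ± 2.34 normalized counts (CPM) (SD, n = 5) in Fmn2-/- and 55.6 ± 2.49 (SD, n = 5) in Fmn2+/+ mice, and was the only one of the 6 with an adjusted p-value under the threshold (0.0488, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ndufb7, Ndufa7 and Ndufa2 rose by 0.32, 0.32 and 0.38 on the log2 scale, with adjusted p-values of 0.0606, 0.0829 and 0.0829 from the same test. The ATPase subunits Atp5e and Atp5g3 rose by 0.40 (67.2 ± 7.75 against 51.1 ± 1.19 normalized counts (CPM), SD, n = 5 each, edgeR adjusted p = 0.0840) and by 0.34 (186 ± 17.0 against 147 ± 7.37, edgeR adjusted p = 0.109). With DESeq2 the adjusted p-values of the 6 genes lay between 6.69e-07 and 0.00128. With edgeR and the correction for gene length and GC content they lay between 0.160 and 0.457, and with the replicate number as a block they were 0.984 for each. Ndufa3 lost its side of the threshold in 9 of the 10 fits without 1 mouse. Ndufa3 was the only member of the set among the 5 differentially expressed genes (odds ratio 51.1, Fisher's exact test, two-sided, p = 0.0244). With DESeq2 14 of 91 genes belonged to the set.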

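Of 14665 genes tested at 8 months, 166 were differentially expressed between Fmn2-/- and Fmn2+/+ mice, 129 of them down-regulated and 37 up-regulated. At an unadjusted p under 0.05 there were 3419 genes. The largest changes among genes of at least moderate expression whose groups did not overlap were, besides Fmn2, in Catspere1 (log2 fold change 7.42, standard error 0.37, adjusted p = 1.28e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Catspere2 (2.66, standard error 0.24, adjusted p = 0.000335), Rps16 (-1.31, standard error 0.28, adjusted p = 0.0469) and Cd24a (-1.30, standard error 0.23, adjusted p = 0.0378). Cd24a had 2.61 ± 0.808 normalized counts (CPM) (SD, n = 5) in Fmn2-/- and 6.44 ± 1.28 (SD, n = 3) in Fmn2+/+ mice. Rps16, a ribosomal protein gene with copies elsewhere in the genome that can share its reads, had 3.11 ± 0.757 (SD, n = 5) and 7.13 ± 3.50 (SD, n = 3). The adjusted p-values of Rps16 and Cd24a rose to as much as 0.370 and 0.309 when single mice were left out. In these fits the log2 fold change of Rps16 lay between -1.50 and -0.717 and that of Cd24a between -1.43 and -1.19.
The number of genes moved more with the processing than at 3 months. DESeq2 gave 733 genes (469 down, 264 up), and edgeR without a filter on low counts gave 1124. A fit with the replicate number as a block, which leaves out Fmn2-/- replicates 4 and 5 for want of a same-numbered mouse, left 4 genes. The sequencing lane as a covariate, which sets Fmn2+/+ replicate 1 aside, left 3. With each Fmn2+/+ mouse left out in turn the number was 4 (without replicate 1), 3087 (without replicate 2) and 160 (without replicate 3), and with each Fmn2-/- mouse left out it lay between 4 and 10. With the near-identical Fmn2-/- replicates 2 and 3 summed as 1 sample, an alternative chosen after seeing the data, it was 5 (3 down, 2 up). The log2 fold changes also followed the composition of the transcripts: across 13354 genes they correlated with GC content with a Spearman rho of -0.485 and with exon length with a rho of 0.390, where genes are not independent replicates. At 3 months the same correlations were 0.419 and -0.319. The down-regulated genes had a median exon length of 2401 bases and a median GC content of 58.2%, against 4460.5 bases and 49.9% for genes below the thresholds. After a correction for length and GC content in each sample, 7 genes were differentially expressed at 8 months.
Dataset EV1 lists 461 genes for this comparison, 311 down and 150 up. Of these, 454 were tested and all 454 had the paper's direction, and 140 passed the thresholds with edgeR and 428 with DESeq2.

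**Figure D1:**
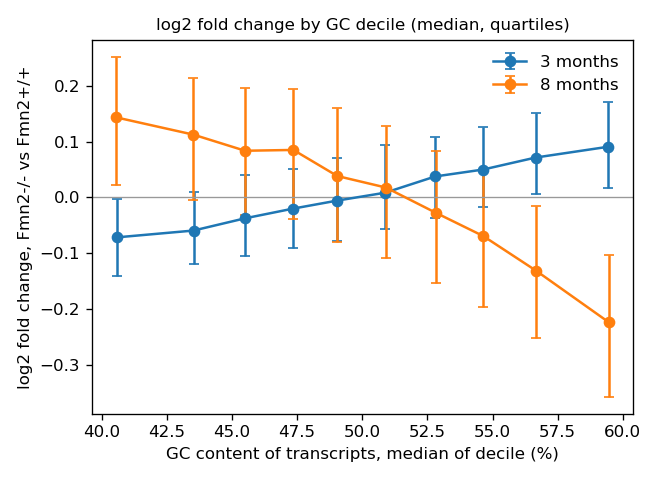
Log2 fold change between Fmn2-/- and Fmn2+/+ mice (vertical axis) against the GC content of the transcripts in percent (horizontal axis), for genes sorted into 10 equal classes of GC content at 3 months (blue) and 8 months (orange). Points are the median of each class and bars its quartiles. The median runs from -0.071 in the lowest to 0.091 in the highest class at 3 months and from 0.14 to -0.22 at 8 months.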

When we compared the gene expression in cognitively impaired 8‐month‐old *Fmn2* ^−/−^ mice to age‐matched control littermates, we detected 461 differentially expressed genes, of which the majority were down‐regulated (Fig 5A). GO‐term and pathway analysis revealed that the genes deregulated were linked to ribosome function, RNA splicing, Alzheimer's disease, and oxidative phosphorylation (Fig 5D and F). 

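Over-representation was tested for the oxidative phosphorylation set and for the cytosolic ribosomal proteins, both chosen by gene symbol, among the differentially expressed genes at 8 months against all 14665 tested genes. Ribosomal proteins made up 8 of the 166 genes, all down-regulated (odds ratio 10.6, Fisher's exact test, two-sided, p = 2.47e-06), and oxidative phosphorylation subunits 3 of the 166, all down-regulated (odds ratio 3.36, Fisher's exact test, two-sided, p = 0.0660). With DESeq2 there were 14 oxidative phosphorylation subunits among 733 genes (odds ratio 3.97, Fisher's exact test, p = 4.99e-05). Fisher's test takes genes as independent, while the genes of a set vary together. Their estimated correlation was 0.20 for ribosomal proteins and 0.26 for oxidative phosphorylation. These p-values thus do not measure the spread between mice. With the correction for gene length and GC content no member of either set was among the 7 genes that remained, nor among the 5 with Fmn2-/- replicates 2 and 3 summed as 1 sample (chosen after seeing the data).
As a whole, 58 of 77 tested ribosomal protein genes were lower and 19 higher in Fmn2-/- mice, with a mean log2 fold change of -0.23 (p = 0.126, limma's camera test with the correlation between genes estimated, two-sided). With that correlation set to 0.01 in place of the estimate, camera gave p = 5.47e-08. With the replicate number as a block the mean was -0.23 (p = 0.219, camera). Ribosomal protein genes have many processed copies in the mouse genome, so their counts are uncertain. Gene sets for RNA splicing and Alzheimer's disease were not analysed here.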

While genes linked to oxidative phosphorylation were increased in 3‐month‐old mice, genes of the same complexes and especially genes encoding subunits of the NADH dehydrogenase, ATPase, and Cytochrome C reductase were all down‐regulated in 8‐month‐old mice (Fig 5E, Dataset EV1). These data suggest that the susceptibility to develop PTSD‐like phenotypes observed in 3‐month‐old *Fmn2* ^−/−^ mice is not accompanied by massive changes in gene expression, while memory impairment in 8‐month‐old *Fmn2* ^−/−^ mice correlates with substantial deregulation of transcriptome plasticity. 

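At 8 months 64 of the 82 oxidative phosphorylation subunits were lower and 18 higher in Fmn2-/- than in Fmn2+/+ mice, with a mean log2 fold change of -0.17 (p = 0.143, limma's camera test with the correlation between genes estimated, two-sided). With the correlation set to 0.01, camera gave p = 3.81e-09. With each mouse left out in turn the mean lay between -0.21 and -0.13. With the correction for gene length and GC content it was -0.061 (p = 0.387, camera), and with the replicate number as a block -0.16 (p = 0.188). The average expression of the set was 6.22 ± 0.161 (log2 CPM, SD, n = 3) in Fmn2+/+ and 6.01 ± 0.0541 (SD, n = 5) in Fmn2-/- mice of 8 months. It was 5.95 ± 0.0465 (SD, n = 5) and 6.14 ± 0.0428 (SD, n = 5) at 3 months, where the groups did not overlap. At 8 months Fmn2+/+ replicate 2, at 6.05, lies within the range of the Fmn2-/- mice.
The change between the ages was tested itself, as the interaction of age and genotype over all 18 mice. The set's mean interaction was -0.34 on the log2 scale, with 76 of 82 subunits below 0 (p = 0.00926, limma's camera test). With the correction for gene length and GC content it was -0.16 (p = 0.0347, camera).
Of the 8 genes named in Fig 5E, all were lower in Fmn2-/- mice at 8 months, and in 7 of them, all but Ndufv3, the groups did not overlap. The cytochrome c reductase subunit Uqcrq fell by 0.67 on the log2 scale (61.1 ± 4.73 normalized counts (CPM), SD, n = 5, against 96.2 ± 19.5, SD, n = 3, edgeR adjusted p = 0.0300). Ndufb7, which was higher by 0.32 at 3 months without passing the threshold (edgeR adjusted p = 0.0606), fell by 0.57 (53.2 ± 3.33 against 78.0 ± 13.8, edgeR adjusted p = 0.0378). BC002163 fell by 0.56 (edgeR adjusted p = 0.0467). It is annotated as a processed pseudogene on chromosome 16, so its count is uncertain. Ndufa5, Atp5d, Ndufa11, Ndufs7 and Ndufv3 fell by 0.37, 0.37, 0.31, 0.37 and 0.31, with edgeR adjusted p-values between 0.0540 and 0.0861. With DESeq2 the adjusted p-values of all 8 genes were under the threshold, the largest being 0.0365 for Ndufv3. With edgeR and the correction for gene length and GC content they lay between 0.0620 and 0.849, and with the replicate number as a block between 0.317 and 0.400. The corrected log2 fold changes ran from -0.58 for Uqcrq to -0.025 for Ndufa11, with -0.10 for Atp5d and -0.11 for Ndufs7. Uqcrq, Ndufb7 and BC002163 lost their side of the threshold in 6, 6 and 7 of the 8 fits without 1 mouse. With edgeR and Fmn2-/- replicates 2 and 3 summed as 1 sample, chosen after seeing the data, none of the 8 passed, the smallest adjusted p-value being 0.0936 for Uqcrq.

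**Figure D2:**
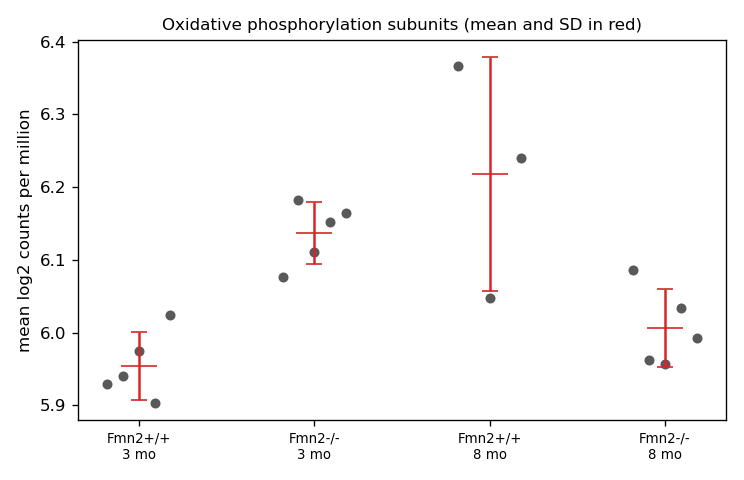
Mean expression of the nuclear-encoded oxidative phosphorylation subunits in log2 CPM (vertical axis) in each mouse of the 4 groups (horizontal axis). Each point is a mouse, and the red bars give the mean and SD. The 3-month-old Fmn2-/- mice sit between 6.08 and 6.18, above all Fmn2+/+ mice of that age (5.90 to 6.02), and the 8-month-old Fmn2-/- mice between 5.96 and 6.09, against 6.05 to 6.37 in Fmn2+/+ mice.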

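Between Fmn2-/- and Fmn2+/+ mice, 5 of 16630 tested genes were differentially expressed at 3 months and 166 of 14665 at 8 months. The comparison at 8 months rests on 3 Fmn2+/+ libraries with between 6818809 and 43921030 reads. When the reads of all 8-month libraries were drawn down at random to the 6818809 of the smallest, 44 genes were differentially expressed (37 down, 7 up). With single mice left out, the number at 8 months ran from 4 (without Fmn2+/+ replicate 1 or Fmn2-/- replicate 4) to 3087 (without Fmn2+/+ replicate 2). At 3 months it ran from 3 to 49 (the latter without Fmn2-/- replicate 1). With the near-identical Fmn2-/- replicates 2 and 3 of 8 months summed as 1 sample, an alternative chosen after seeing the data, 5 genes were differentially expressed at 8 months. Apart from these 2 kinds of setting, every alternative gave more genes at 8 months than at 3 months except the lane covariate (3 at either age) and the block together with the length and GC correction (2 at either age). From the small number of changes at 3 months and the larger number at 8 months (Fig 5A), together with the behavior of the mice at the 2 ages, the paper proposes that the PTSD-like phenotypes of young Fmn2-/- mice arise without massive changes in gene expression, while memory impairment at the older age goes along with deregulated transcriptome plasticity.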

The fact that the spliceosome appeared to be deregulated in 8‐month‐old *Fmn2* ^−/−^ mice is in line with recent data suggesting that during aging, synaptic plasticity genes are deregulated at the level of differential exon usage (Stilling *et al*, 2014b; Benito *et al*, 2015). Thus, we also analyzed differential exon usage. In 3‐month‐old *Fmn2* ^−/−^ mice, we detected 46 genes that showed altered differential exon usage when compared to 3‐month‐old control littermates (Fig 5G, Dataset EV1). No significant pathways were identified. The same comparison was performed in 8‐month‐old *Fmn2* ^−/−^ and age‐matched control mice and revealed 286 differentially expressed exons (Fig 5G). Further GO‐term and pathways analysis showed that processes affected by differential splicing in 8‐month‐old *Fmn2* ^−/−^ mice are linked to synapse function (Fig 5H). In line with the gene expression data, we also observed that processes linked to energy metabolism and oxidative phosphorylation were deregulated (Fig 5H). 

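Whether the effect of the Fmn2 genotype differed between the ages was tested for each gene as the interaction of age and genotype, in 1 fit over all 18 mice. Of 17046 genes tested, 635 had an interaction with an adjusted p-value under 0.05 and an absolute size of at least 0.25 on the log2 scale (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 510 of them the change was lower at 8 months than at 3 months, and in 125 it was higher. With DESeq2 there were 1401 such genes, with the correction for gene length and GC content 22, with Fmn2-/- replicates 2 and 3 of 8 months summed as 1 sample (chosen after seeing the data) 227, and with each mouse left out in turn between 8 and 2791. The 510 genes had a median exon length of 2176.5 bases and a median GC content of 57.2%, against 4142 bases and 49.7% for genes below the thresholds.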

In conclusion, these data indicate that the PTSD‐like phenotypes observed in *Fmn2* ^−/−^ mice are not linked to substantial changes in gene expression, while aberrant gene expression is accelerated in the context of aging as an additional AD risk factor. To further substantiate this finding, we also analyzed gene expression in the DG of 3‐month‐old *Fmn2* ^−/−^_APPPS‐21. 

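APPPS1-21 mice carry mutated human genes for the amyloid precursor protein and presenilin 1 and deposit amyloid in the brain from a young age. Counts from 2 further experiments enter the comparisons with these mice. In the cross of Fmn2 mutant and APPPS1-21 mice, DG samples of 3-month-old mice are labelled Fmn2-/-_APPPS1-21 (7 mice, 8 sequencing runs) or APPPS1-21 with Fmn2+/+ (9 mice, 10 runs). In each group 1 mouse was sequenced on 2 lanes. The counts of its 2 runs differed by little more than the sampling noise (chi-square per degree of freedom 2.15 and 1.72, against 7.86 to 84.5 between other pairs of samples of the same group), and the runs were summed and counted as 1 sample. The runs held between 14442856 and 41715344 reads in the Fmn2-/-_APPPS1-21 group (median 24937024) and between 13956011 and 30506776 in the APPPS1-21 group (median 24470806).
The other experiment holds 6 APPPS1-21 and 6 wild-type mice, the only samples labelled with these 2 genotypes within 1 experiment. The paper gives their age as 3 months and the sample labels as 4 months, and their titles name the prefrontal cortex where the tissue field names the DG. The mean of their granule cell markers was 0.94 (APPPS1-21) and 0.90 (wild type) on the log2 scale. It was 6.13 in 3-month-old Fmn2+/+ mice, which argues against DG tissue in these samples. These libraries held between 23970623 and 31163948 reads in APPPS1-21 mice (median 28018402, all on lane 7) and between 16479658 and 25184663 in wild-type mice (median 20908544, all on lane 5), so lane and genotype coincide. The authors made the counts as for the other samples. Genes were called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5, as in the legend of Fig 5.
Fmn2 was higher in the mice labelled Fmn2-/-_APPPS1-21 than in those labelled APPPS1-21. Its normalized count (CPM) was 93.7 ± 7.21 (SD, n = 7, 85.2 or above) in the former and 21.1 ± 1.50 (SD, n = 9, from 19.4 to 24.0) in the latter, a log2 fold change of 2.15 (standard error 0.057, adjusted p = 2.83e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On a scale normalized over all samples, the midpoint between the lowest 3-month-old Fmn2+/+ mouse and the highest Fmn2-/- mouse of that age in the separate experiment was 60.6, with all 7 mice labelled Fmn2-/-_APPPS1-21 above and all 9 labelled APPPS1-21 below it. The sample titles carry the letter W for the mice labelled Fmn2-/-_APPPS1-21 and K for those labelled APPPS1-21, and read as wild type and knockout these letters give the opposite assignment, under which the log2 fold change is -2.15. The Fmn2 counts of all 7 and all 9 mice thus go with the title letters and argue against the genotype labels. The groups below are still those of the genotype labels, so the directions given as labelled are probably reversed. With the assignment by title letter every log2 fold change of this comparison has the opposite sign and the same size. In the other experiment Fmn2 did not differ between APPPS1-21 and wild-type mice (log2 fold change -0.011, standard error 0.044, adjusted p = 0.952 from edgeR's test).
The replicate numbers 1 to 7 of the cross and 1 to 6 of the other experiment occur in both groups. Same-numbered mice deviated from their group means with a mean r of 0.0605 across genes in the cross, against -0.00739 for different numbers, and with -0.00881 against 0.00200 in the other experiment.

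**Figure D3:**
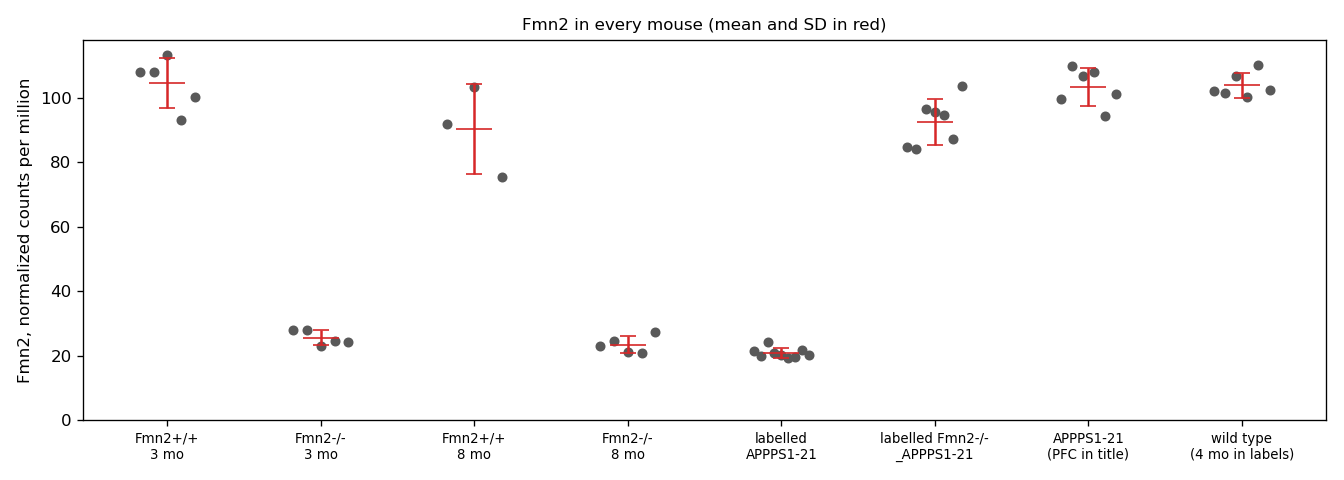
Normalized counts (CPM) of Fmn2 (vertical axis) in each mouse of the 8 groups (horizontal axis), with the mean and SD in red. The mice labelled APPPS1-21 in the cross sit between 19.2 and 24.2 and those labelled Fmn2-/-_APPPS1-21 at 84.2 or above, on the scale normalized over all samples.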

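Between APPPS1-21 and wild-type mice, 392 of 16733 tested genes were differentially expressed, 366 up-regulated and 26 down-regulated (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the settings for these samples, the number was highest without the log2 fold change minimum, at 637, and lowest with DESeq2 and a prior on the log2 fold changes, at 201, all up-regulated. There were 383 with the replicate number as a block, and with each mouse left out in turn between 365 and 418. Of the 50 genes that Dataset EV1 lists for this comparison 48 were tested, 47 had the paper's direction and 42 passed the thresholds, with 350 further genes that the dataset does not list.
Between the mice labelled Fmn2-/-_APPPS1-21 and those labelled APPPS1-21, 129 of 16656 tested genes were differentially expressed, 73 up-regulated and 56 down-regulated as labelled. Without the log2 fold change minimum there were 261, with DESeq2 304 and with every sequencing run as its own sample 293. With the replicate number as a block there were 111, and with each mouse left out in turn between 73 and 171. The largest changes among genes of at least moderate expression whose groups did not overlap were in Catspere1 (log2 fold change -3.54, standard error 0.76, adjusted p = 0.0267 from edgeR's quasi-likelihood test), Fmn2, Catspere2 (-2.15, standard error 0.25, adjusted p = 0.000277), Nuf2 (2.02, standard error 0.21, adjusted p = 9.78e-05) and Plin4 (1.65, standard error 0.25, adjusted p = 0.00237). The log2 fold change of Catspere1 ran from -7.15 to -3.30 with single mice left out and was -5.41 with the replicate number as a block. Replicate 1 labelled Fmn2-/-_APPPS1-21 had 2.71 CPM of Catspere1, against 0 to 0.0910 in the other mice of its group. Plin4 had 10.6 ± 3.48 normalized counts (CPM) (SD, n = 7) in the mice labelled Fmn2-/-_APPPS1-21 and 3.38 ± 1.41 (SD, n = 9) in those labelled APPPS1-21. Dataset EV1 lists 267 genes for this comparison. Of these, 241 were tested, and all 241 had the opposite sign under the genotype labels and hence the paper's sign under the title letters.
The legend of Fig 5I names wild-type mice as the reference. Wild-type mice of the cross were not analysed here. Against the wild-type mice of the other experiments the mice labelled Fmn2-/-_APPPS1-21 gave 2807 (3-month-old Fmn2+/+ mice) and 7169 differentially expressed genes (wild-type mice labelled 4 months), where the experiments and the genotypes cannot be told apart.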

Comparing the gene expression in 3‐month‐old APPPS1‐21 and age‐matched wild‐type control mice revealed 50 differentially expressed genes, while 268 differentially expressed genes were detected comparing 3‐month‐old APPPS1‐21 mice to age‐matched *Fmn2* ^−/−^_APPPS1‐21 mice (Fig 5I). The genes affected in 3‐month‐old APPPS1‐21 mice were mainly linked to pathways representing inflammatory processes (Fig 5J). 

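Cytokines, chemokines, their receptors, Toll-like receptors and complement components, chosen by gene symbol, rose as a set in APPPS1-21 mice. Of 96 tested genes of the set 76 were higher and 20 lower than in wild-type mice, with a mean log2 fold change of 0.68 (p = 9.27e-05, limma's camera test with the correlation between genes estimated, two-sided), and 36 were differentially expressed, all of them up-regulated. With each mouse left out in turn the mean stayed between 0.65 and 0.69, and with the replicate number as a block it was 0.68 (p = 0.00164, camera). The average expression of the set was 1.58 ± 0.0706 (log2 CPM, SD, n = 6) in APPPS1-21 and 1.02 ± 0.0424 (SD, n = 6) in wild-type mice, without overlap.
The largest change was in Cst7, which had 35.7 ± 4.45 normalized counts (CPM) (SD, n = 6) in APPPS1-21 and 0.146 ± 0.111 (SD, n = 6) in wild-type mice, a log2 fold change of 7.81 (standard error 0.19, adjusted p = 2.61e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Clec7a had 12.5 ± 2.21 against 0.125 ± 0.0994 (SD, n = 6 each), a log2 fold change of 6.61 (standard error 0.26, edgeR adjusted p = 9.70e-12). The chemokine gene Ccl3 rose by 5.58 (standard error 0.33, adjusted p = 3.06e-09) and the integrin gene Itgax by 5.11 (standard error 0.18, adjusted p = 3.19e-12). Glns-ps1, a processed pseudogene with an uncertain count, fell by 4.21 (standard error 0.61, adjusted p = 0.000216).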

The top pathways affected in *Fmn2* ^−/−^_APPPS1‐21 mice when compared to APPPS1‐21 mice were mainly linked to metabolic processes, suggesting that loss of Fmn2 does not accelerate Aβ‐induced inflammation but is associated with deregulation of general cellular processes.

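In the comparison of the mice labelled Fmn2-/-_APPPS1-21 with those labelled APPPS1-21, the cytokine and complement set had a mean log2 fold change of -0.18, with 62 of 94 tested genes lower and 32 higher (p = 0.203, limma's camera test with the correlation between genes estimated, two-sided). Of its genes 2 were differentially expressed, both down-regulated as labelled. With the correlation set to 0.01, camera gave p = 0.00184. With the replicate number as a block the mean was -0.18 (p = 0.468, camera). With the genotype taken from the title letters the mean was 0.18.
The genes that Dataset EV1 lists as up-regulated in APPPS1-21 against wild-type mice rose by a mean of 2.17 in that comparison, where 46 of 46 were higher. The titles of its samples name the prefrontal cortex, while the samples of the cross are from the DG. Between the mice labelled Fmn2-/-_APPPS1-21 and APPPS1-21, 43 of them were tested, and 40 were lower and 3 higher as labelled, with a mean log2 fold change of -0.65 (p = 0.0763, camera). With each mouse left out in turn the camera p ran from 0.0452 to 0.120, and with the replicate number as a block the mean was -0.53 (p = 0.274, camera). With the title letters the mean was 0.65, with 40 of the 43 genes higher in the mice without Fmn2. The Fmn2 counts go with that assignment. Under it the genes raised in APPPS1-21 mice ran higher with loss of Fmn2, a direction against the paper's proposal that this loss does not accelerate inflammation. The camera test with all mice was not past the threshold (p = 0.0763), so it does not decide the question. The estimated correlation between these genes was 0.51, so they count as few independent genes.
The oxidative phosphorylation set had a mean log2 fold change of 0.029 in this comparison (44 of 82 genes higher, camera p = 0.923). Pathways other than these sets were not analysed here. From inflammatory pathways among the genes changed in APPPS1-21 mice and metabolic pathways among those changed by the additional loss of Fmn2 (Fig 5J), the paper proposes that loss of Fmn2 does not accelerate inflammation induced by Aβ and instead goes along with deregulated general cellular processes.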

**Figure 5:**
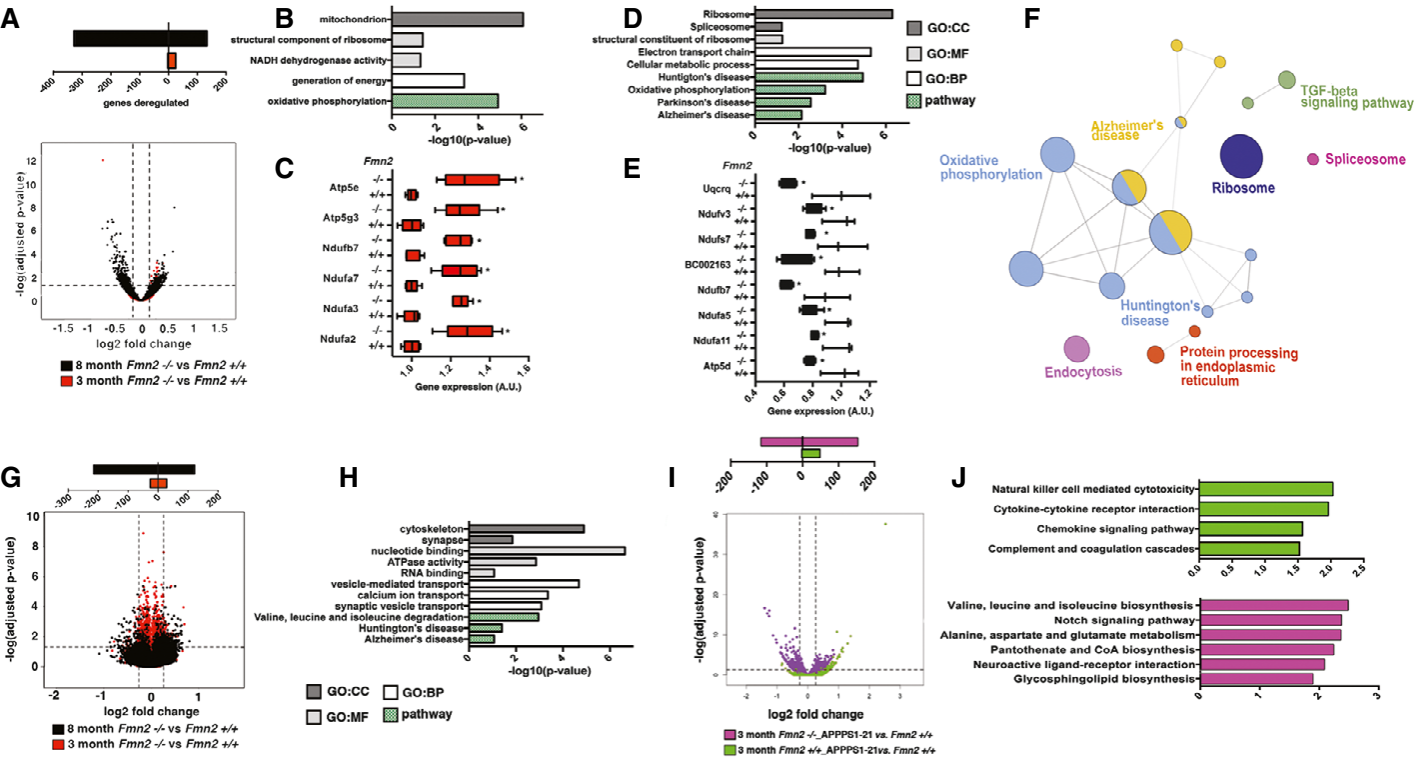
Memory decline in 8‐month‐old *Fmn2* ^−/−^ mice correlates with deregulated transcriptome plasticity Volcano plot showing genes differentially expressed in the dentate gyrus of either 3 (red)‐ or 8‐month (black)‐old *Fmn2* ^−/−^ mice compared to corresponding wild‐type control group (FDR < 0.05, log2 fold change < ± 0.25). The upper panel depicts the number of altered genes.Top GO domains and pathways affected in 3‐month‐old *Fmn2* ^−/−^ mice when compared to wild‐type control animals.Expression of selected genes affecting the oxidative phosphorylation pathway that are increased in 3‐month‐old *Fmn2* ^−/−^ mice (*P <* *0.05; *t*‐test, *n* = 5/group).Top GO domains and pathways deregulated in 8‐month‐old *Fmn2* ^−/−^ mice when compared to an age‐matched control animals.Expression of selected genes of the oxidative phosphorylation pathway that were decreased in 8‐month‐old *Fmn2* ^−/−^ mice (*P <* *0.05; *t*‐test, *n* = 3–5/group).Cytoscape‐generated network of genes deregulated in 8‐month‐old *Fmn2* ^−/−^ mice.Volcano plot showing differential exon usage in the dentate gyrus of either 3 (red)‐ or 8‐month (black)‐old *Fmn2* ^−/−^ mice when compared to the corresponding wild‐type control group (FDR < 0.05, log2 fold change < ± 0.2). The upper panel depicts the number of altered genes.Selected GO domains and pathways affected by differential exons usage in 8‐month‐old *Fmn2* ^−/−^ mice when compared to a wild‐type control group.Volcano plot showing genes differentially expressed in 3‐month‐old APPPS1‐21 mice compared to a wild‐type control group (green) and APPPS1‐21_*Fmn2* ^−/−^ mice compared to wild‐type control mice (purple; FDR < 0.05, log2 fold change < ± 0.5). The upper panel depicts the number of altered genes.Functional pathways affected when comparing APPPS1‐21 (green bars) or APPPS1‐21_*Fmn2* ^−/−^ mice (purple bars) to wild‐type mice.Data information: Error bars indicate SEM. GO:CC, gene‐ontology domain “cellular compartment”; GO:MF, gene‐ontology domain “molecular function”; GO:BP, gene‐ontology domain “biological process”; pathway, “KEGG pathways”.

In sum, these findings show that loss of FMN2 in young mice leaves the hippocampal transcriptome rather unaffected. However, chronically reduced FMN2 levels accelerate deregulation of hippocampal transcriptome plasticity in response to aging or amyloid deposition.

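The loss of Fmn2 was compared within amyloid-depositing mice (129 differentially expressed genes, minimum log2 fold change 0.5) and within 3-month-old mice without the transgene (5 genes, minimum 0.25). Without a minimum these numbers were 261 and 5. The comparison in the cross had 7 and 9 mice and the other 5 and 5. Fmn2, Catspere1 and Catspere2 were differentially expressed in both, in opposite directions as labelled (Fmn2 2.15 in the cross against -2.06, Catspere1 -3.54 against 8.30 and Catspere2 -2.15 against 2.12). The 2 comparisons come from different experiments, and whether the effect of Fmn2 differs with amyloid was not tested.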

Since our data indicate that FMN2 is a synaptic protein, we hypothesize that chronically low levels of FMN2 will eventually affect pathways linked to synapse‐to‐nucleus signaling (Jordan & Kreutz, 2009). FMN2 has been implicated with the regulation of actin dynamics, and it is interesting to note that changes in actin polymerization were found to signal to the nucleus and thereby induce gene expression changes (Olson & Nordheim, 2010). In line with this, we observed that hippocampal actin dynamics were altered in *Fmn2* ^−/−^ mice (Fig EV3A). When we analyzed the promoter regions of genes deregulated in 8‐month‐old *Fmn2* ^−/−^ mice for the presence of any consensus sequences, we observed a significant enrichment for the motifs “CCCGCCCC” and “CCGGAAGC” which represents the ETS family of transcription factors (e.g., ELK) and the transcription factor specificity protein 1 (SP1), respectively (Fig EV3B). This is interesting, since SP1 and ELK have been linked to memory function and Alzheimer's disease (Sananbenesi *et al*, 2002; Sung *et al*, 2013; Szatmari *et al*, 2013; Citron *et al*, 2015; Wei *et al*, 2016) and are—amongst other kinases—activated via ERK1/2 (Bonello & Khachigian, 2004; Salim *et al*, 2007; Besnard *et al*, 2011; Kim *et al*, 2012). ERK1/2 is highly expressed in the mossy fiber pathway (Hu *et al*, 2004; Provenzano *et al*, 2014); has been linked to memory function, fear extinction, and Alzheimer's disease (Sweatt, 2004; Fischer *et al*, 2007; Kim & Choi, 2015); interacts with the actin cytoskeleton; and translocates to the nucleus upon stimulation (Wang & Hatton, 2007; Berti & Seger, 2017). It is thus tempting to hypothesize that chronically reduced FMN2 levels cause subtle change to the actin cytoskeleton that will eventually alter ERK1/2‐SP1/ELK signaling leading to aberrant gene expression. In line with this hypothesis, we observed that FMN2 and ERK1/2 interact and colocalize at the mossy fiber synapse (Fig EV3C–F) and that levels of active ERK1/2, SP1, and ELK1 are reduced in 8‐month‐old *Fmn2* ^−/−^ mice (Fig EV3D). Although these data suggest one possible link between loss of FMN2 function and aberrant gene expression (Fig EV3G), certainly also other processes contribute to this phenotype. Irrespective of the multifactorial processes that link decreased FMN2 levels to aberrant gene expression, it is interesting to note that drugs aiming to state physiological gene expression such as inhibitors of histone‐deacetylases (HDAC) were shown to improve learning behavior in mouse models for age‐associated memory decline and amyloid deposition (Guan *et al*, 2009; Kilgore *et al*, 2010; Peleg *et al*, 2010; Govindarajan *et al*, 2011; Benito *et al*, 2015). Therefore, we wondered if HDAC inhibitors may also help to improve memory function in 8‐month‐old *Fmn2* ^−/−^ mice and in 3‐month‐old *Fmn2* ^−/−^_APPPS‐21 mice.

**Figure EV3:**
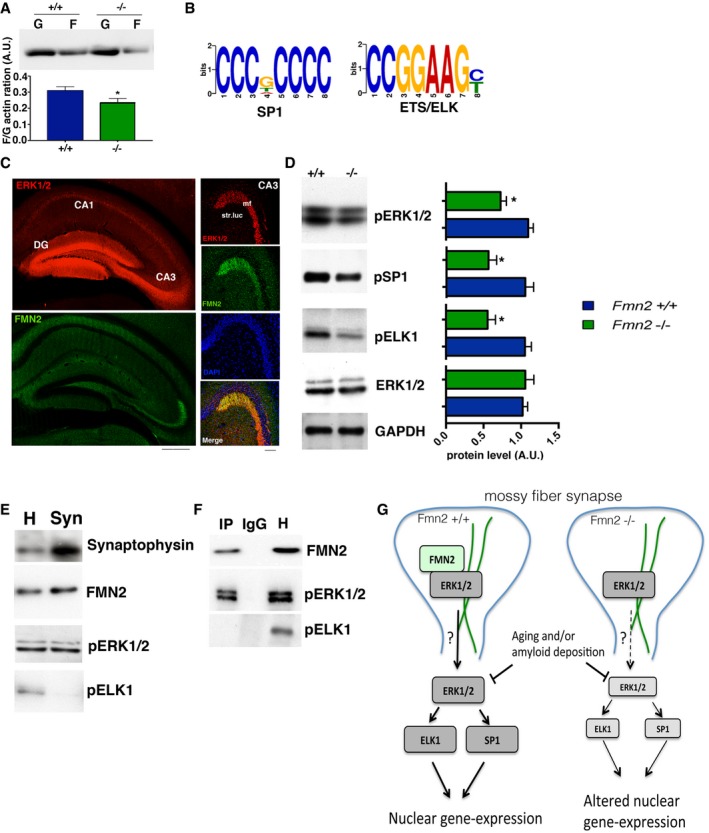
FMN2 affects actin dynamics and ERK1/2‐linked gene expression programs FMN2 has been implicated with the regulation of actin dynamics and the actin cytoskeleton is essential for pre‐synaptic plasticity and synaptic vesicle dynamics (Hatada *et al*, 2000; Owe *et al*, 2009). As such, we hypothesized that alterations to actin‐related processes may contribute to the observed phenotypes. The levels of G and Factin were measured in the dentate gyrus isolated from *Fmn2* ^+/+^ *and Fmn2* ^−/−^ mice (*n* = 4) using the “F‐Actin/G‐actin In Vivo Assay” from Cytoskeleton, INC. The upper panel shows a representative image of the Western blot performed with the anti‐actin antibody provided with the kit. The lower panel shows the quantification of the F/G ratio. There was a significant reduction in F/G‐actin ratio in *Fmn2* ^−/−^ mice (*P =* *0.0268, *t*‐test).We analyzed the genes deregulated in 8‐month‐old *Fmn2* ^−/−^ mice for consensus motifs and target transcription factors at promoters of candidate genes using MEME‐ChIP platform (Bailey *et al*, 2009; Machanick & Bailey, 2011) with default parameters. Targets with *E*‐value above 0.05 were considered significant. Promoter regions were defined as ± 2 kb from TSS. We observed a significant enrichment of two motifs; “CCCGCCCC” which is a motif common for SP transcription factor binding sites and “CCGGAAGC” which is a target of ETS/ELK family of transcription factors.Representative images showing co‐localization of ERK1/2 and FMN2 within the hippocampal mossy fiber pathway. Scale bars: 500 μm for low magnification images and 100 μm for high magnification images. mf, mossy fiber; str. luc, stratum lucidum.Immunoblot analysis showing decreased levels of active ERK1/2, SP1, and ELK1 that was measured using phospho‐specific antibodies in the hippocampal dentate gyrus. Right panel shows quantification (*n* = 5/group; *P < 0.05; *t*‐test).Immunoblot analysis of hippocampal synaptosomes (Syn) compared to cell homogenate (H), showing that FMN2 and pERK1/2 are present in the pre‐synaptic compartment, while pELK1 is absent. Synaptophysin was used to confirm enrichment of synaptosomes (*n* = 3).Lysates from hippocampal synaptosomes were used for immunoprecipitation using an antibody detecting pERK1/2 (IP). IgG and homogenate (H) were used as negative and positive controls (*n* = 3). FMN2 and pERK1/2 but not pELK1 were detected in pERK1/2 immunoprecipitates (IP). These data indicate that FMN2 and pERK1/2 interact at synapses. As expected from our findings showing that pELK1 is not detected at synapses, we could not detect interaction of synaptic pERK1/2 and pELK1.A model suggesting how synaptic FMN2 may impact on gene expression. FMN2 and ERK1/2 interact at mossy fiber synapses (green lines indicate actin cytoskeleton). By mechanisms that remain to be determined FMN2 contributes to the activation of ERK1/2 that subsequently activates ELK and SP1 transcription factors which translocate to the nucleus and initiate gene expression. Of course we cannot exclude that FMN2 also affects gene expression by other mechanisms. In the absence of FMN2 (as in *Fmn2* ^−/−^ mice), the described pathway is less efficient which eventually contributes to altered gene expression. The fact that reduced ERK1/2 signaling is observed in the aging brain and in APP mice may explain why loss of FMN2 accelerates age‐associated changes in gene expression.Data information: Error bars indicate SEM.

### Vorinostat rescues memory impairment in aged *Fmn2* ^−/−^ and *Fmn2* ^−/−^_APP mice

Vorinostat (SAHA) is an FDA‐approved HDAC inhibitor with beneficial effect on memory function (Kilgore *et al*, 2010; Benito *et al*, 2015). Thus, we decided to test its effect in aged *Fmn2* ^−/−^ mice and in *Fmn2* ^−/−^_APPPS1‐21 mice. First, we treated 7‐month‐old *Fmn2* ^−/−^ mice orally with Vorinostat (50 mg/kg) or placebo for 4 weeks. Explorative behavior measured in the open‐field test was similar amongst groups (Fig 6A). Basal anxiety analyzed by comparing the center activity in the open field (Fig 6B) and by subjecting animals to the elevated plus maze test was also similar amongst groups (Fig 6C). Next we analyzed hippocampus‐dependent associative memory in the contextual fear conditioning paradigm. Freezing behavior during the memory test was significantly increased in Vorinostat‐treated *Fmn2* ^−/−^ mice (Fig 6D). We also analyzed hippocampus‐dependent spatial learning in the water maze paradigm. When compared to the placebo group, *Fmn2* ^−/−^ mice treated with Vorinostat showed a significantly improved escape latency, indicative of improved spatial memory formation (Fig 6E). Swim speed was similar amongst groups (Fig 6E). During the probe test, only Vorinostat‐treated *Fmn2* ^−/−^ mice showed a significant preference for the target quadrant (Fig 6F). We also tested the expression of selected genes linked to oxidative phosphorylation that were down‐regulated in the DG of 8‐month‐old *Fmn2* ^−/−^ mice when compared to wild‐type control littermates (see Fig 5). All selected genes were increased in the Vorinostat group when compared to placebo‐treated *Fmn2* ^−/−^ mice (Fig 6G). HDAC inhibitors can affect gene expression by changing histone‐acetylation. Reduced acetylation of histone 4 lysine 12 (H4K12ac) has been previously linked to age‐associated memory decline (Guan *et al*, 2009; Peleg *et al*, 2010; Benito *et al*, 2015). In line with the gene expression data, we observed reduced H4K12ac in aged *Fmn2* ^−/−^ mice, which was, however, increased in mice treated with Vorinostat (Fig EV4). To further substantiate these findings, we performed a similar experiment in *Fmn2* ^−/−^_APPPS1‐21 mice. Two‐month‐old *Fmn2* ^−/−^_APPPS1‐21 mice were treated orally with either Vorinostat or placebo. Placebo‐treated APP mice served as an additional control. Behavior in the open‐field and elevated plus maze test did not differ amongst groups. However, similar to the findings in aged *Fmn2* ^−/−^ mice, we observed that Vorinostat treatment was able to ameliorate memory deficits, H4K12ac and gene expression in *Fmn2* ^−/−^_APPPS1‐21 (Figs EV4 and EV5).

**Figure 6:**
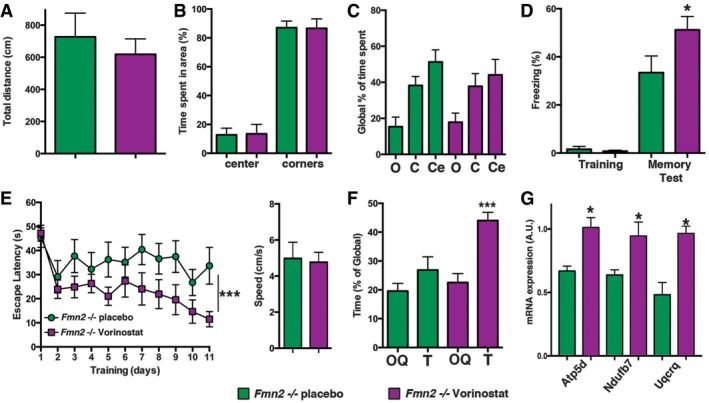
Cognitive decline in 8‐month‐old *Fmn2* ^−/−^ mice is rescued by the HDAC inhibitor Vorinostat The total distance traveled during a 5‐min open‐field exposure was similar amongst groups (*Fmn2* ^−/−^ placebo, *n* = 9; *Fmn2* ^−/−^ Vorinostat, *n* = 12).The time spent in the center and the corners during a 5‐min open‐field exposure was similar amongst groups (*Fmn2* ^−/−^ placebo, *n* = 9; *Fmn2* ^−/−^ Vorinostat, *n* = 12).The time spent in the open (o) and closed arms (c) or the center region (Ce) of an elevated plus maze was similar amongst groups (*Fmn2* ^−/−^ placebo, *n* = 7; *Fmn2* ^−/−^ Vorinostat, *n* = 10).Freezing behavior during the memory test was significantly increased in the *Fmn2* ^−/−^ Vorinostat group when compared to the placebo group (*P =* *0.04, *t*‐test; *Fmn2* ^−/−^ placebo, *n* = 8; *Fmn2* ^−/−^ Vorinostat, *n* = 9).Left panel: The escape latency in the water maze test was significantly improved in the *Fmn2* ^−/−^ Vorinostat group when compared to the placebo group (***P <* *0.0001, *F* = 4.86; two‐way RM ANOVA, *n* = 10/group). Right panel: Swim speed was not altered amongst groups.Mice of the *Fmn2* ^−/−^ Vorinostat group spent significantly more time in the target quadrant (T) compared to the other quadrants (OQ). Please note the values for OQ are presented as average of all three other quadrants (***P <* *0.0001; *post hoc* analysis, *n* = 10/group).Expression of selected genes that were down‐regulated in 8‐month‐old *Fmn2* ^−/−^ mice was significantly increased in the dentate gyrus from mice of the *Fmn2* ^−/−^ Vorinostat group when compared to placebo (*P < 0.05; *t*‐test, *n* = 4/group).Data information: Error bars indicate SEM.

**Figure EV4:**
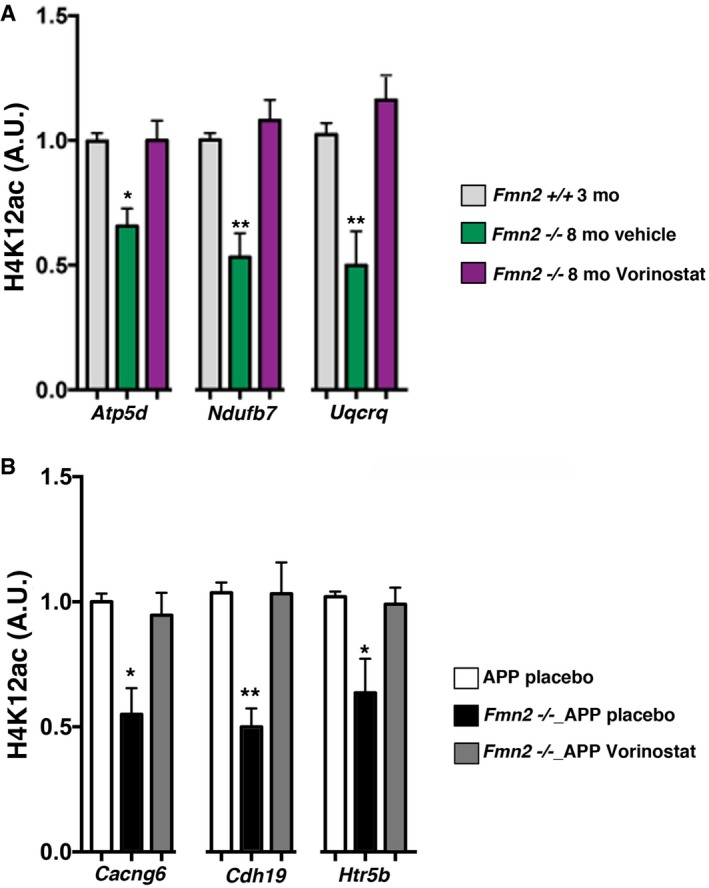
Impaired H4K12ac in aged *Fmn2* ^−/−^ and *Fmn2* ^−/−^_APP mice is rescued by Vorinostat treatment Quantification of ChIP‐qPCR analysis showing H4K12ac at the promoter regions of three selected genes that showed decreased expression in 8‐month‐old *Fmn2* ^−/−^ mice (compared to wild‐type mice) and were increased after Vorinostat treatment. In line with the gene expression data, we observed decreased H4K12ac in 8‐month‐old *Fmn2* ^−/−^ mice when compared *Fmn2* ^+/+^ animals (one‐way ANOVA revealed a significant group difference for *Atp5d*,* P *=* *0.003; *Ndufb7*,* P *=* *0.005, and *Uqcrq, P *=* *0.001). *Post hoc* comparison revealed a significant difference when comparing H4K12ac levels in the placebo‐treated *Fmn2* ^−/−^ versus *Fmn2* ^−/−^ Vorinostat‐treated or wild‐type mice for all three genes (*P <* *0.05; **P <* *0.01; *n* = 5/group).Quantification of ChIP analysis showing H4K12ac at the promoter regions of three selected genes that showed decreased expression in 3‐month‐old *Fmn2* ^−/−^_APP mice (compared to 3‐month‐old APP mice) and were increased after Vorinostat treatment. One‐way ANOVA revealed a significant group difference for *Cacng6*,* P *=* *0.004; *Cdh19*,* P *=* *0.004, and *Htr5b, P *=* *0.017. *Post hoc* comparison revealed a significant difference when comparing H4K12ac levels in the placebo‐treated APP versus *Fmn2* ^−/−^_APP mice and placebo versus Vorinostat‐treated *Fmn*2^−/−^_APP mice for all three genes (*P <* *0.05; **P <* *0.01; *n* = 5/group).Data information: Error bars indicate SEM.

**Figure EV5:**
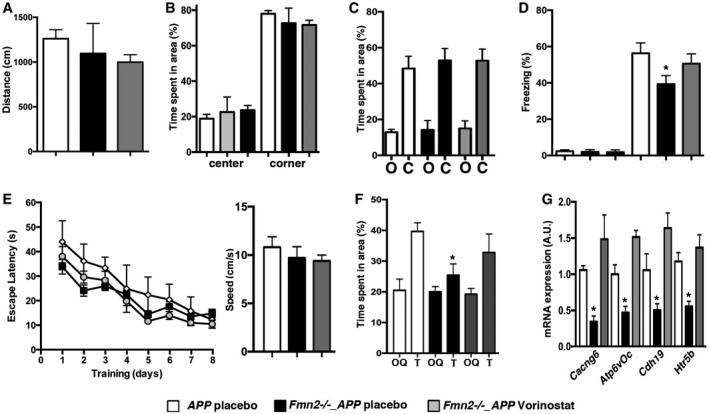
Cognitive decline in 3‐month‐old *Fmn2* ^−/−^_APPPS1‐21 mice is rescued by the HDAC inhibitor Vorinostat The total distance traveled during a 5‐min open‐field exposure was similar amongst groups (*n* = 7/group).The time spent in the center or the corners during a 5‐min open‐field exposure was similar amongst groups (*n* = 7/group).The time spent in the open arms (o) and the closed arms (c) of an elevated plus maze was similar amongst groups (*n* = 9/group).One‐way ANOVA revealed a significant difference in freezing behavior during the memory test (*n* = 12/group; *F *=* *8.975, *P *=* *0.0006). *Post hoc* analysis revealed increased freezing behavior when comparing the *Fmn2* ^−/−^ *_*APP Vorinostat to the *Fmn2* ^−/−^_APP placebo group (*P =* *0.139).Left panel: The escape latency in the water maze test was similar amongst groups (*n* = 12/group). Right panel: Swim speed was not altered amongst groups.Mice of the *Fmn2* ^−/−^_APP Vorinostat group spent significantly more time in the target quadrant (T) compared to the other quadrants (OQ). Please note that the values for OQ are presented as average of all three other quadrants (*P <* *0.03, *post hoc* analysis, *n* = 12/group).The expression of selected genes affected in *Fmn2* ^−/−^_APP mice was increased when comparing the Vorinostat group to the placebo group (*P <* *0.05; *t*‐test, *n* = 4/group).Data information: Error bars indicate SEM.

## Discussion

Our study was inspired by the observation that young individuals suffering from psychiatric diseases such as PTSD have an increased risk to develop AD as they age (Yaffe *et al*, 2010; Burri *et al*, 2013; Weiner *et al*, 2013). We reasoned that one possible way to begin elucidating this phenomenon would be to select genes that have been implicated with age‐associative memory decline and to test whether these genes may also play a role in the development of PTSD‐like phenotypes, which we analyzed in mice via fear extinction as a commonly used and robust paradigm. Nevertheless, we like to reiterate that results from animal models of neuropsychiatric diseases have to be interpreted with care, and while impaired fear extinction in rodents may point to the mechanisms that underlie increased susceptibility for PTSD, it does not fully recapitulate the phenotypes observed in PTSD patients. We observed that deficits in fear extinction precede memory decline in *Fmn2* ^−/−^ mice, and moreover, *Fmn2* expression was decreased in PTSD and AD patients and decided to follow up on this novel observation. We found that *Fmn2* is highly expressed in neurons of the mouse and human hippocampus and is especially enriched in the hippocampal mossy fiber pathway, where it is localized to pre‐synaptic terminals. These data are in line with previous *in situ* hybridization findings showing that in the adult mouse brain *Fmn2* expression is highest in the hippocampal dentate gyrus (Schumacher *et al*, 2004). Nevertheless, it is likely that posttranslational mechanisms contribute to the enrichment of FMN2 at the mossy fibers. Interestingly, loss of *Fmn2* had no effect on LTP or LTD at the mossy fiber‐CA3 synapse. Taking into account that LTP and LTD have been considered as molecular correlates of memory consolidation, these data are in agreement with the fact that young *Fmn2* mutant mice have no deficit in the consolidation of new memories. However, depotentiation was impaired in *Fmn2* ^−/−^ mice. It is tempting to link this observation to the behavioral phenotypes. Hence, at the synaptic and the behavioral level, mice that lack *Fmn2* at a young age are able to induce plasticity‐related processes that are essential for information storage, but are impaired in modifying this information subsequently. These data are in line with previous studies, suggesting that depotentiation in the amygdala is required for fear extinction (Hong *et al*, 2009; Kim *et al*, 2009). The precise mechanisms by which loss of FMN2 affects depotentiation remain to be investigated. However, depotentiation has been linked to altered actin dynamics which in turn affects multiple synaptic processes such as vesicle trafficking (Galvez *et al*, 2016). We suggest that future research should test if such processes play a role in FMN2‐mediated fear extinction. However, impaired depotentiation is certainly not the only process responsible for impaired fear extinction in *Fmn2* ^−/−^ mice.

A key observation of our study is that chronically reduced levels of *Fmn2* accelerate age‐associative memory decline. The fact that in young *Fmn2* ^−/−^ mice the formation of hippocampus‐dependent memories is not affected suggests that memory decline observed during aging is most likely an indirect consequence of the molecular changes triggered by chronically reduced FMN2 function. We hypothesize that such changes eventually lead to altered gene expression contributing to memory impairment. Indeed, we observed neglectable changes in hippocampal gene expression in 3‐month‐old *Fmn2* ^−/−^ mice, while loss of *Fmn2* dramatically increases the number of deregulated genes during aging or in response to amyloid pathology. These data support our idea that AD risk factors synergistically drive aberrant gene expression and thereby eventually contribute to dementia (Fig 7). Importantly, neither amyloid deposition nor FMN2 are likely to affect gene expression directly. While the precise mechanisms that couple FMN2‐mediated defects in hippocampal function to deregulation of gene expression are likely multifactorial, it is interesting to note that stimuli which promote rearrangement of the actin cytoskeleton were found to induce gene expression changes (Olson & Nordheim, 2010). In line with this, we observe that loss of FMN2 affects actin dynamics which confirms previous data from other cellular systems (Pfender *et al*, 2011; Schuh, 2011; Montaville *et al*, 2016; Sahasrabudhe *et al*, 2016) and is in agreement with the fact that blocking actin dynamics in the hippocampus impairs fear extinction (Fischer *et al*, 2004). Alteration of actin dynamics has been associated with ERK1/2‐mediated changes in gene expression (Wang & Hatton, 2007; Berti & Seger, 2017). Indeed, we found reduced ERK1/2 activity in *Fmn2* ^−/−^ mice. The finding that ERK1/2 activates the transcription factors ELK1 and SP1 is in line with our data showing that binding sites for these factors are enriched amongst the genes deregulated in aged *Fmn2* ^−/−^ mice (Fig EV3G). However, there are other processes linking synaptic plasticity to gene expression (Jordan & Kreutz, 2009) that likely also contribute to a loss of transcriptional homeostasis. The view that disturbed transcriptome plasticity causatively contributes to memory loss is supported by our observation that the HDAC inhibitor Vorinostat reinstates hippocampal memory formation in aged *Fmn2* ^−/−^ mice and also in APPPS1‐21 mice that lack *Fmn2*.

**Figure 7:**
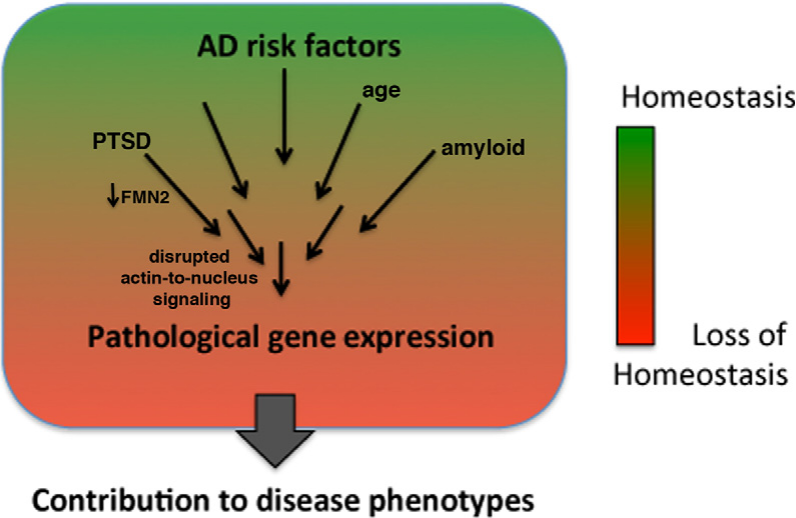
AD risk factors cause loss of gene expression control Our central hypothesis is that the various AD risk factors eventually lead to aberrant gene expression and loss of transcriptional control. This is based on the assumption that proper gene expression is a core feature of cellular homeostasis and that changes occurring at various compartments of the cell (e.g., at the synapse) will eventually signal to the nucleus and cause gene expression changes. In the case of FMN2, we provide, for example, evidence that chronically low levels of FMN2 disturb synaptic actin dynamics and thereby affect ERK1/2‐dependent gene expression programs. Thus, even if an AD risk factor may play no direct role in gene expression, it may eventually contribute to a loss of transcriptional plasticity. We therefore suggest that targeting pathological gene expression could be a suitable therapeutic approach, especially for multifactorial diseases such as AD, where it is nearly impossible to determine all of the genetic and environmental factors that eventually contribute to clinical phenotypes.

In conclusion, our data provide insight to the molecular mechanisms by which neuropsychiatric diseases at a young age lead to an increased risk for dementia when individuals age. We suggest that our experimental approach should be applied to additional genes and environmental factors implicated with PTSD or other neuropsychiatric diseases. Our data also provide a more general insight of how the various AD risk factors (in our case, FMN2‐mediated PTSD‐like phenotypes, amyloid deposition, and aging) contribute to dementia. Targeting transcriptome plasticity would thus be a very suitable therapeutic approach that is independent of the precise knowledge to the upstream pathological events (Fig 7). In line with this, we show that the HDAC inhibitor Vorinostat reinstates hippocampal memory formation in aged *Fmn2* ^−/−^ mice and also in APPPS1‐21 mice that lack *Fmn2*. Of course, we cannot exclude that the memory enhancing effect of Vorinostat also involves processes not directly related to gene expression. It is, however, interesting to note that HDAC inhibitors are also discussed as a novel therapeutic avenue to treat PTSD (Whittle & Singewald, 2014). In fact, Vorinostat not only improves memory function, but also facilitates extinction of fear memories (Whittle *et al*, 2013), a finding we could confirm in our paradigm (see Appendix Fig S3). Our data therefore indicate that it might be possible to develop therapeutic strategies for PTSD patients that at the same time lower the risk to develop Alzheimer's disease, a line of research that should also be taken into consideration for other neuropsychiatric diseases.

## Materials and Methods

For detailed description of methods, see the Appendix Supplementary Methods.

### Animals and human tissue

Male mice were housed under standard conditions with free access to food and water. All experiments were carried out in accordance with the animal protection law and were approved by the District Government of Germany. *Fmn2* ^−/−^ and APPPS‐21 mice have been described before (Leader *et al*, 2002; Radde *et al*, 2006). Three‐, 12‐, and 16‐month‐old wild‐type mice were obtained from Janvier Labs. Post‐mortem hippocampal tissue from AD patients and controls was obtained with ethical approval from the Alzheimer's disease Research Center Brain bank at Massachusetts General Hospital, Boson, MA, and from Brigham & Women's Hospital Autopsy Service, Boston, MA, USA. Samples were matched for age and post‐mortem delay. AD patients Braak and Braak stage were 3–5. EDTA blood samples from PTSD patients and controls were from the Ramstein cohort described previously (Zieker *et al*, 2007). These individuals were exposed to the trauma of the air show catastrophe in Ramstein, Germany, 1988. We employed nine age‐ and gender‐matched controls (46.38 ± 4.363 years of age) and seven PTSD patients (52.29 ± 5.515 years of age). Patients were diagnosed according to DSM IV (SKID‐I; Wittchen *et al*, 1997). Symptom severity was measured using the German versions of the clinician‐administered PTSD scale [CAPS] (Schnyder & Moergeli, 2002; mean = 40.0, SD = 22.9; > 40 moderate PTSD), the Posttraumatic Stress Diagnostic Scale [PDS] (Foa *et al*, 1993; mean = 18.8, SD = 11.1; > 20 moderate to severe PTSD), the 22‐item Impact of Event Scale Revised [IES‐R] (Horowitz *et al*, 1979; mean = 48.0, SD = 18.7), and the Questionnaire on Dissociative Symptoms [FDS] (Freyberger *et al*, 1999; mean = 9.8, SD = 8.5; > 8.4 dissociative symptoms). To characterize possible comorbidity with a depressive disorder, the German version of the Beck Depression Inventory [BDI] (Hautzinger, 1991) was performed (mean = 14.3, SD = 9.1; > 18 relevant depression). None of the patients had been taking psychoactive drugs on a regular basis 3 months prior to the study. All experiments were approved by the local ethical committees, and tissue/blood samples were obtained upon informed consent.

### Behavior analysis

Mice were subjected to a series of behavioral tests as described before (Kerimoglu *et al*, 2013).

### Cannulation and siRNA injection

Intra‐hippocampal injections were performed as described previously (Bahari‐Javan *et al*, 2012).

### Statistical analysis

Unless specifically mentioned otherwise, data were analyzed by unpaired Student's *t*‐test, two tailed *t*‐test, Bonferroni test for multiple comparisons, or one and two‐way and ANOVA (analysis of variance) when appropriate. Errors are displayed as standard error of mean (SEM). Unless otherwise stated, analysis was performed using GraphPad Prism.

### Gene expression

Analysis of RNA‐sequencing has been described before (Stilling *et al*, 2014a). Data have been deposited to GEO database: GSE100070.

## Author contributions

RCA‐B performed most of the experiments; PP, NR, and CM performed electrophysiological measurements; CK, EB, GJ, and SB performed gene expression analysis; MG and SB‐J helped with behavioral experiments related to siRNA injections; ID provided post‐mortem human brain tissue; AJ, AS, and PF provided blood samples from PTSD patients; PAZ, JCP, and EBB performed experiments in human neuronal progenitor cells; AF and FS designed and coordinated the experiments and wrote the manuscript. MD generated FMN2‐EGFP mice.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Review Process File Click here for additional data file.

## References

[embj201796821-bib-0001] Almuqbil M , Hamdan FF , Mathonnet G , Rosenblatt B , Srour M (2013) *De novo* deletion of FMN2 in a girl with mild non‐syndromic intellectual disability. Eur J Med Genet 56: 686–688 2416149410.1016/j.ejmg.2013.10.003

[embj201796821-bib-0002] Bahari‐Javan S , Maddalena A , Kerimoglu C , Wittnam J , Held T , Bähr M , Burkhardt S , Delalle I , Kügler S , Fischer A , Sananbenesi F (2012) HDAC1 regulates fear extinction in mice. J Neurosci 32: 5062–5073 2249655210.1523/JNEUROSCI.0079-12.2012PMC6622110

[embj201796821-bib-0003] Bailey TL , Boden M , Buske FA , Frith M , Grant CE , Clementi L , Ren J , Li WW , Noble WS (2009) MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res 37: W202–W208 1945815810.1093/nar/gkp335PMC2703892

[embj201796821-bib-0004] Bateman RJXC , Benzinger TL , Fagan AM , Goate A , Fox NC , Marcus DS , Cairns NJ , Xie X , Blazey TM , Holtzman DM , Santacruz A , Buckles V , Oliver A , Moulder K , Aisen PS , Ghetti B , Klunk WE , McDade E , Martins RN , Masters CL *et al* (2012) Clinical and biomarker changes in dominantly inherited Alzheimer's disease. N Engl J Med 367: 795–804 2278403610.1056/NEJMoa1202753PMC3474597

[embj201796821-bib-0005] Benito E , Urbanke E , Barth J , Halder R , Capece V , Jain G , Burkhardt S , Navarro M , Schutz AL , Bonn S , Fischer A (2015) Reinstating transcriptome plasticity and memory function in mouse models for cognitive decline. J Clin Invest 125: 3572–3584 2628057610.1172/JCI79942PMC4588238

[embj201796821-bib-0007] Berti DA , Seger R (2017) The nuclear translocation of ERK. Methods Mol Biol 1487: 175–194 2792456710.1007/978-1-4939-6424-6_13

[embj201796821-bib-0008] Besnard A , Galan‐Rodriguez B , Vanhoutte P , Caboche J (2011) Elk‐1 a transcription factor with multiple facets in the brain. Front Neurosci 5: 35 2144199010.3389/fnins.2011.00035PMC3060702

[embj201796821-bib-0009] Bonello MR , Khachigian LM (2004) Fibroblast growth factor‐2 represses platelet‐derived growth factor receptor‐alpha (PDGFR‐alpha) transcription via ERK1/2‐dependent Sp1 phosphorylation and an atypical cis‐acting element in the proximal PDGFR‐alpha promoter. J Biol Chem 279: 2377–2382 1459311510.1074/jbc.M308254200

[embj201796821-bib-0010] Burri A , Maercker A , Krammer S , Simmen‐Janevska K (2013) Childhood trauma and PTSD symptoms increase the risk of cognitive impairment in a sample of former indentured child laborers in old age. PLoS ONE 8: e57826 2346907610.1371/journal.pone.0057826PMC3582641

[embj201796821-bib-0011] Ciobanu LG , Sachdev PS , Trollor JN , Reppermund S , Thalamuthu A , Mather KA , Cohen‐Woods S , Baune BT (2016) Differential gene expression in brain and peripheral tissues in depression across the life span: a review of replicated findings. Neurosci Biobehav Rev 71: 281–293 2756551710.1016/j.neubiorev.2016.08.018

[embj201796821-bib-0012] Citron BA , Saykally JN , Cao C , Dennis JS , Runfeldt M , Arendash GW (2015) Transcription factor Sp1 inhibition, memory, and cytokines in a mouse model of Alzheimer's disease. Am J Neurodegener Dis 4: 40–48 26807343PMC4700125

[embj201796821-bib-0013] Crochemore C , Lu J , Wu Y , Liposits Z , Sousa N , Holsboer F , Almeida OF (2005) Direct targeting of hippocampal neurons for apoptosis by glucocorticoids is reversible by mineralocorticoid receptor activation. Mol Psychiatry 10: 790–798 1594030310.1038/sj.mp.4001679

[embj201796821-bib-0014] Du X , Pang TY (2015) Is dysregulation of the HPA‐axis a core pathophysiology mediating co‐morbid depression in neurodegenerative diseases? Front Psychiatry 6: 32 2580600510.3389/fpsyt.2015.00032PMC4353372

[embj201796821-bib-0015] Feng Y , Kumar P , Wang J , Bhatt AJ (2015) Dexamethasone but not the equivalent doses of hydrocortisone induces neurotoxicity in neonatal rat brain. Pediatr Res 77: 618–624 2566505610.1038/pr.2015.19

[embj201796821-bib-0016] Fischer A , Sananbenesi F , Schrick C , Spiess J , Radulovic J (2004) Distinct roles of hippocampal *de novo* protein synthesis and actin rearrangement in extinction of contextual fear. J Neurosci 24: 1962–1966 1498543810.1523/JNEUROSCI.5112-03.2004PMC6730386

[embj201796821-bib-0017] Fischer A , Radulovic M , Schrick C , Sananbenesi F , Godovac‐Zimmermann J , Radulovic J (2007) Hippocampal Mek/Erk signaling mediates extinction of contextual freezing behavior. Neurobiol Learn Mem 87: 149–158 1697991510.1016/j.nlm.2006.08.003PMC1839930

[embj201796821-bib-0018] Fischer A , Tsai LH (2008) Counteracting molecular pathways regulating the reduction of fear: implications for the treatment of anxiety diseases In Post traumatic stress disorders basic science and clinical disorder, ShiromaniPJ, KeaneTM, LeDouxandJE (eds), pp 79–104. New York: Humana Press

[embj201796821-bib-0019] Fischer A (2014) Epigenetic memory: the Lamarckian brain. EMBO J 33: 945–967 2471920710.1002/embj.201387637PMC4193930

[embj201796821-bib-0020] Foa EB , Riggs DS , Dancu CV , Rothbaum BO (1993) Reliability and validity of a brief instrument for assessing post‐traumatic stress disorder. J Trauma Stress 6: 459–473

[embj201796821-bib-0021] Freyberger HJ , Spitzer C , Stieglitz RD (1999) Frageboden zu dissoziativen Symptomen (FDS). Huber Bern9677826

[embj201796821-bib-0022] Galvez B , Gross N , Sumikawa K (2016) Activation of α7 nicotinic acetylcholine receptors protects potentiated synapses from depotentiation during theta pattern stimulation in the hippocampal CA1 region of rats. Neuropharmacology 1: 378–387 10.1016/j.neuropharm.2016.02.008PMC487341826867505

[embj201796821-bib-0023] Goswami S , Rodríguez‐Sierra O , Cascardi M , Paré D (2013) Animal models of post‐traumatic stress disorder: face validity. Front Neurosci 7: 89 2375497310.3389/fnins.2013.00089PMC3668155

[embj201796821-bib-0024] Govindarajan N , Agis‐Balboa C , Walter J , Sananbenesi F , Fischer A (2011) Sodium butyrate improves memory function in an Alzheimer's disease mouse model when administered at an advanced stage of disease progression. J Alzheimer's Dis 26: 187–197 2159357010.3233/JAD-2011-110080

[embj201796821-bib-0025] Govindarajan N , Rao P , Burkhardt S , Sananbenesi F , Schlüter OM , Bradke F , Lu J , Fischer A (2013) Reducing HDAC6 ameliorates cognitive deficits in a mouse model for Alzheimer's disease. EMBO Mol Med 5: 52–63 2318460510.1002/emmm.201201923PMC3569653

[embj201796821-bib-0026] Guan JS , Haggarty SJ , Giacometti E , Dannenberg JH , Joseph N , Gao J , Nieland TJ , Zhou Y , Wang X , Mazitschek R , Bradner JE , DePinho RA , Jaenisch R , Tsai LH (2009) HDAC2 negatively regulates memory formation and synaptic plasticity. Nature 459: 55–60 1942414910.1038/nature07925PMC3498958

[embj201796821-bib-0027] Hatada Y , Wu F , Sun ZY , Schacher S , Goldberg DJ (2000) Presynaptic morphological changes associated with long‐term synaptic facilitation are triggered by actin polymerization at preexisting varicositis. J Neurosci 20: RC82 1086497610.1523/JNEUROSCI.20-13-j0001.2000PMC6772272

[embj201796821-bib-0028] Hautzinger M (1991) The beck depression inventory in clinical practice. Nervenarzt 62: 689–696 1770969

[embj201796821-bib-0029] Hong I , Song B , Lee S , Kim J , Kim J , Choi S (2009) Extinction of cued fear memory involves a distinct form of depotentiation at cortical input synapses onto the lateral amygdala. Eur J Neurosci 30: 2089–2099 2012884710.1111/j.1460-9568.2009.07004.x

[embj201796821-bib-0030] Horowitz M , Wilner N , Alvarez W (1979) Impact of event scale: a measure of subjective stress. Psychosom Med 41: 209–218 47208610.1097/00006842-197905000-00004

[embj201796821-bib-0031] Hu B , Liu C , Bramlett H , Sick TJ , Alonso OF , Chen S , Dietrich WD (2004) Changes in trkB‐ERK1/2‐CREB/Elk‐1 pathways in hippocampal mossy fiber organization after traumatic brain injury. J Cereb Blood Flow Metab 24: 934–943 1536272410.1097/01.WCB.0000125888.56462.A1

[embj201796821-bib-0032] Jordan BA , Kreutz MR (2009) Nucleocytoplasmic protein shuttling: the direct route in synapse‐to‐nucleus signaling. Trends Neurosci 32: 392–401 1952430710.1016/j.tins.2009.04.001

[embj201796821-bib-0033] Kerimoglu C , Agis‐Balboa RC , Kranz A , Stilling R , Bahari‐Javan S , Benito‐Garagorri E , Halder R , Burkhardt S , Stewart AF , Fischer A (2013) Histone‐methyltransferase mll2 (kmt2b) is required for memory formation in mice. J Neurosci 33: 3452–3464 2342667310.1523/JNEUROSCI.3356-12.2013PMC6619533

[embj201796821-bib-0034] Kilgore M , Miller CA , Fass DM , Hennig KM , Haggarty SJ , Sweatt JD , Rumbaugh G (2010) Inhibitors of class 1 histone deacetylases reverse contextual memory deficits in a mouse model of Alzheimer's disease. Neuropsychopharmacology 35: 870–880 2001055310.1038/npp.2009.197PMC3055373

[embj201796821-bib-0035] Kim J , Lee S , Park K , Hong I , Song B , Son G , Park H , Kim WR , Park E , Choe HK , Kim H , Lee C , Sun W , Kim K , Shin KS , Choi S (2009) Amygdala depotentiation and fear extinction. Proc Natl Acad Sci USA 104: 20955–20960 10.1073/pnas.0710548105PMC240924818165656

[embj201796821-bib-0036] Kim SY , Kang HT , Han JA , Park SC (2012) The transcription factor Sp1 is responsible for aging‐dependent altered nucleocytoplasmic trafficking. Aging Cell 11: 1102–1109 2301340110.1111/acel.12012

[embj201796821-bib-0037] Kim EK , Choi EJ (2015) Compromised MAPK signaling in human diseases: an update. Arch Toxicol 89: 867–882 2569073110.1007/s00204-015-1472-2

[embj201796821-bib-0038] Kim E , Pellman B , Kim JJ (2015) Stress effects on the hippocampus: a critical review. Learn Mem 22: 411–416 2628665110.1101/lm.037291.114PMC4561403

[embj201796821-bib-0039] Lanshakov DA , Sukhareva EV , Kalinina TS , Dygalo NN (2016) Dexamethasone‐induced acute excitotoxic cell death in the developing brain. Neurobiol Dis 91: 1–9 2687355110.1016/j.nbd.2016.02.009

[embj201796821-bib-0040] Lattal KM , Radulovic J , Lukowiak K (2006) Extinction: does it or doesn't it? The requirement of altered gene activity and new protein synthesis. Biol Psychiatry 60: 344–351 1691952310.1016/j.biopsych.2006.05.038PMC2761679

[embj201796821-bib-0041] Law R , Dixon‐Salazar T , Jerber J , Cai N , Abbasi AA , Zaki MS , Mittal K , Gabriel SB , Rafiq MA , Khan V , Nguyen M , Ali G , Copeland B , Scott E , Vasli N , Mikhailov A , Khan MN , Andrade DM , Ayaz M , Ansar M *et al* (2014) Biallelic truncating mutations in FMN2, encoding the actin‐regulatory protein Formin 2, cause nonsyndromic autosomal‐recessive intellectual disability. Am J Human Genet 95: 721–728 2548003510.1016/j.ajhg.2014.10.016PMC4259997

[embj201796821-bib-0042] Leader B , Lim H , Carabatsos MJ , Harrington A , Ecsedy J , Pellman D , Maas R , Leder P (2002) Formin‐2, polyploidy, hypofertility and positioning of the meiotic spindle in mouse oocytes. Nat Cell Biol 4: 921–928 1244739410.1038/ncb880

[embj201796821-bib-0043] Machanick P , Bailey TL (2011) MEME‐ChIP: motif analysis of large DNA datasets. Bioinformatics 27: 1696–1697 2148693610.1093/bioinformatics/btr189PMC3106185

[embj201796821-bib-0044] Montaville P , Kühn S , Compper C , Carlier MF (2016) Role of the C‐terminal extension of formin 2 in its activation by spire protein and processive assembly of actin filaments. J Biol Chem 12: 3302–3318 10.1074/jbc.M115.681379PMC475137626668326

[embj201796821-bib-0045] Myers KM , Davis M (2002) Behavioral and neural analysis of extinction. Neuron 52: 998–1007 10.1016/s0896-6273(02)01064-412441048

[embj201796821-bib-0046] Ohno M , Cole SL , Yasvoina M , Zhao J , Citron M , Berry R , Disterhoft JF , Vassar R (2007) BACE1 gene deletion prevents neuron loss and memory deficits in 5XFAD APP/PS1 transgenic mice. Neurobiol Dis 26: 134–145 1725890610.1016/j.nbd.2006.12.008PMC1876698

[embj201796821-bib-0047] Olson EN , Nordheim A (2010) Linking actin dynamics and gene transcription to drive cellular motile functions. Nat Rev Mol Cell Biol 11: 353–365 2041425710.1038/nrm2890PMC3073350

[embj201796821-bib-0048] Owe SG , Jensen V , Evergren E , Ruiz A , Shupliakov O , Kullmann DM , Storm‐Mathisen J , Walaas SI , Hvalby Ø , Bergersen LH (2009) Synapsin‐ and actin‐dependent frequency enhancement in mouse hippocampal mossy fiber synapses. Cereb Cortex 19: 511–523 1855059610.1093/cercor/bhn101PMC2638812

[embj201796821-bib-0049] Peleg S , Sananbenesi F , Zovoilis A , Burkhardt S , Bahari‐Java S , Agis‐Balboa RC , Cota P , Wittnam J , Gogul‐Doering A , Opitz L , Salinas‐Riester G , Dettenhofer M , KAng H , Farinelli L , Chen W , Fischer A (2010) Altered histone acetylation is associated with age‐dependent memory impairment in mice. Science 328: 753–756 2044818410.1126/science.1186088

[embj201796821-bib-0050] Pfender S , Kuznetsov V , Pleiser S , Kerkhoff E , Schuh M (2011) Spire‐type actin nucleators cooperate with Formin‐2 to drive asymmetric oocyte division. Curr Biol 21: 955–960 2162070310.1016/j.cub.2011.04.029PMC3128265

[embj201796821-bib-0051] Provenzano G , Pangrazzi L , Poli A , Pernigo M , Sgadò P , Genovesi S , Zunino G , Berardi N , Casarosa S , Bozzi Y (2014) Hippocampal dysregulation of neurofibromin‐dependent pathways is associated with impaired spatial learning in engrailed 2 knock‐out mice. J Neurosci 34: 13281–13288 2527480810.1523/JNEUROSCI.2894-13.2014PMC6608314

[embj201796821-bib-0052] Radde R , Bolmont T , Kaeser SA , Coomaraswamy J , Lindau D , Stoltze L , Calhoun ME , Jäggi F , Wolburg H , Gengler S , Haass C , Ghetti B , Czech C , Hölscher C , Mathews PM , Jucker M (2006) Abeta42‐driven cerebral amyloidosis in transgenic mice reveals early and robust pathology. EMBO Rep 7: 940–946 1690612810.1038/sj.embor.7400784PMC1559665

[embj201796821-bib-0053] Radulovic J , Tronson NC (2010) Molecular specificity of multiple hippocampal processes governing fear extinction. Rev Neurosci 21: 1–17 2045888410.1515/revneuro.2010.21.1.1PMC2922903

[embj201796821-bib-0054] Rao P , Benito E , Fischer A (2013) MicroRNAs as biomarkers for CNS disease. Front Mol Neurosci 6: 39 2432439710.3389/fnmol.2013.00039PMC3840814

[embj201796821-bib-0055] Sahasrabudhe A , Ghate K , Mutalik S , Jacob A , Ghose A (2016) Formin 2 regulates the stabilization of filopodial tip adhesions in growth cones and affects neuronal outgrowth and pathfinding *in vivo* . Development 143: 449–460 2671800710.1242/dev.130104

[embj201796821-bib-0056] Salim S , Hite B , Eikenburg DC (2007) Activation of the CRF(1) receptor causes ERK1/2 mediated increase in GRK3 expression in CATH.a cells. FEBS Lett 581: 3204–3210 1758369710.1016/j.febslet.2007.06.006

[embj201796821-bib-0057] Sananbenesi F , Fischer A , Schrick C , Spiess J , Radulovic J (2002) Phosphorylation of hippocampal Erk‐1/2, Elk‐1, and p90‐Rsk‐1 during contextual fear conditioning: interactions between Erk‐1/2 and Elk‐1. Mol Cell Neurosci 21: 463–476 1249878710.1006/mcne.2002.1188

[embj201796821-bib-0058] Sananbenesi F , Fischer A , Wang X , Schrick C , Neve R , Radulovic J , Tsai LH (2007) A hippocampal Cdk5 pathway regulates extinction of contextual fear. Nat Neurosci 10: 1012–1019 1763250610.1038/nn1943PMC2441763

[embj201796821-bib-0059] Sananbenesi F , Fischer A (2009) The epigenetic bottleneck of neurodegenerative and psychiatric diseases. Biol Chem 390: 1145–1153 1974708110.1515/BC.2009.131

[embj201796821-bib-0060] Schmitt A , Martins‐de‐Souza D , Akbarian S , Cassoli JS , Ehrenreich H , Fischer A , Fonteh A , Gattaz WF , Gawlik M , Gerlach M , Grünblatt E , Halene T , Hasan A , Hashimoto K , Kim YK , Kirchner SK , Kornhuber J , Kraus TF , Malchow B , Nascimento JM *et al* (2016) Consensus paper of the WFSBP task force on biological markers: criteria for biomarkers and endophenotypes of schizophrenia, part iii: molecular mechanisms. World J Biol Psychiatry 26: 1–27 10.1080/15622975.2016.122492927782767

[embj201796821-bib-0061] Schnyder U , Moergeli H (2002) German version of clinician‐administered PTSD scale. J Trauma Stress 15: 487–492 1248218810.1023/A:1020922023090

[embj201796821-bib-0062] Schuh M (2011) An actin‐dependent mechanism for long‐range vesicle transport. Nat Cell Biol 13: 343–352 10.1038/ncb2353PMC378393921983562

[embj201796821-bib-0063] Schumacher N , Borawski JM , Leberfinger CB , Gessler M , Kerkhoff E (2004) Overlapping expression pattern of the actin organizers Spir‐1 and formin‐2 in the developing mouse nervous system and the adult brain. Gene Expr Patterns 4: 249–255 1505397210.1016/j.modgep.2003.11.006

[embj201796821-bib-0064] Smith AK , Kilaru V , Klengel T , Mercer KB , Bradley B , Conneely KN , Ressler KJ , Binder EB (2015) DNA extracted from saliva for methylation studies of psychiatric traits: evidence tissue specificity and relatedness to brain. Am J Med Genet B Neuropsychiatr Genet 168B: 36–44 2535544310.1002/ajmg.b.32278PMC4610814

[embj201796821-bib-0066] Stilling RM , Benito E , Gertig M , Barth J , Capece V , Burkhardt S , Bonn S , Fischer A (2014a) De‐regulation of gene expression and alternative splicing affects distinct cellular pathways in the aging hippocampus. Front Cell Neurosci 8: 373 2543154810.3389/fncel.2014.00373PMC4230043

[embj201796821-bib-0065] Stilling R , Rönicke R , Benito‐Garagorri E , Urbanke H , Capece V , Burckhard S , Bahari‐Javan S , Barth J , Sananbenesi F , Schütz AL , Dyczkowski J , Martinez‐Hernandez A , Kerimoglu C , Dent SR , Bonn S , Reymann KG , Fischer A (2014b) K‐Lysine acetyltransferase 2A regulates a hippocampal gene‐expression network linked to memory formation. EMBO J 33: 1912–1927 2502443410.15252/embj.201487870PMC4195786

[embj201796821-bib-0067] Sung YM , Lee T , Yoon H , DiBattista AM , Song J , Sohn Y , Moffat E , Turner RS , Jung M , Kim J , Hoe HS (2013) Mercaptoacetamide‐based class II HDAC inhibitor lowers Aβ levels and improves learning and memory in a mouse model of Alzheimer's disease. Exp Neurol 239: 192–201 2306360110.1016/j.expneurol.2012.10.005PMC3780389

[embj201796821-bib-0068] Sweatt JD (2004) Mitogen‐activated protein kinases in synaptic plasticity and memory. Curr Opin Neurobiol 14: 311–317 1519411110.1016/j.conb.2004.04.001

[embj201796821-bib-0069] Szatmari EM , Oliveira AF , Sumner EJ , Yasuda R (2013) Centaurin‐α1‐Ras‐Elk‐1 signaling at mitochondria mediates β‐amyloid‐induced synaptic dysfunction. J Neurosci 33: 5367–5374 2351630210.1523/JNEUROSCI.2641-12.2013PMC3866502

[embj201796821-bib-0070] Tongjaroenbuangam W , Rukseem N , Mahanamm T , Govitrapong P (2013) Melatonin attenuates dexamethasone‐induced spatial memory impairment and dexamethasone‐induced reduction of synaptic protein expressions in the mouse brain. Neurochem Int 63: 482–491 2403605910.1016/j.neuint.2013.08.011

[embj201796821-bib-0071] Tronson NC , Corcoran KA , Jovasevic V , Radulovic J (2012) Fear conditioning and extinction: emotional states encoded by distinct signaling pathways. Trends Neurosci 35: 145–155 2211893010.1016/j.tins.2011.10.003PMC3290759

[embj201796821-bib-0072] Wang YF , Hatton GI (2007) Interaction of extracellular signal‐regulated protein kinase 1/2 with actin cytoskeleton in supraoptic oxytocin neurons and astrocytes: role in burst firing. J Neurosci 27: 13822–13834 1807769410.1523/JNEUROSCI.4119-07.2007PMC6673636

[embj201796821-bib-0073] Wei C , Zhang W , Zhou Q , Zhao C , Du Y , Yan Q , Li Z , Miao J (2016) Mithramycin a alleviates cognitive deficits and reduces neuropathology in a transgenic mouse model of Alzheimer's disease. Neurochem Res 41: 1924–1938 2707268410.1007/s11064-016-1903-3

[embj201796821-bib-0074] Weiner MW , Friedl KE , Pacifico A , Chapman JC , Jaffee MS , Little DM , Manley GT , McKee A , Petersen RC , Pitman RK , Yaffe K , Zetterberg H , Obana R , Bain LJ , Carrillo MC (2013) Military risk factors for Alzheimer's disease. Alzheimers Dement 9: 445–451 2380936510.1016/j.jalz.2013.03.005PMC5904389

[embj201796821-bib-0075] Whittle N , Schmuckermair C , Gunduz Cinar O , Hauschild M , Ferraguti F , Holmes A , Singewald N (2013) Deep brain stimulation, histone deacetylase inhibitors and glutamatergic drugs rescue resistance to fear extinction in a genetic mouse model. Neuropharmacology 64: 414–423 2272202810.1016/j.neuropharm.2012.06.001PMC3474950

[embj201796821-bib-0076] Whittle N , Singewald N (2014) HDAC inhibitors as cognitive enhancers in fear, anxiety and trauma therapy: where do we stand? Biochem Soc Trans 42: 569–581 2464628010.1042/BST20130233PMC3961057

[embj201796821-bib-0077] Wittchen HU , Wunderlich U , Gruschwitz S , Zaudig M (1997) SKID‐I Strukturiertes klinische Interview für DSM IV. *Achse I: Psychische Störunge* Hogrefe

[embj201796821-bib-0078] Yaffe K , Vittinghoff E , Lindquist K , Barnes D , Covinsky KE , Nylan T , Kluse M , Marmar C (2010) Posttraumatic stress disorder and risk of dementia among US veterans. Arch Gen Psychiatry 67: 608–613 2053001010.1001/archgenpsychiatry.2010.61PMC2933793

[embj201796821-bib-0079] Zieker J , Zieker D , Jatzko A , Dietzsch J , Nieselt K , Schmitt A , Bertsch T , Fassbender K , Spanagel R , Northoff H , Gebicke‐Haerter PJ (2007) Differential gene expression in peripheral blood of patients suffering from post‐traumatic stress disorder. Mol Psychiatry 12: 116–118 1725200110.1038/sj.mp.4001905

# Supplementary material for: Formin 2 links neuropsychiatric phenotypes at young age to an increased risk for dementia
**Source:** EMBO J. 2017 Aug 2;36(19):2815–28. doi: 10.15252/embj.201796821
**Supplement:** Supplementary file 1 — Appendix

# Appendix

## Supplemental Methods and Materials

### Behavior analysis

Mice were subjected to a series of behavioral tests as described before (1). Sample size for behavioral analysis was chosen on the basis of previous experiments and calculated to be have a power of 0,8. The experimenter was blinded. In brief, contextual fear conditioning was performed use the MedAssociates system using an automated tracking device. Fear conditioning consisted of a 3 min exposure to the conditioning context followed by one electric foot shock (2s, 0,7 mA, constant current). In the control experiment shown in supplemental figure 1D a lower foot shock intensity of 0.5 mA was used. For fear extinction learning mice were subjected to fear conditioning and extinction learning was analyzed by re-exposing mice (3 min) on consecutive days to the training context in a non-reinforced manner. Spatial memory was assessed using the water maze paradigm. The swimming path of the mice was recorded by a video camera and analyzed using Videomot 2 software (TSE). For reversal learning mice were first trained in the water maze paradigm as described above. Subsequently, the platform was moved to a new location before training was continued.

Explorative behavior and basal anxiety levels were assessed via the open field test. The explorative behavior of the animals was recorded by a video camera and analyzed using Videomot 2 software (TSE). The Rotarod test was performed in order to test motor function using the Rota Rod V4.02 System (TSE System). To test pattern completion in the water maze paradigm, animals were trained to find the hidden platform using all 4 visual cues. For the probe test 3 visual cues were removed and only one cue remained. For testing pattern completion in the fear conditioning paradigm mice were exposed mice on 3 consecutive days for 10 min to the conditioning context. On day 4 animals received an electric foot shock 10 s after being placed into the context. A memory test was performed 24h later and consisted of re-exposure to the conditioning context for 3 min.

### Cannulation and siRNA injection.

Intra-hippocampal injections were performed as described previously (2) (3) (4) (1) In brief, mice were anesthetized and microcannulae were stereotactically implanted to the dentate gyrus (DG; 1.7 mm posterior to the Bregma; 1.0 mm lateral from midline; and 1.5 mm ventral). Mice were left to recover for at least one week prior to the start

of injections and behavioral experiments. After recovery from surgery, mice received bilateral injections. Mice then received bilateral (1 µl) injections of FMN2 siRNA (Santa Cruz, sc-45895; 250 µM) or scrambled siRNA (AllStars Negative Control, Qiagen SI03650318, dissolved in water at a concentration of 250 µM) every 12h. For every injection, 10 µl of mimic/mock were mixed with 1.35 µl of HiPerfect reagent (Qiagen) as described in (5) and incubated at room temperature for 5 min prior to injection. For injections a 1.5 mm-gauge needle that extended 0.5 mm beyond the tip of the guide cannula was used. The correct placement of the cannula was verified at the end of the experiment via injection of methylene blue.

### **Immunoblot Analysis, co-immunoprecipitation, Immunohistochemistry & F/G actin assay**

For immunoblot analysis crude lysates brain tissue was homogenized in TX buffer (50 mM Tris, 150 mM NaCl, 2 mM EDTA, 1 % Triton-X and protease inhibitors) incubated for 15 min at 4 °C and centrifuged for 10 min (10000 rpm). The supernatant was used for immunoblotting. Immunoblots were performed using fluorescent secondary antibodies and data was quantified using an Odyssey Imager (Licor). Antibodies were diluted either in 0.5 % Milk PBT or 0.5% milk TBT. Subcellular fractionation was performed using the ProteoExtract Subcellular Proteome Extraction Kit (Calbiochem). Synaptosomes were isolated by homogenizing hippocampal tissue in 4 mL HEPES buffer (0.32 M sucrose, 4 mM HEPES; pH 7.6 adjusted with NaOH), 1 mM MgCl<sub>2</sub>, 0.5 mM CaCl<sub>2</sub>, 0.5 mM DTT, 1 mM EDTA.). The homogenate (H) was centrifuged at 800 × g for 10 min at 4 °C and the supernatant was again centrifuged at 9,200 × g for 15 min at 4 °C. The pellet was resuspended in 5 mL of HEPES buffer and used as crude synaptosomes. Immunostaining was performed as described previously (6) and analyzed using a Leica SP2 confocal microscope. Alexa488 and Cy3 conjugated fluorescent secondary antibodies were purchased from Jackson ImmunoResearch. The following antibodies were used in the mentioned concentrations: GAPDH, 1: 5000, Chemicon; Synaptophysin (Syp38) 1:1000, Sigma-Aldrich, Synaptoporin 1:200, Synaptic Systems, Formin 2 antibody was a gift from Philip Leder (7). ERK1/2, 1:1000. Santa Cruz, phospho-ERK1/2, 1:1000, Sigma, phospho-SP1, 1:1000, Abcam, phospho-ELK1, 1:1000, Santa Cruz. For Fmn2 immunohistochemistry Fmn2-EGFP knock in mice were used, Cy3-labeled (goat anti-rabbit 1:500; Jackson ImmunoResearch, USA), Alexa488-labeled (donkey anti-mouse 1:500; Invitrogen, USA). For co-immunoprecipitation target-specific antibodies

(see above) and non-specific control (IgG) were pre-coupled to surface-activated magnetic Dynabeads using an antibody coupling kit (Life Technologies) at 20  $\mu$ g of antibody per 1 mg of beads. After coupling beads were equilibrated with IP buffer (50mM HEPES, 100mM NaCl, 0.5% NP-40, pH 7.8, complete protease inhibitors (Roche)). Protein lysate was incubated with the pre-coupled beads for 20 h. Elution was achieved by incubation of the antibody-antigen-bead complex with non-reducing SDS-PAGE loading buffer (1 M Tris-HCl, 50% Glycerol, 10%SDS, 5mM EDTA, 0.001% bromophenol blue for 10 min at 70  $^{\circ}$ C). For analysis of the F-actin/G-actin In vivo Assay from Cytoskeleton, Inc. was used. The hippocampal dentate gyrus was isolated and processed accordingly in F-actin stabilization buffer. Analysis was performed according to the manual.

### **Electrophysiology**

Mouse parasagittal brain slices of 14-21 days old FMN2 knockout mice and wildtype littermates were cut and stored up to 6 hours in a modified ACSF with partial substitution of sodium by sucrose (7). This solution was composed of (in mM) 87 NaCl, 25 NaHCO<sub>3</sub>, 25 glucose, 75 sucrose, 2.5 KCl, 1.25 NaH<sub>2</sub>PO<sub>4</sub>, 0.5 CaCl<sub>2</sub> and 7 MgCl<sub>2</sub> and was saturated with 95% O<sub>2</sub>/ 5% CO<sub>2</sub>. CA3 pyramidal cells were identified under infrared illumination with DIC optics and recorded in whole-cell voltage-clamp mode (3.5-4.5 M $\Omega$  electrodes, -70 mV holding potential) at room temperature. Slices were perfused with ACSF containing (in mM) 125 NaCl, 2.5 KCl, 1.25 NaH<sub>2</sub>PO<sub>4</sub>, 26 NaHCO<sub>3</sub>, 2.3 CaCl<sub>2</sub>, 1.3 MgCl<sub>2</sub> and 25 glucose, saturated with 95% O<sub>2</sub>/5% CO<sub>2</sub> and supplemented with bicuculline (10  $\mu$ M) CGP55845 (1  $\mu$ M). The intracellular solution contained (in mM) 140 Cs-methanesulfonate, 10 HEPES, 10 EGTA, 2 MgCl<sub>2</sub>, 2 NaCl and 4 Na<sub>2</sub>ATP, pH 7.3. MF-EPSCs were elicited by randomly poking the dentate hilus with a patch pipette filled with extracellular solution until synaptic responses with the characteristic features of MFs (large paired pulse ratio and frequency facilitation) were found. The intensity of stimulation was then reduced to reach minimal stimulation conditions. Data was filtered at 2.9 KHz and digitized at 10 KHz. Series resistance was monitored throughout and recordings were discarded if it varied by >20%. Mossy fiber LTP was induced using a high-frequency stimulation protocol (HFS) consisting of 100 stimulations at a frequency of 100 Hz, repeated three times with a 10-sec interval between trains in the presence of bicuculline (10 mM) and the NMDA receptor antagonist D-AP5 (50 mM). HFS was performed at baseline stimulation intensity, which consisted of a single pulse delivered every 20 s (0.05 Hz). LTP was averaged between 20 and 30 min after the tetani. Mossy fiber LTD was induced by a long train of low frequency stimulation (900

pulses at 1Hz). The data were acquired using Pulse (Heka) and analyzed offline in Igor Pro 5 (Wavemetrics).

### **Gene expression**

Library preparation and cluster generation for mRNA sequencing was performed according to Illumina standard protocols (TruSeq, Illumina). Libraries were quality-controlled and quantified using a Nanodrop 2000 (Thermo Scientific), Agilent 2100 Bioanalyzer (Agilent Technologies) and Qubit (Life Technologies). Data will be made available upon publication via GEO (accession number GSE100070). Base calling from raw images and file conversion to fastq-files was achieved by Illumina pipeline scripts. Subsequent steps included quality control (FastQC, [www.bioinformatics.babraham.ac.uk/projects/fastqc/](http://www.bioinformatics.babraham.ac.uk/projects/fastqc/)), mapping to reference genome (mm10, STAR aligner v2.3.0, (8) non-default parameters), read counting on genes or exons (HTSeq, <http://www-huber.embl.de/users/anders/HTSeq>, mode: intersection-non-empty) and differential gene (DESeq2\_1.4.5 (9)) or exon (DEXSeq\_1.10.8 (10)) usage biostatistical analysis. 

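HTSeq assigns an aligned read to a gene when the read overlaps the exons of 1 gene, and in the intersection-non-empty mode a read that reaches beyond an exon is still assigned if the positions that do overlap annotated exons point to a single gene. The gene counts deposited for the 48 sequencing runs are the output of this step, before any normalization. The release of the gene annotation is not named in the paper's text. DESeq2 divides the counts by a size factor for each sample and tests each gene with a negative binomial model. The version the authors name by default shrinks log2 fold changes towards 0, most strongly for genes with few or variable counts, which lowers the size of a change relative to edgeR's estimate. With such a prior in DESeq2 1.42.0, the log2 fold change of Fmn2 was -1.74 at 3 months and -1.59 at 8 months, against -2.06 and -1.90 without it. Exon counts for DEXSeq were not analysed here.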

PCA and distance heatmaps were generated in R following instructions in the vignette for DESeq2. Genes were considered differentially expressed with an adjusted (Benjamini-Hochberg) as indicated in the figure legends. Gene set overlaps were calculated using Venny (<http://bioinfogp.cnb.csic.es/tools/venny/>). Gene Ontology (GO) functional analysis was carried out using Webgestalt unless otherwise stated (<http://bioinfo.vanderbilt.edu/webgestalt/>, (11)). For the analysis of FMN2 expression in hippocampal progenitor cells the multipotent, human hippocampal progenitor cell line HPC03A/07 (ReNeuron, Surrey, UK) was used to assess FMN2 expression change following dexamethasone (dex) treatment during neuronal proliferation and differentiation, similar to a previous study (12). Cells were either treated with 1uM of dex or vehicle during 3 days of proliferation only (3D, n=12) or for an additional 7 days of neuronal differentiation (10D, n=9). The FMN2 log<sub>2</sub> expression levels were taken from an ongoing genome-wide analysis using HumanHT-12 v4 expression BeadChip arrays (Illumina) after extensive quality control as describe in (13). In addition, expression data was corrected for cell type heterogeneity computed using CETS package in R version 3.2.3 (<http://www.r-project.org/>) prior to differential expression analysis. Linear mixed models were used to assess the effect of dex on FMN2 expression array probe (ILMN\_1764795) for each treatment with the biological replicates as random factor using the “lmer” function of the Lme4 package in R. P-values of these models were calculated using Wald test done by the “Anova” function of the package car in R.

### **ChIP analysis**

ChIP was performed as described previously {Benito, 2015}. In brief, tissue was lysed in RIPA-SDS (140mM NaCl, 1mM EDTA, 1% Triton-X-100, 0.1% sodium deoxycholate, 10mM Tris-HCl, pH8, 1%SDS) buffer for 10min at 4C and then sonicated for 20min in a Bioruptor plus NGS (Diagenode). Chromatin was subsequently precleared by diluting it to 10x the initial volume in IP buffer (150mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 50mM Tris-HCl pH8, 20mM EDTA, 0.1% SDS), adding 20µl of magnetic Dynabeads (Life Technologies) and incubating the mix at 4C for at least 4h in a rotating wheel. For H4K12ac ChIPs, 500µg of precleared chromatin and 0.5µg of anti-H4K12ac antibody (abcam Ref. ab61238) were allowed to interact overnight at 4C in a rotating wheel. IP'ed chromatin was then recovered by adding 15µl of magnetic Dynabeads and incubating further 2h at 4C in a rotating wheel. IP and input samples (input samples constituted 10% of the material used for ChIP) were collected and eluted in 20µl EB buffer (10mM Tris-HCl pH8) containing 0.1µg/µl RNaseA and incubated at 37C for 30min under gentle agitation in a Thermomix (Eppendorf). Samples were then further diluted ½ with WB buffer (100mM Tris-HCl pH8, 20mM EDTA, 2% SDS) and 1µl of PK (20mg/ml) was added. Samples were then incubated overnight at 65C under agitation in a Thermomix. DNA was recovered on the magnetic stand and re-eluted with EB buffer for 10min at 65C. Inputs were carried in parallel after the IP. DNA was precipitated with SureClean (Bioline) and linear polyacrylamide (LPA, Bioline), washed 2x with 70% EtOH and quantified using the Qubit (Life Technologies). Recovered DNA was used for qPCR.

### **SAHA administration.**

SAHA was dissolved in drinking water following the recipe published in (14): 0.67g of SAHA (Cayman Chemical Company) was dissolved in 1L of drinking water containing 18g of b-cyclodextrin (Sigma, Ref 332607). The solution was heated to 95C and stirred until no SAHA particles were visible (approximately 20min) and then allowed to cool down to room temperature before making it available to animals. Animals drank on average 3 ml/day which equals 2 mg of SAHA intake per day. The maximum possible dose available to humans is 400mg/day. We used the following formular to covert the dose used in mice into human terms {Human Dose (mg/kg) = Rodent dose (mg/kg) x Rodent KM / Rodent KM / Human KM; KM Rodent = 3 and KM Human = 37} (15). Thus the dose applied to mice in this study approximates 5 mg/kg in humans. Taking into account an average weight of 75kg the dosage used

dose would equal 375 mg/day and is thus within the maximum tolerable dosage. For the experiments shown in Fig EV10 SAHA was injected directly into the hippocampus. Implantation of cannulae was performed as described for the RNAi experiments (see above). The total concentration of SAHA injected into the hippocampus was 50 µg.

### Supplemental References

1. C. Kerimoglu *et al.*, Histone-methyltransferase mll2 (kmt2b) is required for memory formation in mice. *J Neurosci* **33**, 3452 (2013).
2. S. Peleg *et al.*, Altered histone acetylation is associated with age-dependent memory impairment in mice. *Science* **328**, 753 (2010).
3. A. Zovoilis *et al.*, microRNA-34c is a novel target to treat dementias. *EMBO J* **30**, 4299 (2011).
4. H. Y. Agbemenyah, R. C. Agis-Balboa, S. Burkhardt, I. Delalle, A. Fischer, Insulin growth factor binding protein 7 is a novel target to treat dementia. *Neurobiol Dis.* **25**, 135 (2013).
5. S. Bahari-Javan *et al.*, HDAC1 Regulates Fear Extinction in Mice. *J Neurosci* **32**, 5062 (2012).
6. R. C. Agis-Balboa *et al.*, A hippocampal insulin-growth factor 2 pathway regulates the extinction of fear memories. *EMBO J* **30**, 4071 (2011).
7. B. Leader *et al.*, Formin-2, polyploidy, hypofertility and positioning of the meiotic spindle in mouse oocytes. *Nat Cell Biol* **4**, 921 (2002).
8. S. Djebali *et al.*, Landscape of transcription in human cells. *Nature* **489**, 101 (2012).
9. W. H. M. I. Love, S. Anders, Moderated estimation of fold change and dispersion for RNA-Seq data with DESeq2. *bioRxiv*, (2014).
10. S. Anders, A. Reyes, W. Huber, Detecting differential usage of exons from RNA-seq data. *Genome Res* **22**, 2008 (Oct, 2012).
11. B. Zhang, S. Kirov, J. Snoddy, WebGestalt: an integrated system for exploring gene sets in various biological contexts. *Nucleic Acids Res* **33**, W741 (Jul 1, 2005).
12. C. Anacker *et al.*, Antidepressants increase human hippocampal neurogenesis by activating the glucocorticoid receptor. *Mol Psychiatry* **16**, 738 (2011).
13. A. Menke *et al.*, Dexamethasone stimulated gene expression in peripheral blood indicates glucocorticoid-receptor hypersensitivity in job-related exhaustion. *Psychoneuroendocrinology* **44**, 35 (2014).
14. M. Mielcarek *et al.*, SAHA decreases HDAC 2 and 4 levels in vivo and improves molecular phenotypes in the R6/2 mouse model of Huntington's disease. *PLoS One* **6**, e27746 (2011).
15. S. Reagan-Shaw, M. Nihal, N. Ahmad, Dose translation from animal to human studies revisited. *FASEB J.* **22**, 659 (2007).

## Supplemental figures

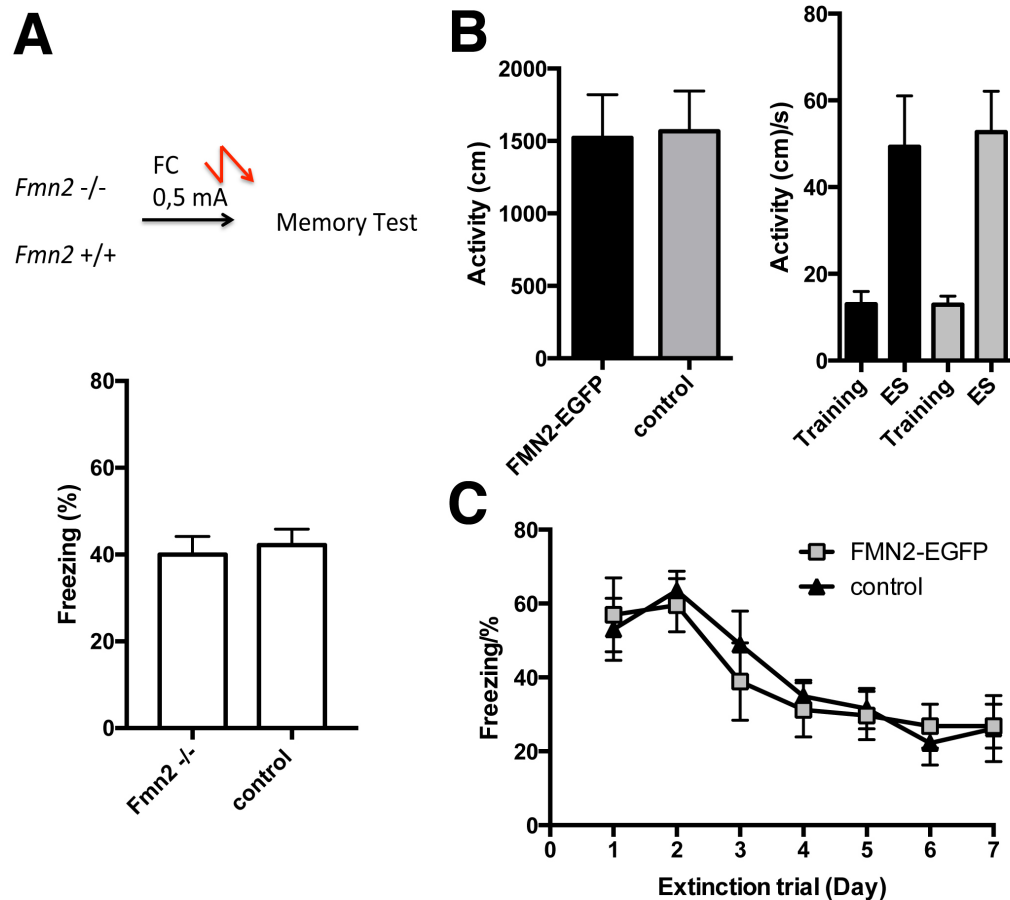

**Appendix figure S1. FMN2 does not affect acquisition of fear memories. A.** Upper panel: Experimental design. 3-month old *Fmn2* <sup>-/-</sup> and control mice (n=10/group) were subjected to contextual fear conditioning using a mild electric foot shock (0,5mA, 2s). Lower panel: Freezing behavior was tested 24h later. No difference was observed amongst groups. **B.** To ensure that *Fmn2*-EGFP knock in mice (*Fmn2*-EGFP) could be used to study the localization of FMN2, we subjected *Fmn2*-EGFP mice to behavior testing relevant for our study. When subjected to fear conditioning training the activity during the training (left panel) and foot shock (right panel) was similar in *Fmn2*-EGFP and wild type control mice. These data indicate that explorative and behavior and pain sensation is normal in *Fmn2*-EGFP mice. **C.** Fear extinction learning was tested in *Fmn2*-EGFP and wild type control mice. Extinction learning was similar amongst groups. (n=8/group). Error bars indicate SEM.

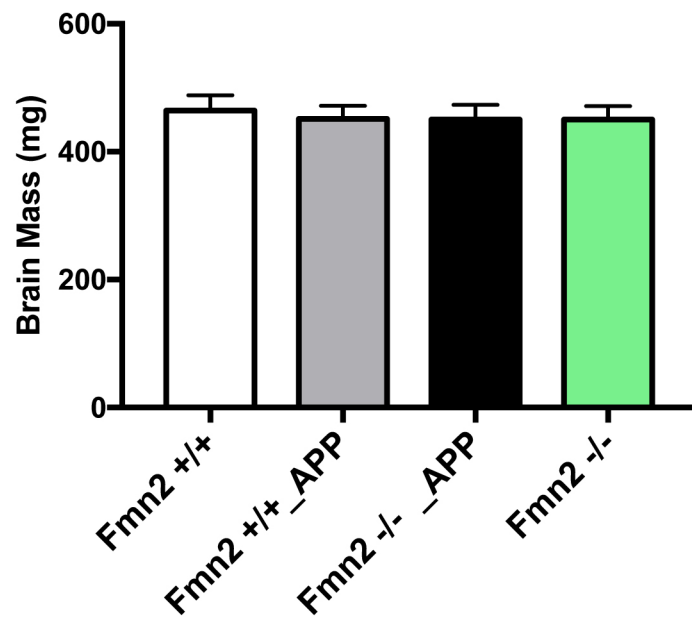

**Appendix figure S2. Brain weight in *Fmn2*<sup>-/-</sup>\_APPPS1-21 mice.** Brain weight is similar amongst groups. (n=5/group). Error bars indicate SEM

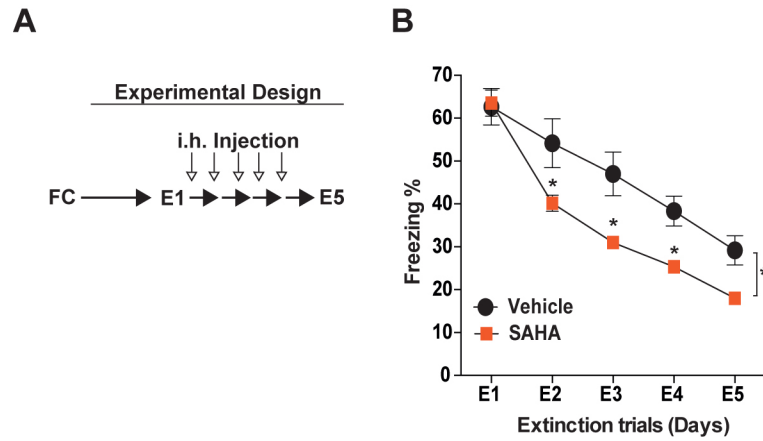

**Appendix figure S3. The HDAC inhibitor Vorinostat (SAHA) facilitates fear extinction.** **A.** Experimental design. Microcannulae were implanted into the dorsal dentate gyrus region of 3 month old male wild type mice (n=10/group). Mice were subjected to fear conditioning and showed similar freezing behavior when tested 24h later on E1. Immediately after each extinction trial mice were injected with either vehicle or SAHA (Vorinostat; 50µg). **B.** Intrahippocampal administration of SAHA after each extinction trial significantly facilitates fear extinction learning (\* $P < 0,05$  for within day comparisons; \* $P < 0,05$  for repeated measurements).

# Supplementary material for: Formin 2 links neuropsychiatric phenotypes at young age to an increased risk for dementia
**Source:** EMBO J. 2017 Aug 2;36(19):2815–28. doi: 10.15252/embj.201796821
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

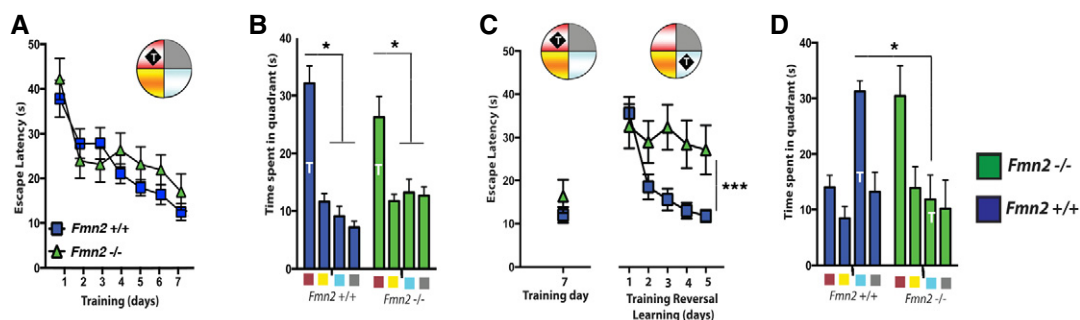

**Figure EV1. Hippocampal FMN2 is required for reversal learning in the water maze paradigm.**

- A Mice were trained in the Morris water maze test. Three-month-old *Fmn2*<sup>-/-</sup> and wild-type mice show similar escape latencies throughout training ( $n = 11/\text{group}$ ).
- B A probe test performed after 7 days of water maze training revealed no significant difference amongst groups. Both groups showed a significant preference for the target quadrant ( $n = 11/\text{group}$ ;  $*P < 0.05$ ,  $t$ -test). The color key below the x-axis refers to the 4 quadrants used for the schematic water maze pool shown in panel (A).
- C Left panel: Three-month-old mice were subjected to water maze training until they could reliably find the hidden platform on day 7 of training. Right panel: Afterward, mice were subjected to reversal learning. Escape latencies during reversal learning were severely impaired in *Fmn2*<sup>-/-</sup> mice when compared to the control group (control,  $n = 15$ , *Fmn2*<sup>-/-</sup>,  $n = 13$ ;  $***P < 0.001$ ,  $F = 5.377$ , two-way RM ANOVA).
- D A probe test was performed after 5 days of reversal training. While wild-type mice showed a preference for the new target quadrant, target preference in *Fmn2*<sup>-/-</sup> mice was significantly impaired (control,  $n = 15$ , *Fmn2*<sup>-/-</sup>,  $n = 13$ ;  $*P < 0.001$  versus *Fmn2*<sup>+/+</sup> control group,  $t$ -test).

Data information: T, target quadrant. Error bars indicate SEM.

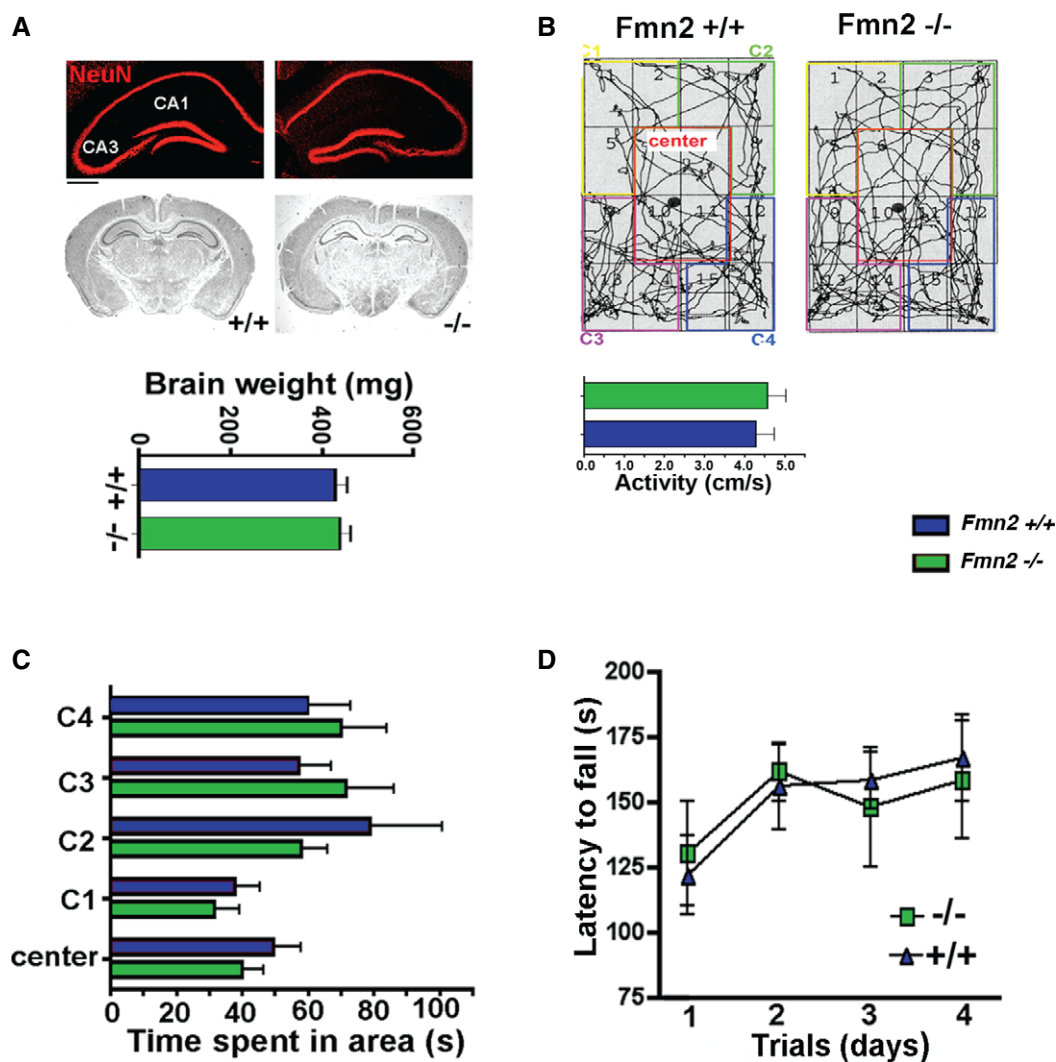

**Figure EV2. FMN2 is expendable for locomotor function and basal anxiety.**

**A** Upper panel: Representative images showing NeuN immunoreactivity in the hippocampus of 8-month-old *Fmn2*<sup>-/-</sup> and control mice. Scale bar: 200  $\mu$ m. Middle panel: Silver staining showing that gross brain morphology is normal in 8-month-old *Fmn2*<sup>-/-</sup> mice. Lower panel: Brain weight is similar in 8-month-old *Fmn2*<sup>-/-</sup> and control mice ( $n = 5$ /group). CA1, hippocampal subregion CA1; CA3, hippocampal subregion CA3.

**B** *Fmn2*<sup>-/-</sup> mice show normal explorative behavior as assayed in the open-field test. Upper panel shows a representative image depicting the path in the open field. Lower panel shows the activity during the 5-min open-field exposure ( $n = 10$ /group).

**C** Basal anxiety as measured by the time spent in the four corners (C1–C4) versus the center of the open-field arena. No significant difference was found amongst groups ( $n = 10$ /group).

**D** *Fmn2*<sup>-/-</sup> mice show normal motor behavior in the rotarod test ( $n = 10$ /group).

Data information: Error bars indicate SEM.

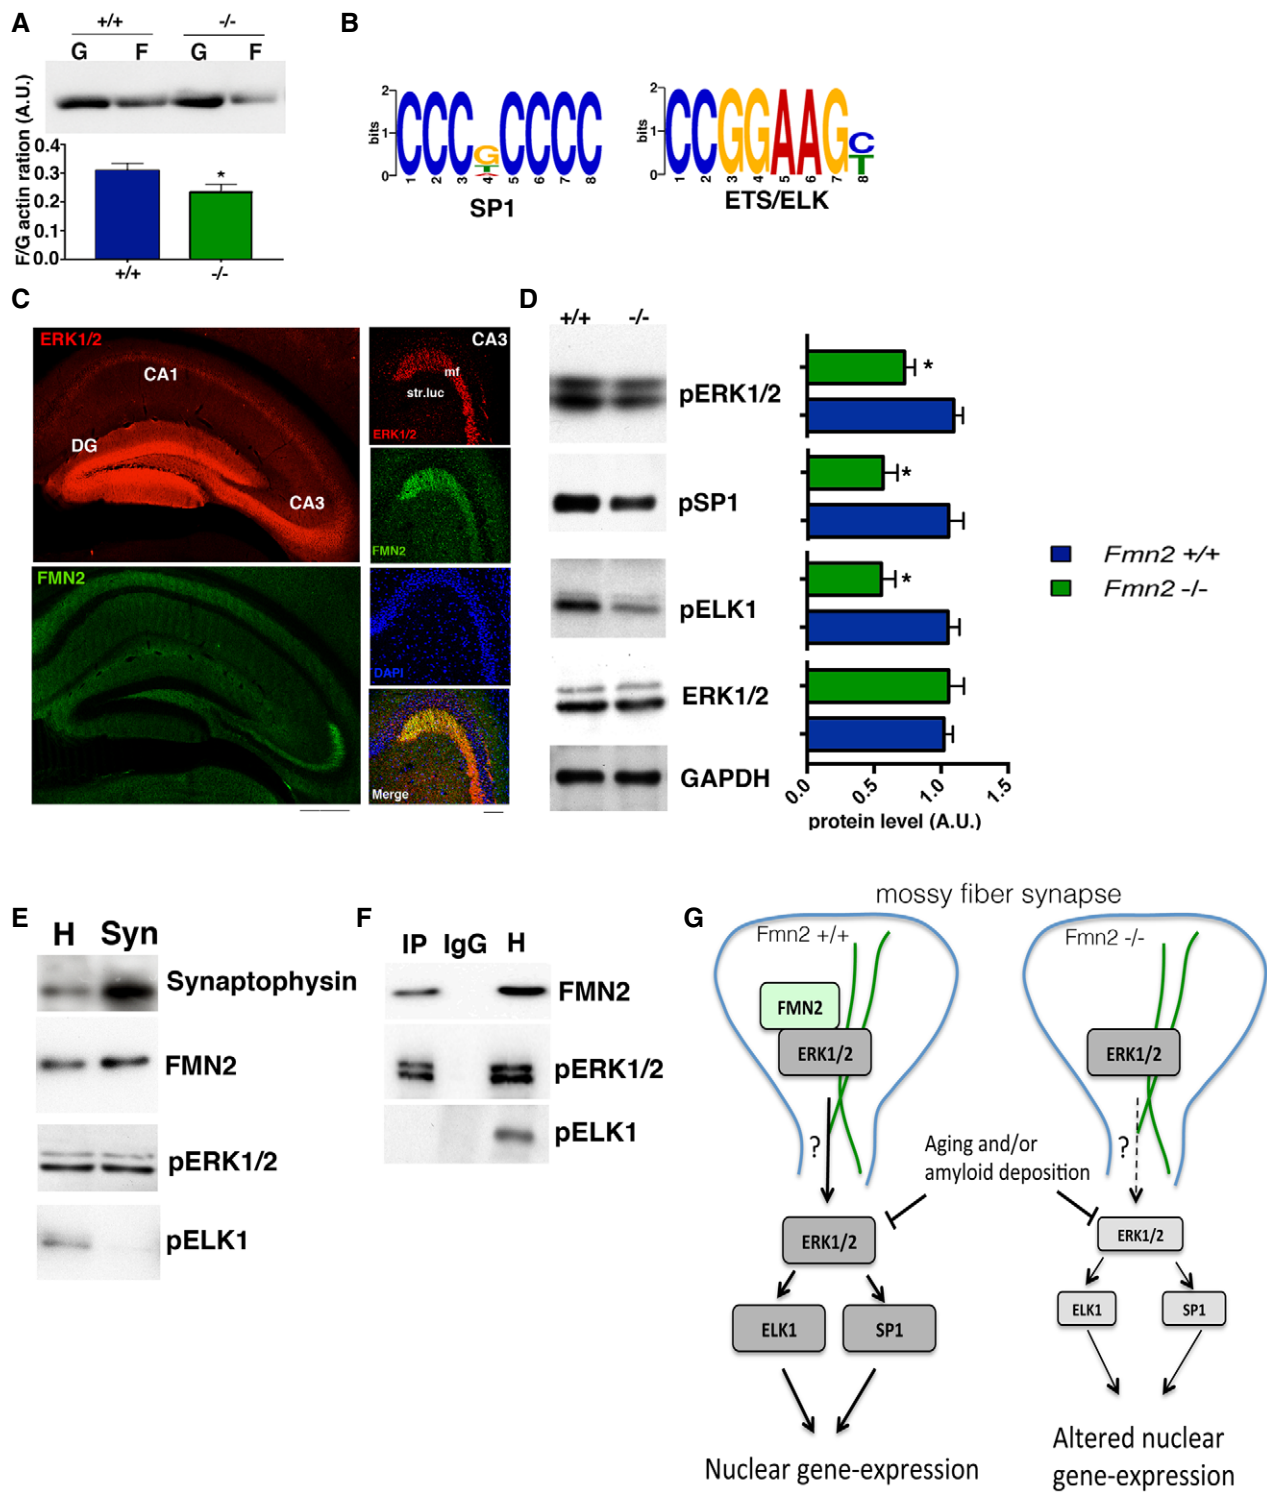

Figure EV3.

**Figure EV3. FMN2 affects actin dynamics and ERK1/2-linked gene expression programs.**

- A FMN2 has been implicated with the regulation of actin dynamics and the actin cytoskeleton is essential for pre-synaptic plasticity and synaptic vesicle dynamics (Hatada *et al*, 2000; Owe *et al*, 2009). As such, we hypothesized that alterations to actin-related processes may contribute to the observed phenotypes. The levels of G and F-actin were measured in the dentate gyrus isolated from *Fmn2*<sup>+/+</sup> and *Fmn2*<sup>-/-</sup> mice (*n* = 4) using the "F-Actin/G-actin In Vivo Assay" from Cytoskeleton, INC. The upper panel shows a representative image of the Western blot performed with the anti-actin antibody provided with the kit. The lower panel shows the quantification of the F/G ratio. There was a significant reduction in F/G-actin ratio in *Fmn2*<sup>-/-</sup> mice (\**P* = 0.0268, *t*-test).
- B We analyzed the genes deregulated in 8-month-old *Fmn2*<sup>-/-</sup> mice for consensus motifs and target transcription factors at promoters of candidate genes using MEME-ChIP platform (Bailey *et al*, 2009; Machanick & Bailey, 2011) with default parameters. Targets with *E*-value above 0.05 were considered significant. Promoter regions were defined as  $\pm$  2 kb from TSS. We observed a significant enrichment of two motifs; "CCCGCCCC" which is a motif common for SP transcription factor binding sites and "CCGGAAGC" which is a target of ETS/ELK family of transcription factors.
- C Representative images showing co-localization of ERK1/2 and FMN2 within the hippocampal mossy fiber pathway. Scale bars: 500  $\mu$ m for low magnification images and 100  $\mu$ m for high magnification images. mf, mossy fiber; str. luc, stratum lucidum.
- D Immunoblot analysis showing decreased levels of active ERK1/2, SP1, and ELK1 that was measured using phospho-specific antibodies in the hippocampal dentate gyrus. Right panel shows quantification (*n* = 5/group; \**P* < 0.05; *t*-test).
- E Immunoblot analysis of hippocampal synaptosomes (Syn) compared to cell homogenate (H), showing that FMN2 and pERK1/2 are present in the pre-synaptic compartment, while pELK1 is absent. Synaptophysin was used to confirm enrichment of synaptosomes (*n* = 3).
- F Lysates from hippocampal synaptosomes were used for immunoprecipitation using an antibody detecting pERK1/2 (IP). IgG and homogenate (H) were used as negative and positive controls (*n* = 3). FMN2 and pERK1/2 but not pELK1 were detected in pERK1/2 immunoprecipitates (IP). These data indicate that FMN2 and pERK1/2 interact at synapses. As expected from our findings showing that pELK1 is not detected at synapses, we could not detect interaction of synaptic pERK1/2 and pELK1.
- G A model suggesting how synaptic FMN2 may impact on gene expression. FMN2 and ERK1/2 interact at mossy fiber synapses (green lines indicate actin cytoskeleton). By mechanisms that remain to be determined FMN2 contributes to the activation of ERK1/2 that subsequently activates ELK and SP1 transcription factors which translocate to the nucleus and initiate gene expression. Of course we cannot exclude that FMN2 also affects gene expression by other mechanisms. In the absence of FMN2 (as in *Fmn2*<sup>-/-</sup> mice), the described pathway is less efficient which eventually contributes to altered gene expression. The fact that reduced ERK1/2 signaling is observed in the aging brain and in APP mice may explain why loss of FMN2 accelerates age-associated changes in gene expression.

Data information: Error bars indicate SEM.

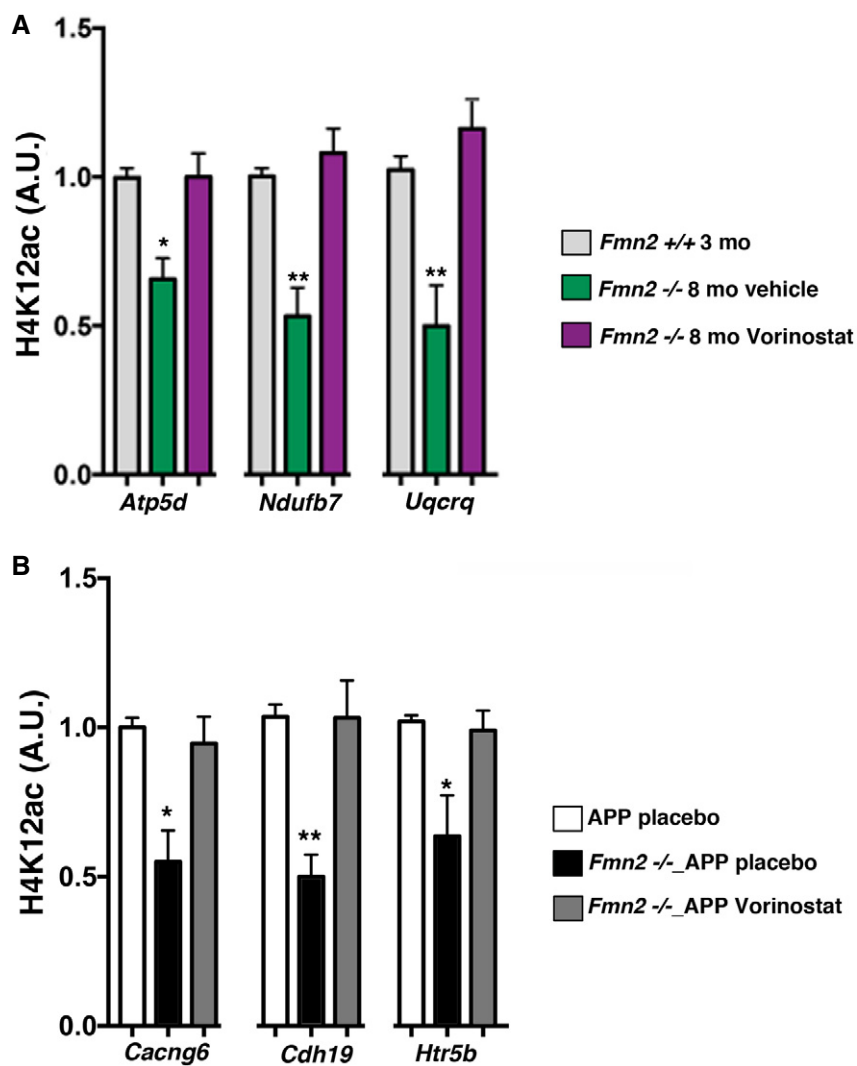

**Figure EV4. Impaired H4K12ac in aged *Fmn2*<sup>-/-</sup> and *Fmn2*<sup>-/-</sup>\_APP mice is rescued by Vorinostat treatment.**

- A** Quantification of ChIP-qPCR analysis showing H4K12ac at the promoter regions of three selected genes that showed decreased expression in 8-month-old *Fmn2*<sup>-/-</sup> mice (compared to wild-type mice) and were increased after Vorinostat treatment. In line with the gene expression data, we observed decreased H4K12ac in 8-month-old *Fmn2*<sup>-/-</sup> mice when compared *Fmn2*<sup>+/+</sup> animals (one-way ANOVA revealed a significant group difference for *Atp5d*,  $P = 0.003$ ; *Ndufb7*,  $P = 0.005$ , and *Uqcrcq*,  $P = 0.001$ ). *Post hoc* comparison revealed a significant difference when comparing H4K12ac levels in the placebo-treated *Fmn2*<sup>-/-</sup> versus *Fmn2*<sup>-/-</sup> Vorinostat-treated or wild-type mice for all three genes (\* $P < 0.05$ ; \*\* $P < 0.01$ ;  $n = 5$ /group).
- B** Quantification of ChIP analysis showing H4K12ac at the promoter regions of three selected genes that showed decreased expression in 3-month-old *Fmn2*<sup>-/-</sup>\_APP mice (compared to 3-month-old APP mice) and were increased after Vorinostat treatment. One-way ANOVA revealed a significant group difference for *Cacng6*,  $P = 0.004$ ; *Cdh19*,  $P = 0.004$ , and *Htr5b*,  $P = 0.017$ . *Post hoc* comparison revealed a significant difference when comparing H4K12ac levels in the placebo-treated APP versus *Fmn2*<sup>-/-</sup>\_APP mice and placebo versus Vorinostat-treated *Fmn2*<sup>-/-</sup>\_APP mice for all three genes (\* $P < 0.05$ ; \*\* $P < 0.01$ ;  $n = 5$ /group).

Data information: Error bars indicate SEM.

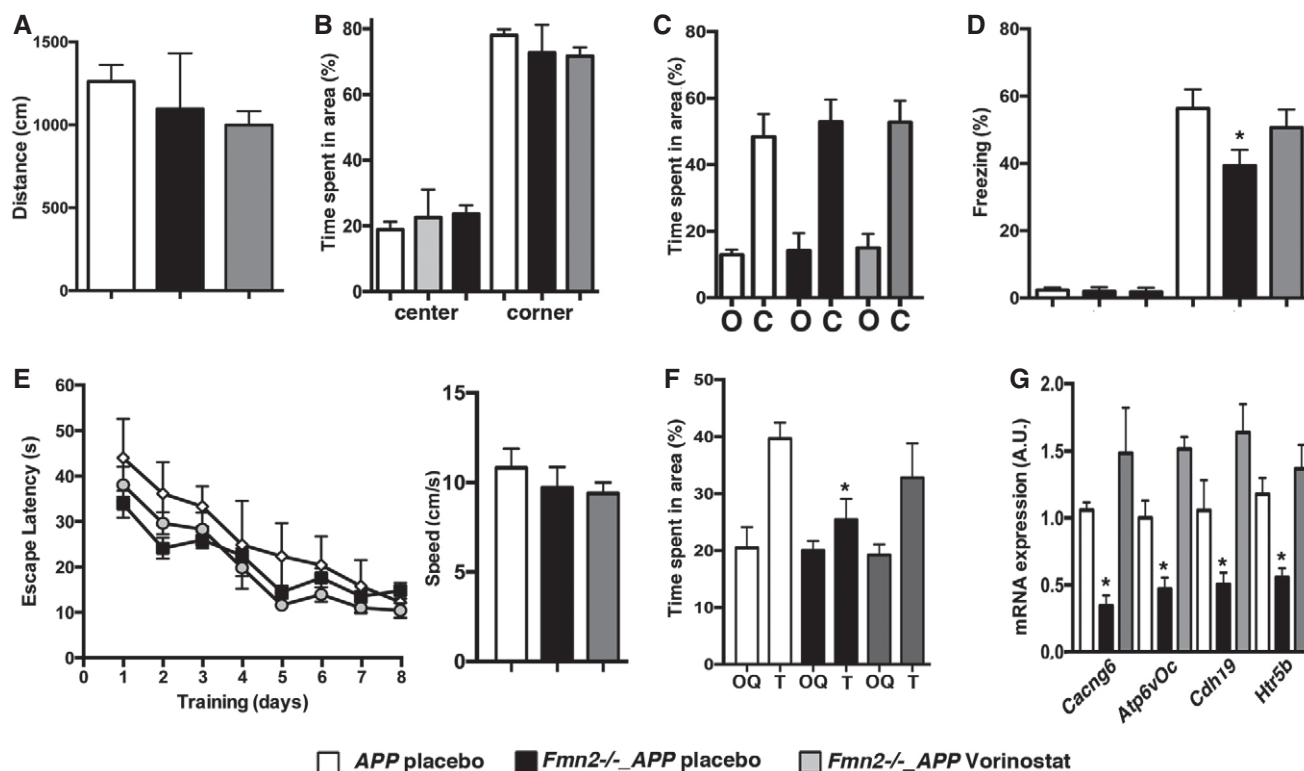

**Figure EV5. Cognitive decline in 3-month-old *Fmn2*<sup>-/-</sup>\_APPS1-21 mice is rescued by the HDAC inhibitor Vorinostat.**

- A The total distance traveled during a 5-min open-field exposure was similar amongst groups ( $n = 7/\text{group}$ ).  
 B The time spent in the center or the corners during a 5-min open-field exposure was similar amongst groups ( $n = 7/\text{group}$ ).  
 C The time spent in the open arms (o) and the closed arms (c) of an elevated plus maze was similar amongst groups ( $n = 9/\text{group}$ ).  
 D One-way ANOVA revealed a significant difference in freezing behavior during the memory test ( $n = 12/\text{group}$ ;  $F = 8.975$ ,  $P = 0.0006$ ). *Post hoc* analysis revealed increased freezing behavior when comparing the *Fmn2*<sup>-/-</sup>\_APP Vorinostat to the *Fmn2*<sup>-/-</sup>\_APP placebo group ( $*P = 0.139$ ).  
 E Left panel: The escape latency in the water maze test was similar amongst groups ( $n = 12/\text{group}$ ). Right panel: Swim speed was not altered amongst groups.  
 F Mice of the *Fmn2*<sup>-/-</sup>\_APP Vorinostat group spent significantly more time in the target quadrant (T) compared to the other quadrants (OQ). Please note that the values for OQ are presented as average of all three other quadrants ( $*P < 0.03$ , *post hoc* analysis,  $n = 12/\text{group}$ ).  
 G The expression of selected genes affected in *Fmn2*<sup>-/-</sup>\_APP mice was increased when comparing the Vorinostat group to the placebo group ( $*P < 0.05$ ; *t*-test,  $n = 4/\text{group}$ ).

Data information: Error bars indicate SEM.

How the deposited data were processed for this re-analysis (not part of the article)

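RNA labelled as dentate gyrus was sequenced by the authors in Fmn2-/- and Fmn2+/+ mice of 3 months (5 and 5) and 8 months (5 and 3). A cross of Fmn2 mutant and APPPS1-21 mice gave 3-month-old mice, 7 labelled Fmn2-/-_APPPS1-21 and 9 labelled APPPS1-21. Another experiment holds 6 APPPS1-21 and 6 wild-type mice, whose age is 3 months in the paper and 4 months in the sample labels. The tissue field of all labels names the dentate gyrus, while the titles of the last 12 samples name the prefrontal cortex. Granule cell markers were far lower in these 12 samples than in all others.

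The authors made TruSeq libraries, checked them with FastQC, aligned the reads to mm10 with STAR in non-default settings that the paper does not list, and counted them on genes with HTSeq in the intersection-non-empty mode. The deposited values are whole-number read counts per gene, not normalized, for 48709 Ensembl genes in each of 48 sequencing runs. The authors then tested these counts with DESeq2 and used Webgestalt for pathways. The release of the gene annotation behind the counts is not named in the paper's text.

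From the counts, each comparison was computed in R 4.3.3 with edgeR 4.0.16: genes were filtered with filterByExpr, libraries were scaled by TMM, and genes were tested with glmQLFit and glmQLFTest at their default settings. Only the mice of the 2 groups compared entered each fit, and all 18 mice of the Fmn2 experiment entered the test of the interaction of age and genotype. P-values were adjusted by the Benjamini-Hochberg method. Genes were called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.25 (Fmn2 comparisons) or 0.5 (APPPS1-21 comparisons), as the legend of Fig 5 states. The standard errors given with edgeR's log2 fold changes are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Normalized counts of the text are CPM values on TMM-scaled library sizes, and log2 values used a prior count of 2.

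Gene sets were chosen by symbol: nuclear-encoded oxidative phosphorylation subunits, cytosolic ribosomal proteins, and cytokines with complement. They were tested with camera of limma 3.58.1, which sets the genes of a set against all other tested genes, with the correlation between the genes of a set estimated, at a p threshold of 0.05, and over-representation among differentially expressed genes was tested with Fisher's exact test, two-sided, against all tested genes. The genes named in the text are those the paper names for these comparisons and, in each comparison, the 5 genes with the largest absolute log2 fold change among differentially expressed genes whose mean log2 CPM is at least 1 and whose groups do not overlap.

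Genotypes were taken from the genotype field of the sample labels. The 2 runs of 1 mouse in each group of the cross were summed. Gene positions, exon lengths and the GC content of transcripts come from GENCODE M21, which uses the same genome build, and covered 48349 of the 48709 genes. The correction for gene length and GC content fitted a smooth trend of each sample's log ratio to the mean of all samples (mgcv 1.9.3) and entered the fit as offsets. It also removes real change that happens to follow length or GC content.

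The alternatives tried were DESeq2 1.42.0 with and without a prior on the log2 fold changes, DESeq2's size factors in edgeR, no filter on low counts or at least 10 counts in every sample, no log2 fold change minimum, the length and GC correction, the replicate number as a block with and without that correction, the sequencing lane as a covariate, every mouse left out in turn, and other groups of the deposited samples as the reference. The fits with the replicate block left out mice whose number occurs in only 1 of the groups. A robust quasi-likelihood fit was also run. The counts were first fitted that way, contrary to the design set beforehand, and its results had been seen when the default fit was run, so it is kept as an alternative chosen after seeing the data. That first run also left Atp5s and Atp5sl out of the oxidative phosphorylation set, which were then put back as the design has it. Further alternatives chosen after seeing the data are the sum of the near-identical Fmn2-/- replicates 2 and 3 of 8 months as 1 sample, the lane covariate and the block with the length and GC correction for the gene sets, and leaving out single mice for the interaction and the over-representation tests. The fit was tested on simulated counts with 200 genes, all above 1 CPM, changed by 1 on the log2 scale. It recovered 97.5%, 93%, 93% and 99.5% of them in designs like those of 3 months, 8 months, the cross and APPPS1-21 against wild type. Of the genes called, 4.87%, 2.45%, 2.05% and 1.48% were false, where a further set given a smaller shift was not counted as false. The simulated counts held no length or GC bias, no lane effect and no correlation between genes. Recovery of single genes with smaller changes was not measured, so these rates do not carry over to the changes of the oxidative phosphorylation genes.

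Depth ran from 6818809 to 43921030 reads per run, both extremes in 8-month-old Fmn2+/+ mice, so weakly expressed genes are measured least precisely in that group. Exon usage, splicing and the pathway database of the paper were not analysed here, and sequence motifs at promoters were not analysed because no genome sequence was used here.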

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

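The tests with the length and GC correction for the interaction and for the ribosomal proteins at 3 months, with the choroid plexus markers in single mice and with the sequencing lane were chosen only after the results were seen.

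In 117 groups of values from 5 to 9 mice each, 9 values lay farther from the others than Dixon's criterion allows at the 0.05 level, where chance gives about 5.85. For choroid plexus markers (9 genes, mean log2 CPM), replicate 4 of the 3-month-old Fmn2-/- mice stood at 4.78 against 0.17 to 0.89 in the other mice of the group, and replicate 4 of the 3-month-old Fmn2+/+ mice at 0.78 against -0.17 to 0.09. All 9 marker genes were highest in that Fmn2-/- mouse among its group, so choroid plexus tissue in the dissection is a candidate explanation. Without this mouse 3 genes were differentially expressed at 3 months, against 5 with all mice. The same number remained without any 1 of 7 other mice, so this drop is not specific to it, and the range without single mice was 3 to 49.

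The other values far from their groups by this criterion were those of APPPS1-21 replicate 6 of the cross for Fmn2 (24.2 CPM against 19.2 to 21.6, normalized over all samples), APPPS1-21 replicate 9 of the cross for granule cell markers (5.80 against 6.22 to 6.60 on the log2 scale), APPPS1-21 replicate 1 of the other experiment for the same markers (1.35 against 0.73 to 0.94), APPPS1-21 replicate 6 of that experiment for oligodendrocyte markers (6.45 against 6.93 to 7.07) and wild-type replicate 4 labelled 4 months for cytokines and complement (1.10 against 0.98 to 1.03). For Catspere1, replicate 2 of the 3-month-old Fmn2-/- mice had 4.80 CPM against 6.33 to 6.82, and replicate 1 of the mice labelled Fmn2-/-_APPPS1-21 had 2.71 against 0 to 0.0910. No biological explanation was tested for these single mice. The criterion looks at 1 value at a time. It passes over APPPS1-21 replicates 4 and 5 of the cross, which stood at 6.49 and 5.69 for choroid plexus markers against 0.43 to 2.40 in the other 7 mice of the group. Without either of them 86 or 87 genes of the cross were differentially expressed, against 129 with all mice and 73 to 171 without any 1 mouse.

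The effect of the Fmn2 genotype differed between 3 and 8 months in 635 genes (510 lower and 125 higher at 8 months). Of 100 splits of the mice within each age that part as many same-numbered pairs, the real one included, 3 gave at least as many genes, the others being 2125 and 854. With the length and GC correction 22 genes remained, so most of this number cannot be told apart from a bias of the libraries that follows gene length or GC content, while the 22 genes are not explained by it. With the near-identical Fmn2-/- replicates 2 and 3 of 8 months summed as 1 sample there were 227. The depth of the 8-month-old Fmn2+/+ mice and the sequencing lane remain as further technical explanations.

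The effect of the genotype on the oxidative phosphorylation set differed between the ages (interaction -0.34, 76 of 82 genes lower at 8 months, p = 0.00926, limma's camera test). Its mean was 0.16 at 3 months (p = 0.00290, camera) and -0.17 at 8 months, where the fall itself was not past the threshold (p = 0.143, camera). With the length and GC correction the interaction was -0.16 (p = 0.0347), and lists of other genes matched on length and expression moved by -0.21 on average, with 13 of 10000 lists as low as the set. The genes of the set vary together (estimated correlation 0.26) while the lists hold unrelated genes, so this share of lists is too small. A length bias of the libraries may thus account for part of the change, and the test with the correction left a remainder past the threshold. With the sequencing lane as a covariate the set's mean was -0.13 at 8 months, against -0.17 without it, and 0.11 at 3 months (p = 0.0855), against 0.16. At 8 months lane 6 holds Fmn2+/+ replicate 1 alone, so the covariate sets that mouse aside, and at 3 months it leaves the genotype effect to the 1 Fmn2-/- mouse on lane 5. The lane was thus not tested as an explanation at either age, and the rise at 3 months cannot be told apart from a difference between lanes. An effect of age on the Fmn2-/- phenotype remains a hypothesis.

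The ribosomal protein set also differed between the ages (interaction -0.40, 75 of 80 genes lower at 8 months, p = 0.0229, camera), with -0.24 (p = 0.0213) after the length and GC correction. At 3 months it rose by 0.16 (65 of 79 genes higher, p = 0.0414, camera). With the correction this rise was 0.11 (p = 0.0617), and lists of other genes matched on length, GC content and expression rose by 0.053 on average, with 4 of 10000 lists as high as the set. A bias by length or GC content may thus account for part of the rise. With the replicate number as a block it was 0.10 (p = 0.199).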

How the results depend on the processing

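Of the alternatives below, the robust fit, the sum of Fmn2-/- replicates 2 and 3 of 8 months as 1 sample, the lane covariate and the block with the length and GC correction for gene sets, and leaving out single mice for the interaction and for over-representation were chosen after seeing the data, and the others before the data were examined. The robust fit was run ahead of the default fit, contrary to the design. The tests of the SP and ETS motifs at promoters were not run.

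The number of differentially expressed genes at 3 months (5) was 91 with DESeq2, 68 with DESeq2 and a prior on the log2 fold changes, 33 with all 18 mice in 1 fit, 14 without a filter on low counts, 3 with DESeq2's size factors, with the length and GC correction or with the lane covariate, and 2 with at least 10 counts in every sample or with the replicate block, without and with the correction. At 8 months (166) it was 1124 without the filter, 733 with DESeq2, 703 with the prior, 589 with all 18 mice, 312 with the robust fit, 7 with the correction, 5 with Fmn2-/- replicates 2 and 3 summed, 4 with the replicate block, 3 with the lane covariate and 2 with the block and the correction. It stayed within 1.5 times the number with DESeq2's size factors (165) and at least 10 counts (195). For the cross (129) it was 304 with DESeq2, 293 with each run as its own sample, 261 without a log2 fold change minimum, 2807 with the 3-month-old and 7169 with the 4-month-labelled wild-type mice as the reference, and for APPPS1-21 against wild type (392) 637 without the minimum, 201 with the prior and 2993 with the cross's APPPS1-21 against 3-month-old wild-type mice. For the interaction (635) it was 1401 with DESeq2, 399 without the filter, 227 with the 2 replicates summed and 22 with the correction. With single mice left out these numbers ranged from 3 to 49 at 3 months, from 4 to 3087 at 8 months, from 73 to 171 in the cross, from 365 to 418 for APPPS1-21 against wild type and from 8 to 2791 for the interaction. The causes were not tested, except that the correction shows how far gene length and GC content enter. With all 8-month-old libraries thinned to 6818809 reads 44 genes remained. The lane covariate sets Fmn2+/+ replicate 1 aside at 8 months and rests on 1 Fmn2-/- mouse at 3 months, so its numbers of genes cannot be put down to the lane.

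The rise of the oxidative phosphorylation set at 3 months (0.16) lost its side of the threshold with the replicate block and the length and GC correction together (0.084, p = 0.0878, camera) and with the lane covariate (0.11, p = 0.0855), and kept it with the correction or the block alone, DESeq2's size factors, at least 10 counts, a correlation of 0.01 and the mitochondrially encoded subunits added. With the correlation between genes set to 0.01, changes past the threshold arose for the oxidative phosphorylation set at 8 months (-0.17, p = 3.81e-09), the ribosomal proteins at 8 months (-0.23, p = 5.47e-08), the cytokine and complement set in the cross (-0.18, p = 0.00184) and the paper's APPPS1-21 list in the cross (-0.65, p = 3.23e-14), all camera tests. Since that setting replaces the estimated correlation by a fixed value, these rest on the assumption. With the genotype from the title letters the means of the last 2 were 0.18 and 0.65. Leaving out single mice gave means from 0.14 to 0.17 for oxidative phosphorylation at 3 months, from -0.21 to -0.13 at 8 months and from -0.38 to -0.30 for its interaction, from -0.30 to -0.19 for ribosomal proteins at 8 months (p from 0.00986 to 0.200), from 0.65 to 0.69 for cytokines in APPPS1-21 against wild type, from -0.23 to -0.14 for them in the cross and from -0.84 to -0.53 for the paper's list (p from 0.0452 to 0.120). With the 2 replicates summed the means of oxidative phosphorylation and of ribosomal proteins at 8 months were -0.17 (p = 0.212) and -0.25 (p = 0.177), and the interaction of the former was -0.31 (p = 0.0104).

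The over-representation of oxidative phosphorylation at 3 months (odds ratio 51.1) fell to 0 with DESeq2's size factors, with at least 10 counts and with the length and GC correction, since it rests on 1 gene, and ranged from 0 to 97.3 with single mice left out. At 8 months its odds ratio (3.36, Fisher's exact test, p = 0.0660) was 3.97 with DESeq2 (p = 4.99e-05), 3.79 with the prior (p = 0.000132), 3.85 with at least 10 counts (p = 0.0242) and 0 with the correction or the 2 replicates summed, and ranged from 0 to 4.84 with single mice left out. For ribosomal proteins at 8 months (10.6) it was 0 with either of these and ranged from 0 to 55.3.

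Among the values of the named genes under the alternatives 48 became stronger and 8 reversed, and the others kept their direction, most of them with their side of the threshold. The reversed ones are Fmn2 in the cross (2.15) with the 3-month-old (-0.17) or 4-month-labelled wild type (-0.20) as the reference and with the title letters (-2.15), Cacng6 (0.62) with the 3-month-old (-0.58) and Cdh19 (1.70) with the 4-month-labelled reference (-0.11), Glns-ps1 (-4.21) with the cross's APPPS1-21 against 3-month-old wild-type mice (1.40), and Fmn2 in APPPS1-21 against wild type (-0.011), which was between -0.029 and 0.016 with single mice left out. The title letters turn the sign of Fmn2 by construction, and an exchange of the genotype labels in the cross is taken up below. For the reversals of other genes and of Fmn2 in APPPS1-21 against wild type the cause was not tested.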

Differences from the paper's values

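In each case the alternatives compared are those set before the data were examined. A gap counts as closed when a number of genes is within 1.5 times the paper's, or when a log2 fold change has the paper's sign and lies within 1 standard error of the paper's value. The standard error is that of the alternative, so a less precise fit can close a gap without lying nearer to the paper's value.

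The paper gives 26 differentially expressed genes besides Fmn2 at 3 months, against 4 here, and Dataset EV1 lists 25 up-regulated and 2 down-regulated genes, against 4 and 1. The fit of all 18 mice together closed the gap for the total (32) and for up-regulated genes (29), and for down-regulated genes no filter on low counts (3) and leaving out Fmn2+/+ replicate 4 (3) did. No other alternative closed these gaps, DESeq2 included. At 8 months the paper gives 461 genes (311 down, 150 up), against 166 (129 down, 37 up). The fit of all 18 mice closed each gap (589, 430 and 159), DESeq2 with a prior closed that of the down-regulated genes (453), and no other alternative did.

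For the cross the paper's text gives 268 genes, against 129. The gap closed without a log2 fold change minimum (261), with DESeq2 (304), with the lane covariate (180) and with each run as its own sample (293), and with none of the others. Dataset EV1 lists 154 up and 113 down, against 73 and 56 as labelled. For the former the minimum dropped (165), DESeq2 (126) and each run as its own sample (143) closed the gap, and for the latter the minimum dropped (96), the length and GC correction (78), the lane covariate (80), leaving out replicate 2 labelled Fmn2-/-_APPPS1-21 (89) and each run as its own sample (150), and none of the others. As labelled all 241 genes tested from that list have the opposite sign, so the paper's up-regulated genes correspond to those labelled down. Set side by side in that way, the paper's 154 stand against 56 and its 113 against 73. The gap of the former then closed with DESeq2 (178) and each run as its own sample (150). That of the latter closed with these (126 and 143), no minimum (165), the length and GC correction (87), the lane covariate (100) and without replicate 2 labelled Fmn2-/-_APPPS1-21 (82) or replicate 9 labelled APPPS1-21 (80). For APPPS1-21 against wild type the paper gives 50 genes (48 up, 2 down), against 392 (366 up, 26 down), and none of the alternatives closed these gaps.

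The paper's log2 fold change of Fmn2 is -1.60 at 3 months and -1.47 at 8 months, against -2.06 and -1.89, and no alternative closed either gap. In the cross it is -2.15, against 2.15, and only the title letters (-2.15) closed the gap. The signs of Cacng6 (the paper's -0.68, against 0.62), Cdh19 (-1.51, against 1.70), Htr5b (-0.94, against 1.06), Catspere2 (1.10, against -2.15), Nuf2 (-1.80, against 2.02) and Plin4 (-1.63, against 1.65) are opposite too. For Cacng6 the 3-month-old wild-type reference (-0.58) closed the gap, and for the others none of the alternatives did. For these genes the title letters were not among the alternatives, and they turn each sign.

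At 3 months the paper's log2 fold change of Atp5e is 0.28, against 0.40. DESeq2 with a prior, the length and GC correction and the replicate block each gave 0.33, the block with the correction 0.26, the lane covariate 0.19 and leaving out Fmn2-/- replicate 6 gave 0.33, all closing the gap, and no other alternative did. For Atp5g3 it is 0.25, against 0.34, closed by the prior (0.29), the block (0.30), the block with the correction (0.27), the lane covariate (0.17) and without Fmn2+/+ replicate 4 (0.31) or Fmn2-/- replicate 6 (0.28), and by no other. For Ndufa7 it is 0.26, against 0.32, closed by DESeq2 (0.32), the prior (0.28), the correction (0.26), the block (0.28), the block with the correction (0.21) and 5 of the 10 fits without 1 mouse, and by no other. For Ndufa2 it is 0.27, against 0.38, closed by the prior (0.32), the correction (0.27), the block (0.33), the block with the correction (0.22) and without Fmn2-/- replicate 6 (0.33), and by no other. For the chromosome 17 gene ENSMUSG00000049760 it is 0.31, against 0.38, closed by DESeq2 (0.37), the prior (0.33), the correction (0.27), the block with the correction (0.28) and 5 of the 10 fits without 1 mouse, and by no other.

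At 8 months the paper's log2 fold change of BC002163 is -0.39, against -0.56, closed by the prior (-0.46), the correction (-0.32), the block with the correction (-0.41), the lane covariate (-0.46) and without Fmn2+/+ replicate 1 (-0.46) or Fmn2-/- replicate 3 (-0.50), and by no other. For Ndufb7 it is -0.45, against -0.57, closed by the prior (-0.49), the correction (-0.52), the block (-0.57), the block with the correction (-0.52), the lane covariate (-0.42) and 3 of the 8 fits without 1 mouse, and by no other. For APPPS1-21 against wild type it is 5.63 for Cst7, against 7.81, closed only by the cross's APPPS1-21 against 3-month-old wild-type mice (4.78), 4.84 for Clec7a, against 6.61, and 3.36 for Ccl3, against 5.58, closed by none, and 2.60 for Itgax, against 5.11, closed by the prior (2.53) and the cross's APPPS1-21 against 3-month-old wild-type mice (2.89) and by no other.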

Other observations

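The tests of unequal depth, exchanged labels, single wild-type mice, lanes and the sequence near Fmn2 were chosen only after the results were seen.

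In the cross, Fmn2 contradicts the genotype labels. All 7 mice labelled Fmn2-/-_APPPS1-21 had Fmn2 counts nearer those of Fmn2+/+ than of Fmn2-/- mice of the separate experiment, and all 9 mice labelled APPPS1-21 the reverse. Catspere1, which was high only in Fmn2-/- mice of the separate experiment, was high in the mice labelled APPPS1-21 (5.43 ± 1.12 CPM, SD, n = 9, against 0.418 ± 1.01, SD, n = 7). All 241 genes tested from the paper's list have the opposite sign, with a Pearson r of -0.969 across genes, which are not independent. These values are consistent with an exchange of the 2 genotype labels in the deposited records. The labels were kept as they are, and every direction of this comparison would turn if they were exchanged.

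The 12 samples whose titles name the prefrontal cortex differ from the DG samples of the Fmn2 experiment. The mean of granule cell markers (Prox1, C1ql2, Dsp, Tdo2, Lct and Npnt) differed from that of 3-month-old Fmn2+/+ mice by -5.19 on the log2 scale in APPPS1-21 and by -5.23 in wild-type mice. This is consistent with a tissue other than the dentate gyrus. The mice of the cross, which is a separate experiment too, had means of 6.61 (labelled Fmn2-/-_APPPS1-21) and 6.39 (labelled APPPS1-21) against 6.13 in 3-month-old Fmn2+/+ mice, and these 12 samples 0.94 (APPPS1-21) and 0.90 (wild type). Within these 12 samples lane and genotype coincide (0 lanes hold samples of both groups), so these samples cannot tell the 392 genes apart from a lane effect. Of 32 splits that part as many same-numbered pairs 1, the real one, gave as many genes, and since the real split is also the split by lane, this does not speak against a lane effect. The genes that Dataset EV1 lists as up-regulated were also compared between the cross's mice labelled APPPS1-21, on several lanes, and 3-month-old wild-type mice. There 44 of 44 were higher (mean log2 fold change 1.27, p = 0.122, camera), as were 66 of 95 cytokine and complement genes (mean 0.47, p = 0.136, camera). That comparison crosses 2 experiments, so it does not decide the question.

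At 8 months several technical explanations remain for the 166 differentially expressed genes. With the length and GC correction 7 genes remained. The libraries of the genotypes differ in size, and 0 of the 3 Fmn2+/+ libraries lie within the range of the Fmn2-/- libraries, although the ranges overlap. With all libraries thinned to 6818809 reads, in 1 random draw, 44 genes remained, and without Fmn2+/+ replicate 2 there were 3087. The counts of Fmn2-/- replicates 2 and 3 differed by little more than the sampling noise (chi-square per degree of freedom 1.62, against 3.50 to 6.40 for the other pairs of the group), so they may be 2 libraries of 1 mouse. Summed as 1 sample, an alternative chosen after seeing the data, they left 5 genes. Leaving out any 1 Fmn2-/- mouse left between 4 and 10, so this drop is not specific to the pair. Of 8 splits that part as many same-numbered pairs only the real one gave as many genes, in a design too small for a share under 0.05. The largest difference of a list of marker genes for other tissue was -0.30 on the log2 scale, for oligodendrocytes, with overlapping groups. No fit took these markers into account, so a contribution of other tissue is not excluded. A candidate explanation is a difference between libraries in length and GC bias, and a biological change of short, GC-rich genes with the same profile could not be separated from it.

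At 3 months 2 of 16 such splits gave at least 5 genes, where the other one, which exchanges the mice numbered 4 and 5, gave 123, and the design is too small for a share under 0.05. In the cross 2 of 100 splits gave at least 129 genes, and the other one gave 153. The largest difference of a marker list in the cross was -1.40, for choroid plexus, where the groups overlapped and replicates 4 and 5 labelled APPPS1-21 stood apart (6.49 and 5.69). No fit took these markers into account, so a contribution of choroid plexus tissue is not excluded.

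Catspere1 and Catspere2, changed in every comparison of Fmn2 genotypes, lie on chromosome 1 as Fmn2 does. A hypothesis is that sequence flanking the mutant Fmn2 allele, inherited from the strain in which it was made, changes their expression. Of the other genes tested within 10 Mb of Fmn2, 11 were among the 126 other differentially expressed genes of the cross (odds ratio 9.60, Fisher's exact test, two-sided, p = 8.48e-08), 1 among 163 at 8 months and 0 among 2 at 3 months. In the comparison of APPPS1-21 and wild-type mice, in which Fmn2 did not differ, 14 of 392 genes lay there too (odds ratio 3.77, Fisher's exact test, two-sided, p = 5.87e-05), so an excess in this region also arises without a difference in Fmn2. Flanking sequence of the same allele would be present in the Fmn2-/- mice of the separate experiment too. At 8 months no such excess was seen there (odds ratio 0.60, Fisher's exact test, two-sided, p = 1.0), but most of those genes did not remain after the length and GC correction. At 3 months the 2 other genes are too few to show an excess. The hypothesis thus remains open. Fisher's test takes genes as independent, so its p-values do not measure the spread between mice.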
